# Pathophysiological and molecular mechanisms involved in renal congestion in a novel rat model

**DOI:** 10.1038/s41598-018-35162-4

**Published:** 2018-11-14

**Authors:** Satoshi Shimada, Takuo Hirose, Chika Takahashi, Emiko Sato, Satoshi Kinugasa, Yusuke Ohsaki, Kiyomi Kisu, Hiroshi Sato, Sadayoshi Ito, Takefumi Mori

## Abstract

Increased central venous pressure in congestive heart failure causes renal dysfunction; however, the underlying mechanisms are unclear. We created a rat renal congestion model and investigated the effect of renal congestion on hemodynamics and molecular mechanisms. The inferior vena cava (IVC) between the renal veins was ligated by suture in male Sprague-Dawley rats to increase upstream IVC pressure and induce congestion in the left kidney only. Left kidney congestion reduced renal blood flow, glomerular filtration rate, and increased renal interstitial hydrostatic pressure. Tubulointerstitial and glomerular injury and medullary thick ascending limb hypoxia were observed only in the congestive kidneys. Molecules related to extracellular matrix expansion, tubular injury, and focal adhesion were upregulated in microarray analysis. Renal decapsulation ameliorated the tubulointerstitial injury. Electron microscopy captured pericyte detachment in the congestive kidneys. Transgelin and platelet-derived growth factor receptors, as indicators of pericyte-myofibroblast transition, were upregulated in the pericytes and the adjacent interstitium. With the compression of the peritubular capillaries and tubules, hypoxia and physical stress induce pericyte detachment, which could result in extracellular matrix expansion and tubular injury in renal congestion.

## Introduction

The physiological association between the kidney and heart has received significant attention. Reduction of cardiac output induces renal hypoperfusion, which causes renal ischemia. On the other hand, renal venous hypertension leads to high renal interstitial hydrostatic pressure (RIHP) and reduction in glomerular filtration rate (GFR)^1^. In patients with chronic congestive heart failure (CHF), central venous pressure (CVP) normally measured at the inferior vena cava (IVC) and renal venous pressure (RVP) are higher than in healthy subjects^2^. Mullens *et al*. demonstrated that CVP, rather than cardiac index, correlates with GFR in patients with advanced decompensated CHF^3^. Damman *et al*. reported that CVP is associated with GFR, and is a strong predictor of mortality^4^. Thus, CVP is an indicator of both renal dysfunction and CHF. However, the underlying mechanisms of renal dysfunction in patients with CHF, are yet unknown.

Increased CVP raises RVP, causing renal congestion and renal dysfunction^5,6^. Several animal studies have demonstrated that acute increases in RVP from renal vein constriction increases RIHP, decreases renal blood flow (RBF), and results in sodium retention and diuresis^7–9^. Ligation of the IVC above the renal veins also raises RVP^10^ and induces chronic renal dysfunction^11,12^.

Rat models in which RIHP is elevated, such as ureteral obstruction^13^ and aortic stenosis^14,15^ cause renal injury. Fibrogenesis via epithelial-mesenchymal transition is the main causative factor of renal injury in these models^15,16^. Recently, studies on pericyte-myofibroblast transition have led to novel theories of kidney fibrosis^17^. Other pathways are involved in tissue fibrosis^18^; however, little is known about the molecular mechanisms in renal congestion and their roles in CHF-related renal injury. We hypothesized that RIHP and vasa recta expansion pressures are responsible for renal congestion-mediated fibrosis. Thus, we created a novel rat renal congestion model and investigated the effect of renal congestion on hemodynamics and its molecular mechanisms. Most previous studies have been conducted in acute phases of renal congestion, and few have focused on molecular mechanisms underlying its pathophysiology. Therefore, we aimed to determine the pathogenetic mechanism of renal injury on renal congestion.

We created a rat renal congestion model by ligating the IVC between the renal veins, which allowed us to compare congestive left kidneys (congestive kidneys) to non-congestive right kidneys (control kidneys). To determine the molecules underlying renal congestion pathophysiology, gene expression arrays of the left and right kidneys were compared within subjects. The functional and structural characteristics of the kidneys were examined using immunohistological analysis and electron microscopy.

## Results

### Acute experiments to evaluate renal congestion effects on renal hemodynamics

The catheters were detained for measurement of IVC pressure (IVCP) and urine collection from each kidney. IVC between the renal veins was ligated after the 60-min baseline (Fig. 1a). arterial blood pressure (ABP) and pulse rate (PR) were immediately decreased after ligation. Although there was a tendency for these to gradually improve, ABP and PR did not return to baseline within 120 min (Fig. 1b,c). Upstream IVCP increased to around 20 mmHg immediately after ligation and remained at that level throughout the experiment. Downstream IVCP did not change (Fig. 1d). Urine volumes and GFR in both kidneys were immediately decreased after ligation, and gradually recovered and returned to baseline in the control kidneys. However, urine volumes and GFRs remained decreased throughout the experiment in the congestive kidneys (Fig. 1e,f).

**Figure 1:**
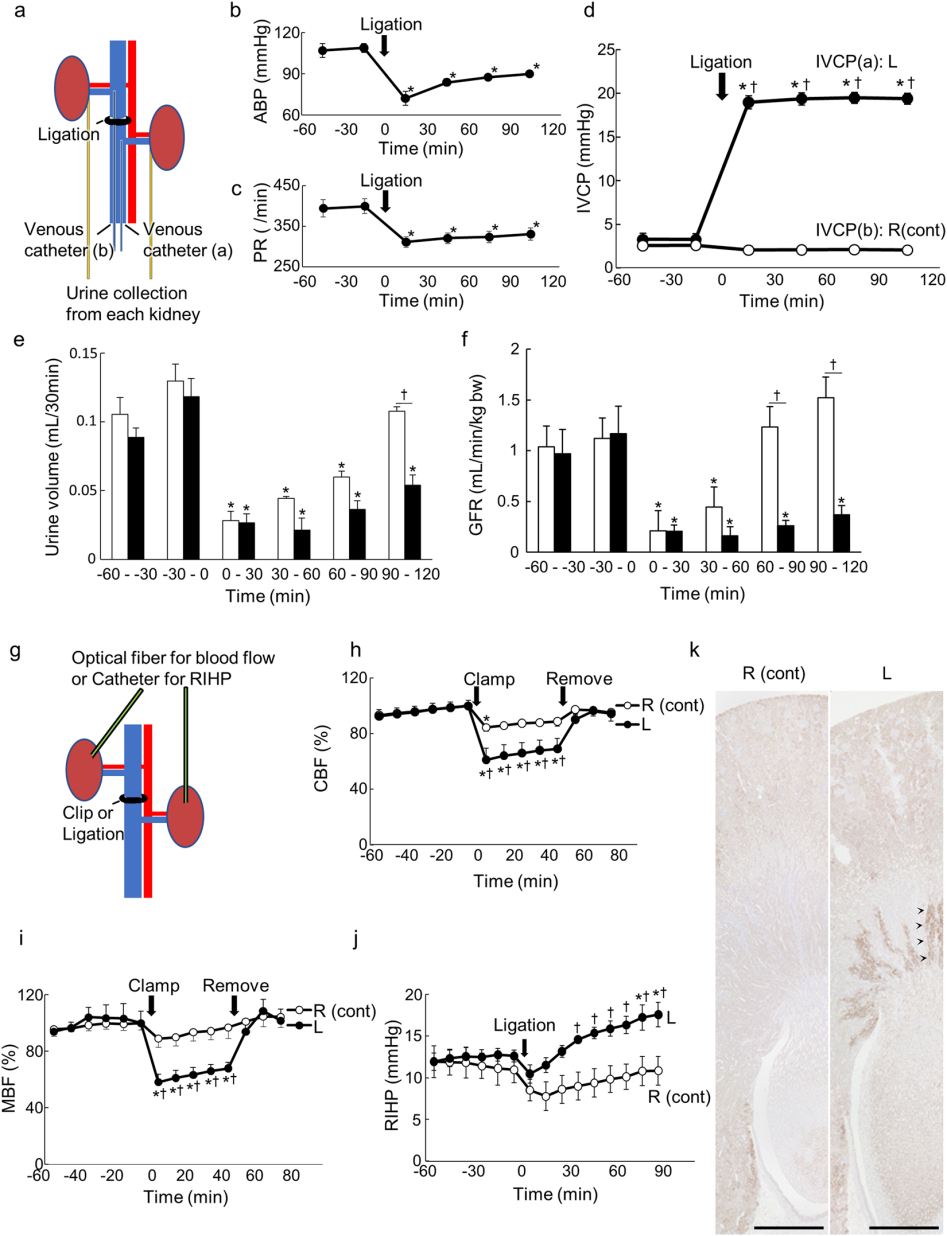
Acute animal experiments. (**a**) The schema of the acute animal experiments for GFR and IVCP. The catheters were detained for measurement of IVCP and urine collection from each kidney. Ligation was performed at time 0 after the 60-min baseline. ABP (**b**), PR (**c**), IVCP (**d**), urine volume (**e**), and GFR (**f**) were measured at the same time of each experiment. n = 5, ▫ indicates the control kidneys, ▪ indicates the congestive kidneys. (**g**) The schema of the blood flow or RIHP experiment. Optical fibers were inserted into the both renal cortical or outer medullary regions for measurement of CBF and MBF. For RIHP measurement, catheters were placed in the cortex. Clamp or ligation was performed at time 0 after the 60-min baseline. The clamp was released after 50 min. CBF n = 4 (**h**), MBF n = 5 (**i**), and RIHP n = 4 (**j**) were measured separately. ◦ indicates control kidneys, ● indicates congestive kidneys. Data are presented as the means ± SEM of a 10-min average. *p < 0.05 versus baseline (−10 to 0 min), ^†^p < 0.05 versus right; Tukey’s test. (**k**) Renal hypoxia analysis by pimonidazole staining in the acute phase. Scale bar, 1.0 mm. Allow heads show the pimonidazole positive areas. ABP: arterial blood pressure; PR: pulse rate; IVCP: inferior vena cava pressure; R (cont): control right kidney; L: congestive left kidney; CBF: cortical blood flow; MBF: medullary blood flow; RIHP: renal interstitial hydrostatic pressure.

To evaluate the recovery of blood flow after the release of ligation, a vascular clip was used. Optical fibers were inserted into the both renal cortical or outer medullary regions for measurement of cortical blood flow (CBF) and medullary blood flow (MBF). For RIHP measurement, catheters were placed in the cortex (Fig. 1g). The IVC was clamped between the renal veins with vascular clips under anesthesia. Both CBF and MBF in the congestive kidneys decreased after clamping, but returned to baseline immediately after removal of the clip. However, CBF and MBF in the control kidneys tended to decline slightly, but the extent of reduction was not as large as the reduction in left RBF (Fig. 1h,i). Although there was a tendency towards a reduction of RIHP in both kidneys soon after ligation because of decreases in blood pressure, sustained increases in RIHP were only observed in the congestive kidneys (Fig. 1j). To investigate whether renal congestion leads to hypoxia as the blood flow decreases, immunochemical detections using pimonidazole, a hypoxia detector, were performed. Pimonidazole deposits were observed mainly in medullary thick ascending limbs (mTAL) near the descending vasa recta (DVR) in the congestive kidneys only (Fig. 1k).

### Subacute animal experiments

#### Biochemical analysis

No rats died during the experimental period. We reviewed the histology and molecular analysis on postoperative day 3 because collateral circulation was considerably increased on day 7. Three days after surgery, we measured the IVCP in the subacute phase and obtained plasma and urine under anesthesia. The catheters were detained for IVCP measurement and urine collection from each kidney (Fig. 2a). Upstream IVCP in the ligation group was still significantly higher than in the sham-operated group (Fig. 2b). Urine volumes from the congestive kidneys were still lower in the ligation group after 3 days compared to the sham-operated group (Fig. 2c). Creatinine clearance (CCr) of the congestive kidneys was still lower in the ligation group after 3 days compared to the sham-operated group (Fig. 2d). Serum creatinine (Cr) and urea nitrogen (UN) in the ligation group were higher than in the sham-operated group (Supplemental Table S1). CCr, UN, and inorganic phosphorus were lower in the congestive kidneys compared to the right control kidneys (Supplemental Table S1). Furthermore, increased urinary albumin (Alb) excretion was observed in the Alb/Cr ratio (Supplemental Table S1).

**Figure 2:**
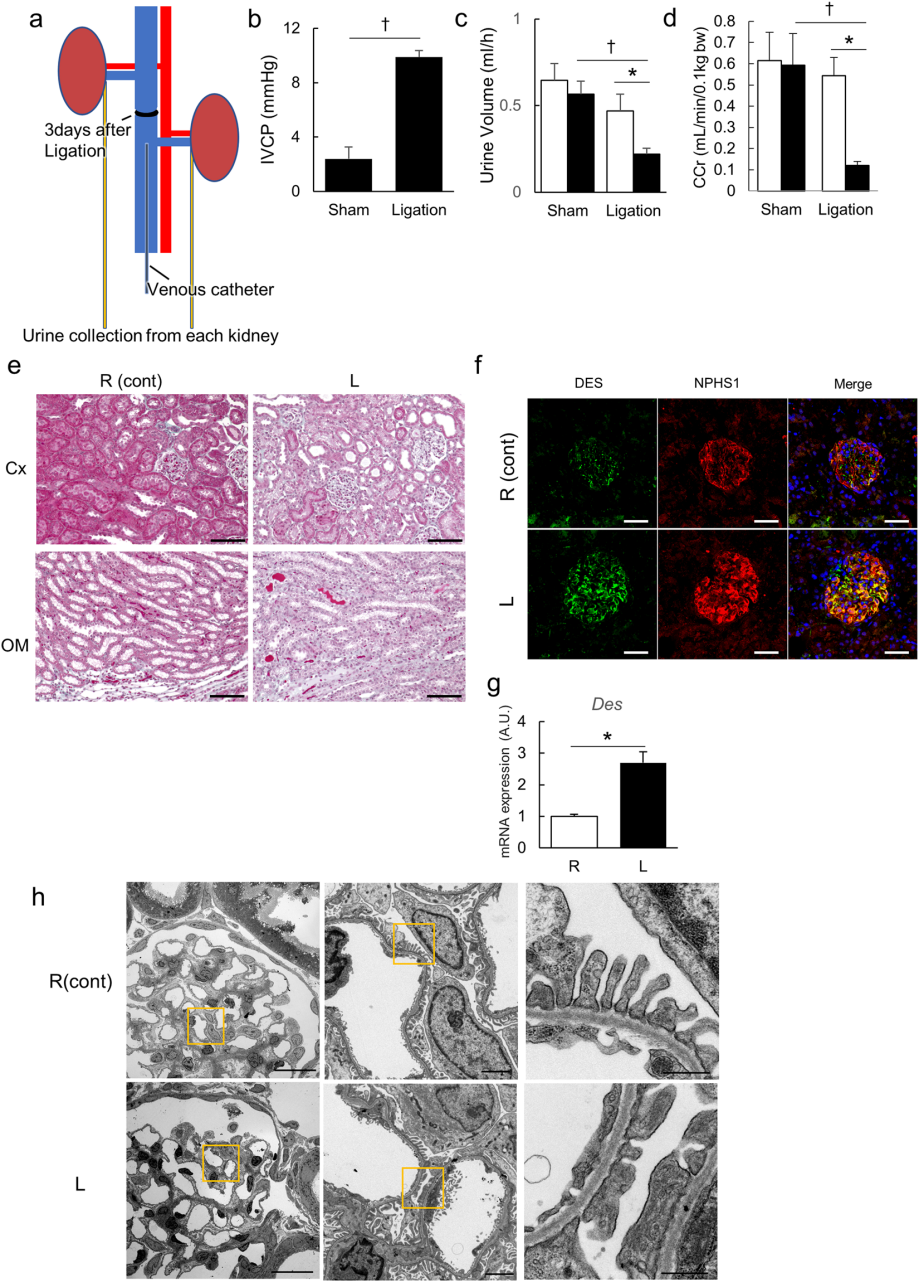
Biochemical analysis and histology in the subacute phase. (**a**) The schema of the biochemical analysis in the subacute phase. The catheters were detained for IVCP measurement and urine collection from each kidney. (**b**) Upstream IVCP of IVC ligated rats was compared with sham-operated rats. ^†^p < 0.05 versus sham-operated group; *t*-test. (**c**) Urine volume and (**d**) CCr are shown. Sham n = 4; Ligation n = 6. Data are presented as the means + SEM. *p < 0.05 versus control kidneys, ^†^p < 0.05 versus sham-operated group; Tukey’s test. In (**c,d**), ▫ indicates the control kidneys and ▪ indicates the congestive kidneys. (**e**) Elastica Masson staining of kidneys in the subacute phase. Scale bar, 100 µm. (**f**) Immunofluorescent analysis of DES and NPHS1. Scale bar, 25 µm. (**g**) mRNA expression level of *Des*. The result is compared between the congestive kidneys and control kidneys. n = 5–7. Data are presented as the means + SEM. *p < 0.05 versus control kidneys, ^†^p < 0.05 versus Sham group; Tukey’s test. (**h**) Observation by transmission electron microscope. Scale bars are 20 µm, 2 µm, and 500 nm from the left. IVCP: inferior vena caval pressure; Cx: cortex; OM: outer medulla; R (cont): control right kidney; L: congestive left kidney; DES: Desmin. NPHS1: Nephrin.

#### Morphological analysis

Extension of the tubules and extracellular space expansions were visualized using Elastica Masson staining (Fig. 2e). Staining intensity and mRNA expression levels of desmin (*Des*) were higher in the congestive kidneys compared to the control kidneys (Fig. 2f,g). The glomerular structure, including the podocytes, was maintained in the control kidneys. However, foot process effacement and disruption of the slit diaphragm were observed in the congestive kidneys (Fig. 2h).

#### Microarray analysis

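RNA of the congestive left kidney and of the control right kidney was measured on 12 GeneChip Rat Gene 2.0 ST arrays, with 3 congestive and 3 control kidneys in each of cortex and outer medulla at day 3. The value table holds 36685 rows of log2 values that the authors had normalized between arrays with Affymetrix Expression Console. Array medians lay between 6.02 and 6.09 and single values between 1.21 and 13.5. Across rows, Pearson's r between arrays of the same condition was 0.988 to 0.991. There were 18511 rows with 1 gene symbol, and the brightest row of each symbol stood for its gene, which gave 18166 genes with no filter on dim rows. A further 17599 rows carried no gene name in the annotation used here and 575 rows carried several, and these gave no gene results. Changes are congestive minus control on the log2 scale, from a linear model in limma with 6 blocks that set each congestive kidney against the control kidney of the same replicate number. Adjusted p values are those of Benjamini and Hochberg over all genes, with a threshold of 0.05. Levels are given as mean ± SD of 3 arrays. Gene groups were tested against all other genes with camera at a preset inter-gene correlation of 0.01. With a correlation estimated from the arrays, 0 of 46 groups passed in any comparison, and the adjusted p of that test is given beside each group. The number of arrays limits the precision. In data simulated at this size, 89.6% of the genes changed by 1.5-fold in cortex were recovered.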

We performed microarray analyses of the total RNA extracted from the renal cortex and medulla 3 days after ligation. 

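In the cortex of the congestive kidneys 1449 genes were higher and 661 were lower than in the control kidneys, and in the outer medulla 2150 were higher and 2057 were lower. The responses of the regions overlapped. There were 1122 genes higher in both and 361 lower in both. The methods of the paper divide each kidney into cortex and medulla, so the regions share kidneys and are not independent samples. A further 22 genes were higher in cortex and lower in outer medulla, and 13 were lower in cortex and higher in outer medulla. Across genes, the changes in cortex and outer medulla had a Pearson's r of 0.69 and a Spearman's rho of 0.55, although genes are not independent replicates. Among 51 measured regulators of vasoconstriction, 16 were higher and 3 lower in cortex (17 and 4 when adjusted over the list alone), and 18 were higher and 6 lower in outer medulla (21 and 6 when adjusted over the list alone). Without the genes shown in Fig. 3 from the same arrays, 15 of 48 were higher and 1 lower in cortex, and 16 higher and 5 lower in outer medulla. The members that fell in cortex were Klk1, which encodes tissue kallikrein, Ptgs2, which encodes the inducible cyclooxygenase, and the clock gene Per2. Ptgs2 fell by 1.64 on the log2 scale in cortex (standard error 0.15, adjusted p = 0.00068, lower in 3 of 3 pairs) and rose by 0.53 in outer medulla (standard error 0.15, adjusted p = 0.038, higher in 3 of 3 pairs). Per2 was named after its values were seen. Those that rose in cortex included the fibrinogen genes Fgg, Fga and Fgb, the adrenergic receptor gene Adra1d (0.87, adjusted p = 0.024) and the endothelin gene Edn1 (0.64, adjusted p = 0.0063, a call not kept without replicate 2). As a group these regulators were shifted upward against other genes, with an adjusted p of 0.00241 in cortex and 0.00365 in outer medulla from camera. The estimated correlation gave 0.172 in cortex and 0.180 in outer medulla. The list mixes genes whose products constrict vessels with others that dilate them, among them Nos3 and Klk1. Its direction therefore does not measure more or less vasoconstriction. When replicate 1, 2 or 3 was left out, the regulators called higher numbered 8, 4 and 5 in cortex and 11, 12 and 16 in outer medulla, and those called lower 2, 2 and 1 and 1, 0 and 6. Over all genes, leaving out replicate 1, 2 or 3 gave 970, 644 and 935 changed genes in cortex and 1957, 2117 and 3260 in outer medulla.

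**Figure D1:**
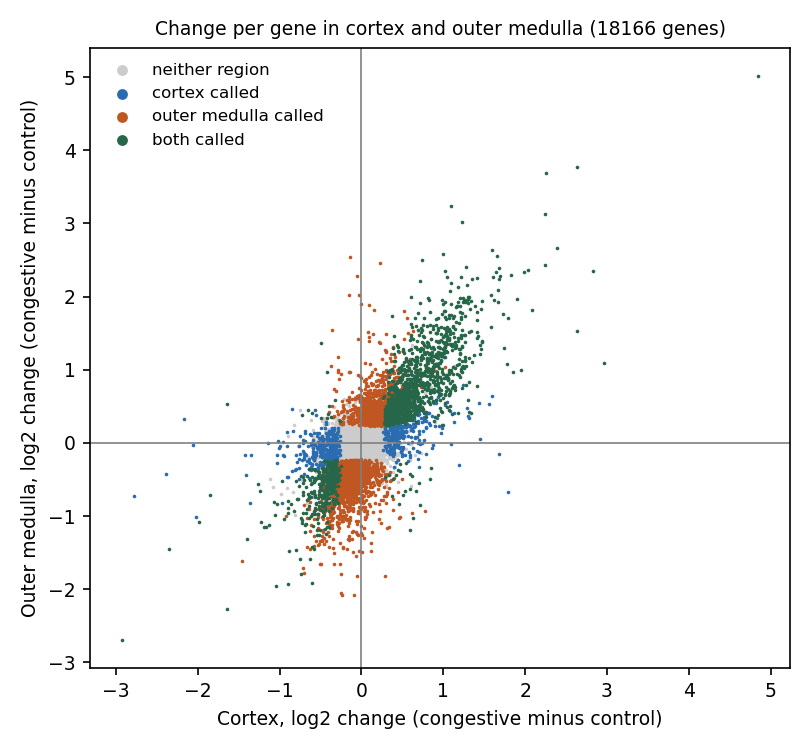
Log2 change of each of 18166 genes (congestive minus control kidney) in cortex on the x axis and in outer medulla on the y axis, colored by the region in which the adjusted p was under 0.05. Genes called in both regions lie mostly along the diagonal, with 1122 higher in both and 361 lower in both.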

Gene ontology analyses revealed increases in extracellular factors and decreases in vasoconstriction regulation (Supplemental Tables S2–5). 

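Among 33 measured collagens, 13 were higher and 3 lower in cortex (14 and 4 when adjusted over the list alone), and 17 were higher and 2 lower in outer medulla (17 and 2 when adjusted over the list alone). The fibrillar collagen gene Col1a1 went from 8.25 ± 0.61 (SD, n = 3) to 9.85 ± 0.40 in cortex and from 8.03 ± 0.44 to 10.66 ± 0.50 in outer medulla, and Col3a1 rose by 1.83 and 2.29 on the log2 scale, respectively. The collagens that fell in both regions were Col4a3 and Col4a4, chains of type IV collagen that were named after their values were seen. The collagens called lower in cortex numbered 0, 0 and 0 without replicate 1, 2 or 3. Of 48 matrix glycoproteins and proteoglycans, 23 rose and 0 fell in cortex (26 and 0 when adjusted over the list alone), and 28 rose and 3 fell in outer medulla (28 and 3 when adjusted over the list alone). In fits without replicate 1, 2 or 3 those that rose in cortex numbered 18, 15 and 19, and those that fell in outer medulla 1, 1 and 2. Fibronectin (Fn1) rose by 2.04 in cortex (standard error 0.09, adjusted p = 5.6e-05) and by 2.36 in outer medulla (standard error 0.09, adjusted p = 8.2e-06). Of 47 enzymes that crosslink or turn over the matrix, 23 rose in cortex with 2 lower (27 and 2 when adjusted over the list alone) and 31 in outer medulla with 2 lower (32 and 3 when adjusted over the list alone). The enzymes called lower without replicate 1, 2 or 3 numbered 1, 0 and 0 in cortex and 0, 0 and 2 in outer medulla, and those called higher 22, 20 and 21 and 29, 29 and 28. The enzymes include Lox, which crosslinks collagen (2.40 and 2.67), the protease inhibitor Timp1 (2.25 and 2.43) and the gelatinase Mmp2 (1.66 and 2.56). Of 44 markers of tubular injury and repair, 24 rose and 0 fell in cortex (30 and 0 when adjusted over the list alone), and 25 rose and 2 fell in outer medulla (28 and 3 when adjusted over the list alone). Because the study showed some of these markers in Fig. 3 from the same arrays, the list is not independent evidence. Without them 17 of 37 rose and 0 fell in cortex, and 18 rose and 2 fell in outer medulla. Of the full list, those called lower in outer medulla numbered 1, 1 and 2 without replicate 1, 2 or 3. Osteopontin (Spp1), secreted by injured tubules, rose by 2.97 in cortex and by 1.10 in outer medulla, to values of 12.63 and 12.79 near the upper end of the arrays, and clusterin (Clu) rose by 2.83 and 2.34. Lcn2, which encodes the injury marker NGAL, changed by 0.20 in cortex (adjusted p = 0.56) and by 0.49 in outer medulla (adjusted p = 0.12). Markers of macrophages and monocytes moved with these groups, with 24 of 32 higher and 0 lower in cortex (27 and 0 when adjusted over the list alone) and 29 higher and 0 lower in outer medulla (29 and 1 when adjusted over the list alone). Camera gave an upward shift for the collagens (adjusted p = 6.5e-06 in cortex and 1.18e-08 in outer medulla, against 0.217 and 0.180 with an estimated correlation), the glycoproteins (1.28e-12 and 1.55e-10, against 0.116 and 0.154) and the enzymes (2.61e-13 and 1.16e-15, against 0.101 and 0.139). The same held for the injury markers (3.52e-19 and 6.9e-11, against 0.101 and 0.154) and the macrophage markers (3.35e-21 and 5.53e-22, against 0.116 and 0.140). Without the genes of Fig. 3, cortex had 11 of 31 collagens higher and 3 lower, 20 of 45 glycoproteins higher and 0 lower, 20 of 44 enzymes higher and 2 lower, and 21 of 29 macrophage markers higher and 0 lower. Outer medulla had 15 and 2, 25 and 3, 28 and 2, and 26 and 0.

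**Figure D2:**
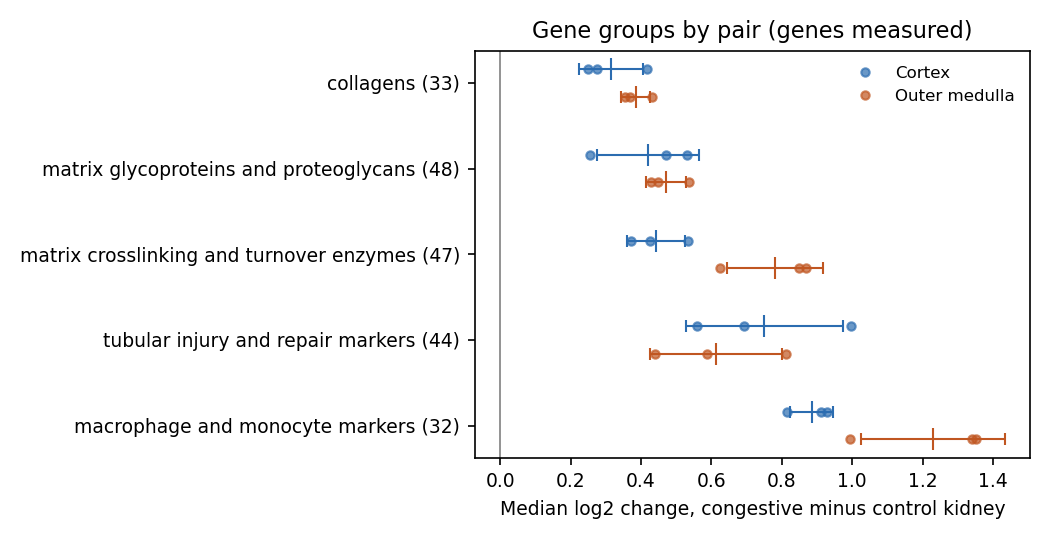
Median log2 change (congestive minus control kidney) of the genes of each group in each of 3 pairs, with the mean and SD of the pairs, in cortex and outer medulla; the number of genes measured is in parentheses. All 3 pairs lie above 0 for every group shown, with an SD of 0.22 for the injury markers in cortex and 0.20 for the macrophage markers in outer medulla.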

Notably, markers of extracellular matrix expansion and tubular injury were elevated in the congestive kidneys compared to control kidneys (Fig. 3a,b). Real-time quantitative PCR (qPCR) was performed to confirm the microarray analysis with respect to extracellular factors and kidney injury markers. The expression patterns were identical in all RNAs analyzed by qPCR, and the expression levels were significantly higher in the congestive kidneys than in the control kidneys (Fig. 3a,b). In contrast, genes such as DNAase, kallikreins, renin and uromodulin (Umod) were downregulated (Fig. 3c,d).

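Dnase1, which encodes a secreted endonuclease, had the largest fall among called genes in both regions. Its value went from 10.85 ± 0.17 (SD, n = 3) to 7.93 ± 0.92 in cortex and from 11.14 ± 0.09 to 8.45 ± 0.23 in outer medulla, changes of -2.92 and -2.69 (standard error 0.28, adjusted p = 0.00075 and 0.00042 from limma, lower in 3 of 3 pairs in each region). Tissue kallikreins, serine proteases that release kinins, fell in cortex: 7 of 9 measured genes were lower and 0 higher (9 and 0 when adjusted over the list alone). The list holds 3 genes of Fig. 3, Klk1, Klk1c3 and Klk1c9, and is not independent evidence. Without them 4 of 6 were lower and 0 higher in cortex, and 1 lower and 0 higher in outer medulla. Klk1 went from 11.76 ± 0.05 to 9.41 ± 0.89 in cortex, with an adjusted p of 0.013. This call was not kept without replicate 3 or with the trend and robust options of eBayes. Klk1c9 fell by 2.39 (adjusted p = 0.00054) and Klk1c3 by 2.06 (adjusted p = 0.00026) in cortex. Klk1c10 is represented by 2 rows, and the brighter row, which fell by 2.78, was kept while the dimmer row fell by 0.66. In outer medulla, where the kallikrein values of the control kidneys were lower, 2 of 9 fell and 0 rose (2 and 0 when adjusted over the list alone). These were Klk1, with a change of -1.45 (adjusted p = 0.048), and Klk1b3, with -1.13 (adjusted p = 0.020), and neither passed in a model with no pair block or without replicate 2. The kallikreins called lower numbered 5, 4 and 3 in cortex and 3, 0 and 2 in outer medulla without replicate 1, 2 or 3. The growth factor gene Egf fell by 1.99 in cortex and by 1.07 in outer medulla. Gp2, which encodes a homologue of uromodulin, fell by 2.17 in cortex (adjusted p = 0.0011) and changed by 0.33 in outer medulla (adjusted p = 0.37). Its difference between the regions did not pass without replicate 1 or 2. Histidine-rich glycoprotein (Hrg) fell by 2.02 in cortex (adjusted p = 0.007). Among the 10 largest falls in outer medulla were the retinol carrier Rbp4 (-2.27, adjusted p = 0.00021), the cytochrome gene Cyp1a1 (-2.08, adjusted p = 0.0007) and the glutathione transferase Gsta1 (-1.96, adjusted p = 0.0015). Camera gave a downward shift of the kallikreins in cortex (adjusted p = 1.01e-07) and 0.0544 in outer medulla, against 0.193 and 0.525 with an estimated correlation.

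**Figure D3:**
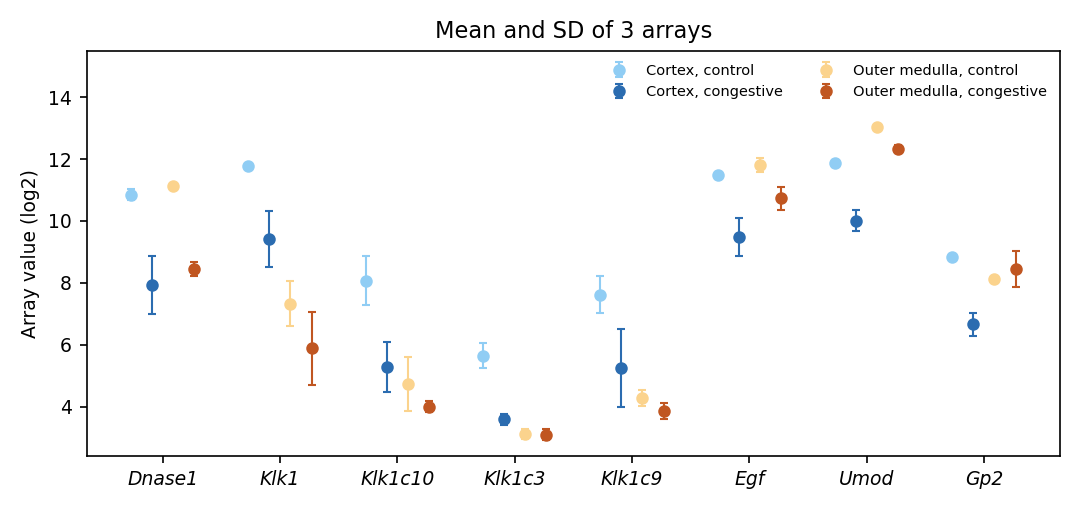
Array values (log2) of 8 genes in control and congestive kidneys, as mean and SD of 3 arrays, in cortex and outer medulla. Dnase1 falls from 10.85 to 7.93 in cortex and from 11.14 to 8.45 in outer medulla, while Klk1c3 and Klk1c9 are at 3.12 and 4.28 in control outer medulla.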

**Figure 3:**
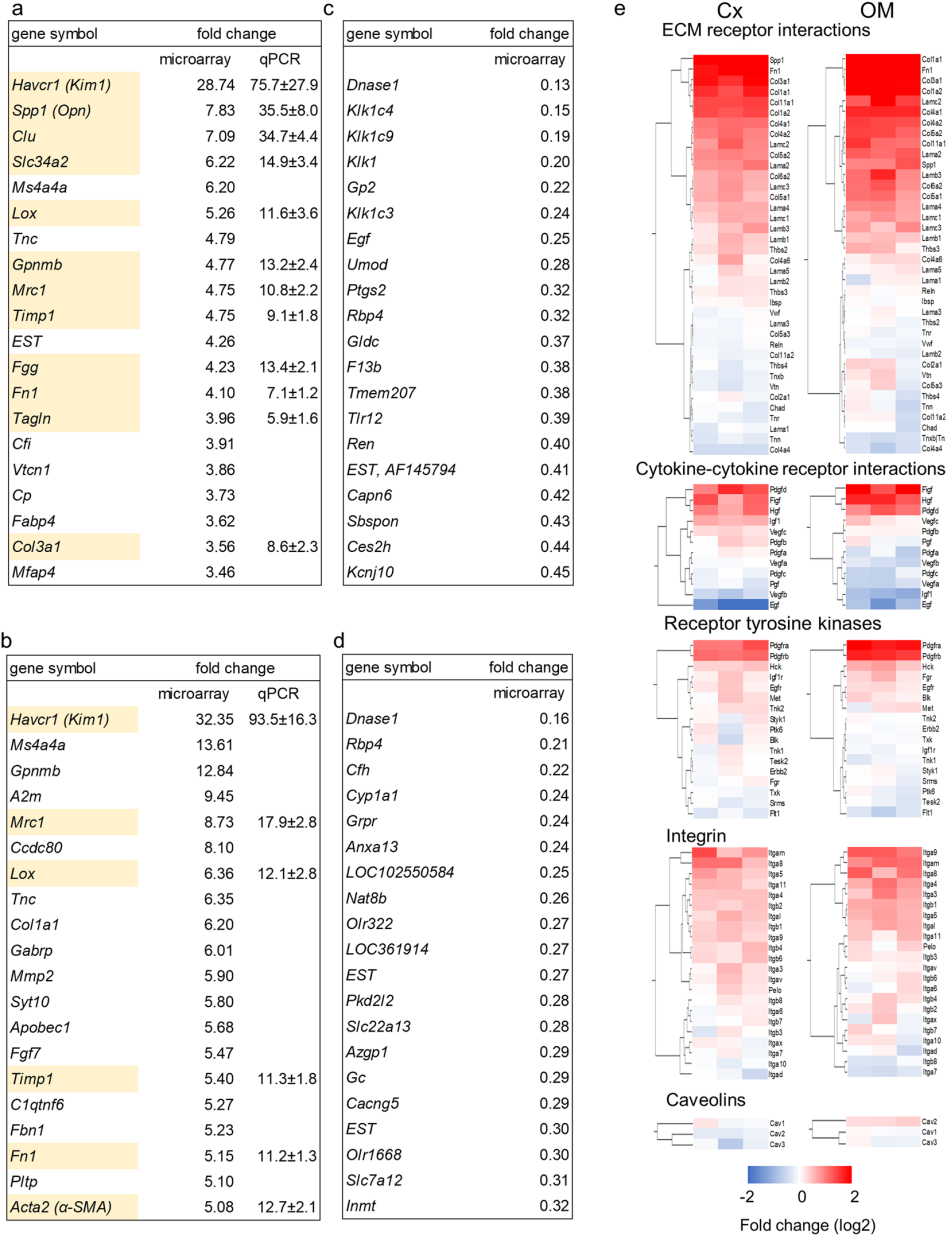
Microarray analysis. (**a–d**) Upregulated genes in the congestive kidneys compared to the control kidneys in the cortex (**a**) and medulla (**b**). Downregulated genes in the congestive kidneys compared to the control kidneys in the cortex (**c**) and medulla (**d**). The values were expressed as the fold change of the left expression divided by the right, n = 3. EST: expression sequence tag and subsequent symbols in GenBank ID. Aliases are presented in parentheses. Genes in yellow background cells are those for which the expression patterns were confirmed by qPCR. Expression of mRNA was corrected by *Gapdh* mRNA level in the cortex and medulla. n = 7. Data are presented as the means + SEM. (**e**) Receptors and ligands of the focal adhesion pathway were extracted from microarray results. Congestive kidney expression level relative to the control kidney in logarithm is shown. Each line represents each gene. Each column represents each individual (n = 3).

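Of 170 measured genes of the focal adhesion pathway, which links cells to the matrix through integrins and growth factor receptors, 50 were higher and 4 lower in the congestive cortex (63 and 5 when adjusted over the list alone), and 71 were higher and 14 lower in the congestive outer medulla (76 and 15 when adjusted over the list alone). In either region, 74 genes were higher and 15 lower. Among 48 genes of the cytosolic ribosome, 11 were higher and 0 lower in cortex (28 and 0 when adjusted over the list alone), with a median log2 change of 0.23 ± 0.066 (SD of 3 pairs). In outer medulla 26 were higher and 0 lower (38 and 0 when adjusted over the list alone), with a median of 0.31 ± 0.073. Rpl3 had the largest change, from 10.49 ± 0.08 (SD, n = 3) to 11.03 ± 0.12 in cortex and from 10.65 ± 0.12 to 11.23 ± 0.07 in outer medulla, and its call in cortex was not kept without replicate 2. Among 27 genes of the TGF-beta pathway and its targets, 7 rose and 1 fell in cortex (8 and 1 when adjusted over the list alone), and 10 rose and 2 fell in outer medulla (12 and 4 when adjusted over the list alone). Tgfb1 itself rose by 0.77 (adjusted p = 0.0011) and 0.98 (adjusted p = 0.00015), while the matrix protein Tgfbi fell by 1.01 in outer medulla (adjusted p = 0.0022). The 26 measured targets of NFE2L2, a regulator of antioxidant genes, moved in both directions, with 3 higher and 2 lower in cortex (6 and 4 when adjusted over the list alone) and 2 higher and 11 lower in outer medulla (3 and 13 when adjusted over the list alone). In outer medulla the heme oxygenase gene Hmox1 rose by 1.43 (adjusted p = 0.00065), whereas Osgin1 fell by 1.34 (adjusted p = 0.00041). Camera gave the ribosomal genes an adjusted p of 3.22e-10 in cortex and 4.03e-12 in outer medulla, the TGF-beta genes 0.000498 and 0.00884, and the NFE2L2 targets 0.946 and 0.000573. The adjusted p with an estimated correlation was 0.217 and 0.190 for the ribosomal genes, 0.238 and 0.311 for the TGF-beta genes, and 0.972 and 0.232 for the NFE2L2 targets. In cortex the NFE2L2 targets had a median of -0.012, a mean of 0.032 and a downward direction in camera. Without replicate 1, 2 or 3 the ribosomal genes called higher numbered 1, 0 and 2 in cortex and 9, 9 and 14 in outer medulla. The focal adhesion genes numbered 30, 27 and 33 higher and 2, 1 and 2 lower in cortex, and 6, 7 and 10 lower in outer medulla. The TGF-beta genes numbered 6, 4 and 5 higher and 0, 0 and 0 lower in cortex and 1, 1 and 2 lower in outer medulla. The NFE2L2 targets numbered 2, 0 and 1 higher and 0, 1 and 0 lower in cortex and 7, 8 and 10 lower in outer medulla.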

The number of genes with increased expression was the largest in the focal adhesion pathway in a microarray pathway analysis using TAC 4.0 software (Table 1). 

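In cortex 17 of 34 matrix ligands of the pathway were higher and 1 lower (18 and 1 when adjusted over the list alone), with a median log2 change of 0.45 ± 0.15 (SD of 3 pairs), and in outer medulla 17 were higher and 1 lower (17 and 1 when adjusted over the list alone), with a median of 0.44 ± 0.050. Without the genes of Fig. 3, 13 of 30 ligands were higher and 1 lower in each region. The integrins, the receptors for these ligands, had 10 of 23 genes higher and 0 lower in cortex (12 and 0 when adjusted over the list alone) and 11 higher and 1 lower in outer medulla (11 and 2 when adjusted over the list alone). Itga8, an integrin of mesenchymal cells, rose by 0.92 in cortex and 0.97 in outer medulla, and Itgam, an integrin of leukocytes, rose by 0.93 and 1.08. In cortex the call of Itga8 was not kept without replicate 1 and that of Itgam without replicate 3, and the integrins called higher numbered 2, 2 and 3 without replicate 1, 2 or 3. Itga9 rose by 0.39 in cortex and by 1.21 in outer medulla, a difference of 0.82 (adjusted p = 0.024). The difference did not pass with no pair block (0.087) or without replicate 1, 2 or 3 (0.24, 0.16 and 0.087). The 12 growth factors moved in both directions: 4 rose and 2 fell in cortex (5 and 2 when adjusted over the list alone), and 3 rose and 6 fell in outer medulla (4 and 6 when adjusted over the list alone). Without Fig. 3 these were 4 and 1 of 11 in cortex and 3 and 5 in outer medulla. Hepatocyte growth factor (Hgf) rose by 0.97 in cortex (adjusted p = 0.0022) and by 1.58 in outer medulla (adjusted p = 0.0001), and Vegfd rose by 1.09 (adjusted p = 0.034) and 2.19 (adjusted p = 0.00088). The call of Vegfd in cortex was not kept with no pair block, with trend and robust options, over all rows or without replicate 1 or 3. In outer medulla the growth factors had a median of -0.22, a mean of 0.10 and a downward direction in camera. Of 8 receptor tyrosine kinases, 3 were higher and 0 lower in cortex (5 and 1 when adjusted over the list alone), and 3 were higher and 1 lower in outer medulla (4 and 1 when adjusted over the list alone). The vascular endothelial growth factor receptor Flt1 was the gene that fell there, by 0.47 (adjusted p = 0.0089), and it did not pass without replicate 1 or 2. Camera gave an upward shift of the ligands (adjusted p = 4.13e-08 in cortex and 5.24e-08 in outer medulla, against 0.193 and 0.190 with an estimated correlation), of the integrins (8.42e-06 and 0.00029, against 0.101 and 0.15) and of the kinases in cortex (0.00113, and 0.0544 in outer medulla, against 0.172 and 0.293). The growth factors did not pass (0.211 and 0.606, against 0.315 and 0.664). The numbers called lower were 0, 0 and 0 ligands and 2, 1 and 2 growth factors in cortex, and 0, 0 and 1 integrins and 4, 4 and 4 growth factors in outer medulla, without replicate 1, 2 or 3.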

The focal adhesion pathway includes receptors, ligands, and signal genes (Fig. 3e, Supplemental Fig. S1). When we focused on the pathway’s receptor and ligand genes, we observed that platelet derived growth factor receptors (PDGFRs) and ligands were highly expressed in the congestive kidneys (Fig. 3e), which indicates that these molecules may play a role in the pathogenesis of renal congestion.

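Both platelet derived growth factor receptors rose in the congestive kidneys. Pdgfra went from 8.89 ± 0.32 (SD, n = 3) to 10.07 ± 0.15 in cortex and from 9.04 ± 0.28 to 10.96 ± 0.26 in outer medulla, and Pdgfrb from 8.64 ± 0.26 to 9.80 ± 0.22 and from 8.39 ± 0.19 to 10.05 ± 0.28. The changes of Pdgfrb were 1.16 and 1.66 (standard error 0.08, adjusted p = 0.00021 and 1.9e-05 from limma, higher in 3 of 3 pairs in each region). Pdgfra rose by 1.18 in cortex (adjusted p = 0.00054) and by 1.92 in outer medulla (adjusted p = 2.6e-05), and its rise was larger in outer medulla by 0.75 (standard error 0.14, adjusted p = 0.04996). This difference did not pass with no pair block (0.24), without replicate 1, 2 or 3 (0.36, 0.22 and 0.11) or in a fit, chosen after the data were seen, that shares same-numbered animals between regions (0.077). Among the ligands, Pdgfd rose by 1.35 in cortex (adjusted p = 0.00096) and by 1.11 in outer medulla (adjusted p = 0.00099). Pdgfa changed by 0.08 in cortex (adjusted p = 0.69) and fell by 0.42 in outer medulla (adjusted p = 0.033), and Pdgfc changed by -0.13 (adjusted p = 0.48) and fell by 0.47 (adjusted p = 0.014). Pdgfb changed by 0.24 (adjusted p = 0.15) and 0.10 (adjusted p = 0.51). The falls of Pdgfa and Pdgfc did not pass in a model with no pair block or without replicate 1. That of Pdgfa was also not kept without replicate 3 and that of Pdgfc without replicate 2. The receptor-like gene Pdgfrl rose by 0.92 in outer medulla (adjusted p = 0.0003) and changed by -0.04 in cortex (adjusted p = 0.82). Together, 3 of these 7 genes were higher and 0 lower in cortex (3 and 0 when adjusted over the list alone), and 4 were higher and 2 lower in outer medulla (4 and 2 when adjusted over the list alone). Markers of pericytes and vascular smooth muscle, cells that carry Pdgfrb, had 7 of 22 genes higher and 0 lower in cortex (10 and 2 when adjusted over the list alone) and 10 higher and 1 lower in outer medulla (13 and 1 when adjusted over the list alone). Markers of myofibroblasts and activated stroma had 17 of 23 higher and 0 lower in cortex (18 and 0 when adjusted over the list alone) and 20 higher and 0 lower in outer medulla (21 and 0 when adjusted over the list alone), among them Tagln by 1.98 and 2.33. Without the genes of Fig. 3, 12 of 18 stroma markers were higher and 0 lower in cortex and 15 higher and 0 lower in outer medulla. For the pericyte markers this gave 6 and 0 of 21 in cortex and 9 and 1 in outer medulla. The lists share genes, so their counts are not separate evidence. Pdgfrb is in the growth factor, pericyte and stroma lists, Pdgfra in the growth factor and stroma lists, and Tagln and Des in the pericyte and stroma lists. When replicate 1, 2 or 3 was left out, the pericyte markers numbered 5, 5 and 5 higher in cortex and 0, 0 and 1 lower in outer medulla. Camera gave adjusted p values of 0.00231 in cortex and 0.0103 in outer medulla for the 7 genes, 0.000359 and 3.44e-05 for the pericyte markers, and 4.75e-17 and 8.53e-20 for the stroma markers. Under an estimated correlation these were 0.128 and 0.180, 0.217 and 0.190, and 0.101 and 0.139. From the high expression of the receptors and ligands, the paper proposes that these molecules may play a role in the pathogenesis of renal congestion.

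**Figure D4:**
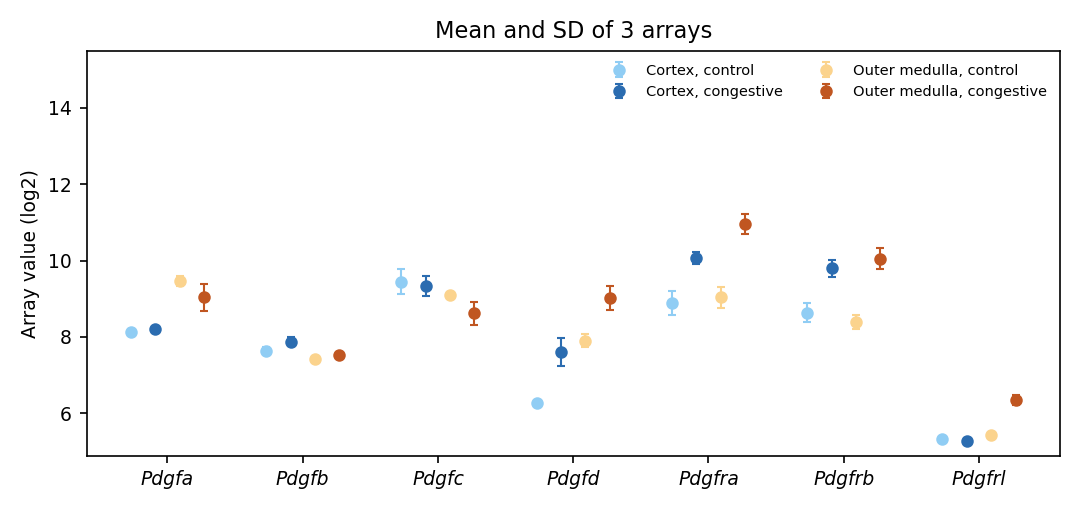
Array values (log2) of 7 genes of platelet derived growth factors and their receptors in control and congestive kidneys, as mean and SD of 3 arrays, in cortex and outer medulla. Pdgfra, Pdgfrb and Pdgfd are higher in the congestive kidneys of both regions, while Pdgfa and Pdgfc are lower in the congestive outer medulla.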

**Table 1:** Top 20 pathways derived by TAC4.0.

Pathway	Total	Up	Down	p-value	Significance*
Focal Adhesion	83	68	15	<0.001	10.1
MAPK Signaling Pathway	73	60	13	0.004	2.4
EGFR1 Signaling Pathway	63	53	10	<0.001	4.3
Electron Transport Chain	59	1	58	<0.001	15.4
Myometrial Relaxation and Contraction Pathways	53	47	6	<0.001	3.7
Regulation of Actin Cytoskeleton	52	44	8	<0.001	3.5
Nuclear factor, erythroid-derived 2, like 2 signaling pathway	52	28	24	0.182	0.7
TNF-alpha NF-kB Signaling Pathway	51	41	10	0.036	1.4
TGF-beta Receptor Signaling Pathway	51	41	10	<0.001	3.2
B Cell Receptor Signaling Pathway	51	47	4	0.003	2.6
Insulin Signaling	50	37	13	0.007	2.2
T Cell Receptor Signaling Pathway	50	43	7	<0.001	4.6
Calcium Regulation in the Cardiac Cell	48	36	12	0.002	2.8
Androgen Receptor Signaling Pathway	45	34	11	<0.001	5.1
Wnt Signaling Pathway NetPath	39	33	6	<0.001	3.0
IL-3 Signaling Pathway	38	35	3	<0.001	3.3
Cytoplasmic Ribosomal Proteins	36	35	1	<0.001	4.0
Oxidative phosphorylation	36	0	36	<0.001	9.7
Integrin-mediated cell adhesion	35	30	5	0.003	2.5
Adipogenesis	35	23	12	0.209	0.7

*Significance means −10 logarithm of p-value.

#### The ameliorating effect of decapsulation

To determine whether RIHP was responsible for the pathogenesis of renal congestion, we performed qPCR on a left renal decapsulated IVC-ligation model (Decap) and compared it to a sham-operated IVC-ligation model (Sham). Most of the markers of profibrosis and tubular injury were elevated in the congestive kidneys compared to the control kidneys in the Sham and Decap groups. However, the levels of renal congestion-induced profibrosis and kidney injury markers were significantly attenuated by decapsulation in the cortical region only (Fig. 4a, Supplemental Fig. S2a). The benefit of decapsulation was not detected with most genes we investigated in the medullary region (Fig. 5a, Supplemental Fig. S2b).

**Figure 4:**
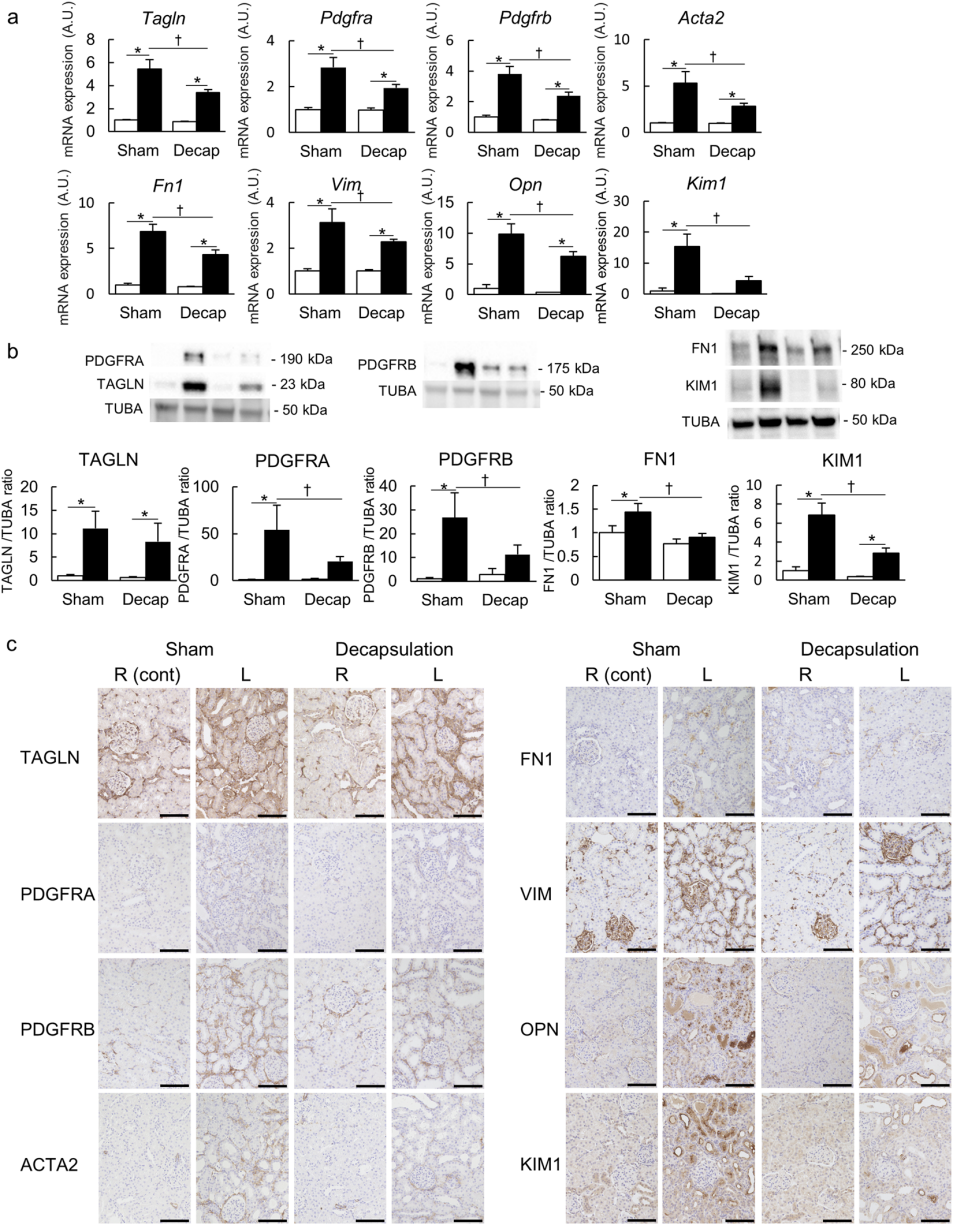
Molecular analysis of the cortex. (**a**) mRNA expression level of *Tagln, Pdgfra, Pdgfrb, Acta2 (α-Sma), Fn1, Vim, Opn* and *Kim1* in the cortex. (**b**) Western blotting analysis of TAGLN, PDGFRA, PDGFRB, FN1, and KIM1. In these analyses, the left renal decapsulated IVC ligation model (Decap) was compared with the sham IVC ligation model (Sham). Sham n = 5, Decap n = 7. Data are presented as the means + SEM. *p < 0.05 versus control kidneys, ^†^p < 0.05 versus Sham group; Tukey’s test. ▫ indicates the control kidneys and ▪ indicates the congestive kidneys. Full-length blots are presented in Supplementary Fig. S8. (**c**) Immunostaining of TAGLN, PDGFRA, PDGFRB, α-SMA, FN1, VIM, OPN and KIM1. Scale bar, 100 µm. R (cont): control right kidney; L: congestive left kidney.

**Figure 5:**
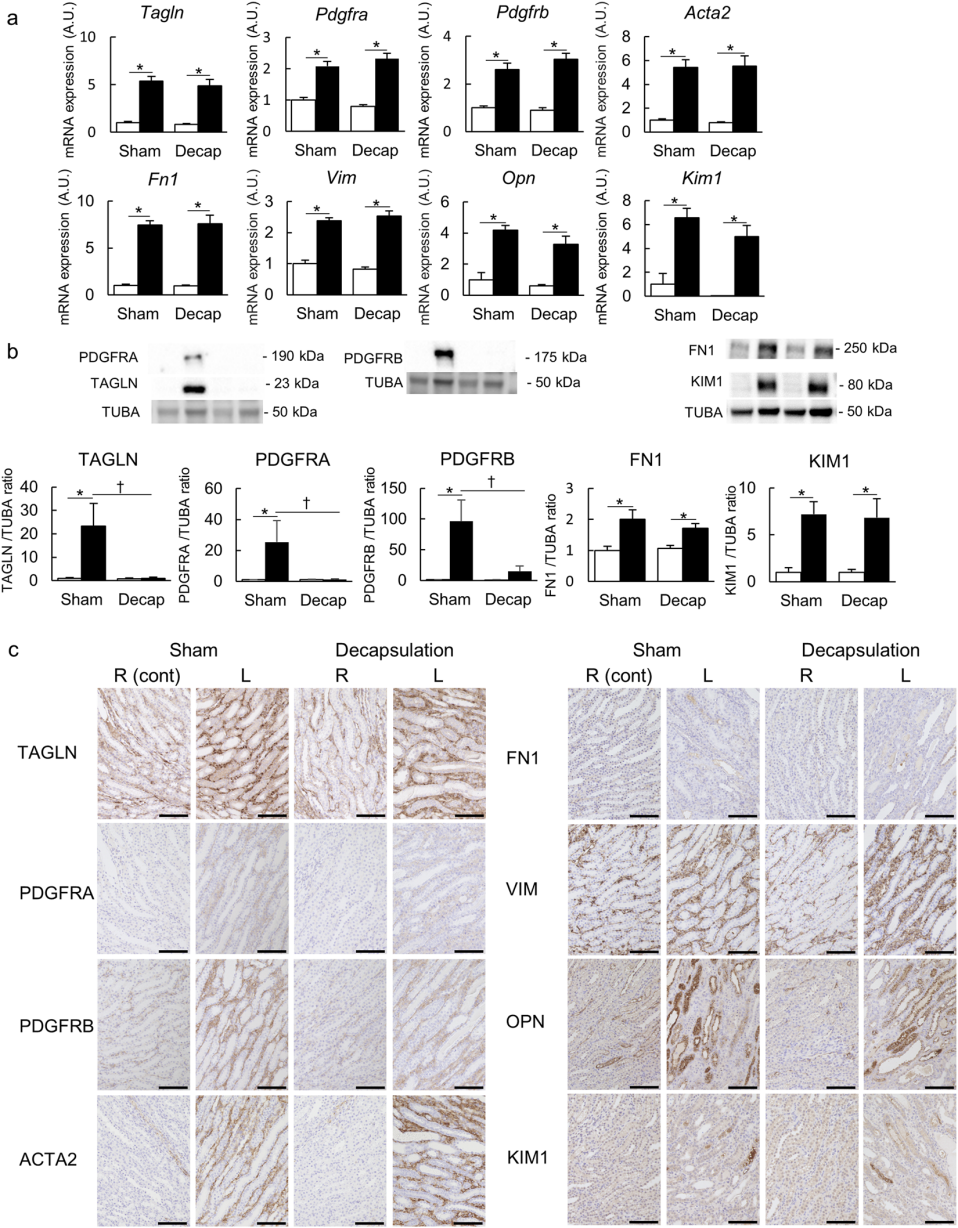
Molecular analysis of the medulla. (**a**) mRNA expression level, (**b**) western blotting analysis, and (**c**) immunostaining in the medulla of the same molecules analyzed in the cortex. The left renal decapsulated IVC ligation model (Decap) was compared with the sham IVC ligation model (Sham). Sham n = 5, Decap n = 7. Data are presented as the means + SEM. *p < 0.05 versus the control kidneys, ^†^p < 0.05 versus the Sham group; Tukey’s test. ▫ indicates the control kidneys and ▪ indicates the congestive kidneys. Scale bar, 100 µm. R (cont): control right kidney; L: congestive left kidney. Full-length blots are presented in Supplementary Fig. S8.

Upregulation of transgelin (TAGLN), PDGFRA and PDGFRB were confirmed by western blotting, and all were ameliorated by decapsulation (Figs 4b, 5b). Significantly increased expressions of fibronectin1 (FN1) and kidney injury molecule-1 (KIM1) in the congestive kidneys compared to control kidneys were also detected by western blotting. These proteins were significantly decreased by decapsulation, but only in the cortex (Figs 4b, 5b).

Immunohistochemical analysis revealed hyperplasia of the extracellular matrix and renal tubular injury in the congestive kidneys (Figs 4c, 5c). The pericyte-myofibroblast transition markers, TAGLN, PDGFRA and PDGFRB were stained in the interstitial space of the congestive kidneys; however, these proteins were decreased by decapsulation. The extracellular matrix markers, actin-alpha2-smooth muscle (ACTA2, α-SMA), FN1 and vimentin (VIM) positive areas were increased in the interstitial space of the congestive kidneys. The tubular injury markers, osteopontin (OPN) and KIM1 were strongly stained in the atrophic tubules of the congestive kidneys. The decapsulation amelioration effects for extracellular matrix injury and renal tubular injury were only observed in the cortical regions, similarly to the results of the qPCR.

#### Pericyte detachment

Since TAGLN and PDGFRs are responsible for pericyte-myofibroblast transition, we investigated whether TAGLN and PDGFRs were expressed in the pericytes of the vasa recta and surrounding interstitial cells. TAGLN and PDGFRs were highly expressed in the pericytes and surrounding interstitial cells of the congestive kidneys compared to the control kidneys (Fig. 6a). Calponin (CNN1), a myofibroblast differentiation marker, was expressed around the vasa recta only in the congestive kidney (Supplemental Fig. S3). LVSEM revealed pericyte detachment with expansion of the vasa recta in the congestive kidneys, while there were no detached pericytes in the control kidneys (Fig. 6b).

**Figure 6:**
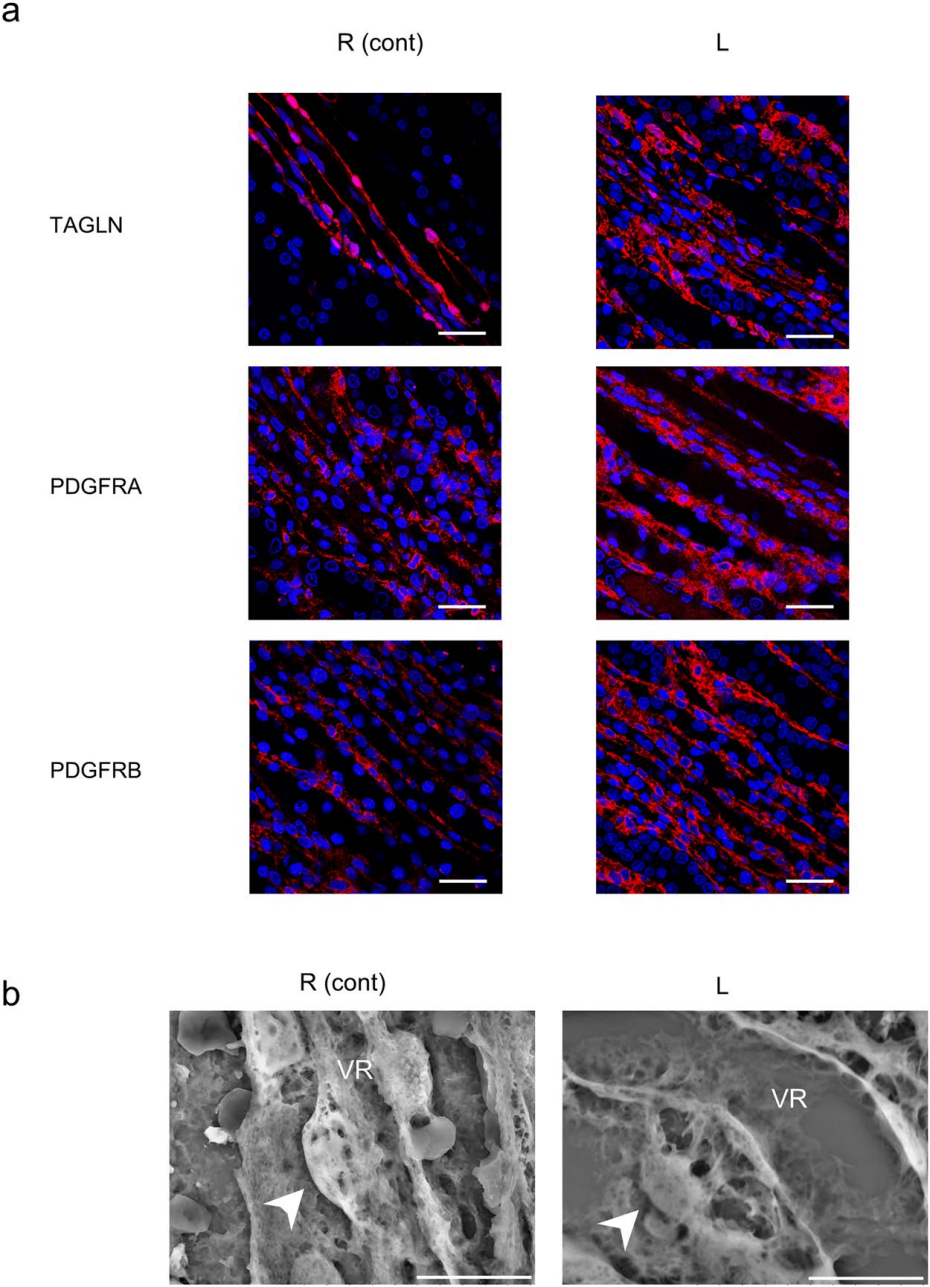
Pericyte detachment. (**a**) Immunostaining of TAGLN, PDGFRA, and PDGFRB in the descending vasa recta. Scale bar, 25 µm. (**b**) Structure of pericytes (arrow head) in the descending vasa recta (VR) by scanning electron microscopy. Scale bar, 10 µm. R (cont): control right kidney; L: congestive left kidney.

## Discussion

We report here a novel rat renal congestion model based on IVC ligation between the renal veins. Only a few reports have investigated the physiological role of renal congestion by IVC ligation above the renal veins^12,19^. To our knowledge, this is the first report of ligation between the renal veins, and we have determined the underlying mechanisms of renal congestion using physiological, histological, and molecular analyses. Increases in IVCP and decreases in GFR, UV, and blood flow were detected in the acute phase after ligation. In the subacute phase, IVCP of the ligation group was still higher than in the sham group, although acute phase recovery did occur. CCr and UV of the congestive kidneys were still lower than the control kidneys in the subacute phase. Results of the molecular and histological analysis suggested a role for pericyte-mesenchymal transition in the pathogenesis of renal congestion. We successfully demonstrated a novel mechanism, whereby pericyte loss triggered renal interstitial injury.

### A novel rodent model for the renal congestion

Recently, increased IVCP has received attention as a major factor in renal dysfunction^3^, but the mechanism underlying this effect is not yet known. IVC ligation is the simplest model for increasing IVCP. However, IVC ligation above the renal veins is severe and sometimes lethal^20^. Decreases in renal function cause potentially lethal hyperkalemia and hyponatremia^12^. In our model, right kidney GFR recovered within 1 h, and no changes in CCr, or histological changes by postoperative day 3 were observed; thus, such problems would not occur. In addition, no rats died during the experiments. Furthermore, the advantage of this model is that it allows us to compare the congestive kidneys to the control kidneys. With this comparison, we can compare molecules and renal mechanisms without confounding effects related to different genetic backgrounds and circulating factors, including systematic blood pressure and vasoactive substances.

### RBF and RIHP in renal congestion

Reduced CBF and MBF were monitored in the congestive kidneys after IVC ligation. RVP rose with increased IVCP. It has been previously described that the increase in IVCP causes the reduction of RBF^8,21^ and our results support these reports. In dogs, RBF is controlled in the normal range and renal function remains stable until an RVP of 18 to 20 mmHg is reached^22^. We could not directly measure RVP in our rat model; thus, IVCP was measured instead at the level of each renal vein. Our results, taken together with previous reports, indicate that RBF decreases due to an increase in RVP as the IVCP rises. This is also consistent with our finding that reduced CBF and MBF occur together with increased RIHP. However, CBF and MBF immediately decreased after ligation, whereas RIHP gradually increased. Thus, there might be another mechanism involved in decreasing local blood flow. Since renal capillary pressure may increase as a result of elevated RVP, local blood flow could be reduced by increases in downstream pressure. Meanwhile, capillary pressure elevations could cause increases in GFR. However, our results showed the opposite; the renal tubules were compressed as RIHP rose^5^, causing GFR reduction.

### Molecules involved in the pathogenesis of renal congestion

The highly upregulated genes in renal congestion, detected by microarray analyses, were mainly extracellular matrix expansion and tubular injury markers. These increases may not be the cause, but rather the result of the injury. 

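The 100 genes with the largest rises among those called, a number chosen after the data were seen, reached down to a 2.34-fold rise in cortex and a 3.24-fold rise in outer medulla. In cortex 16 of the 100 belong to the 128 measured genes of the collagen, glycoprotein and matrix enzyme groups, and in outer medulla 24 do. Markers of tubular injury and repair make up 9 in cortex and 7 in outer medulla. On average, 100 genes drawn at random from those tested would hold 0.70 matrix genes and 0.24 injury markers. Markers of macrophages account for 7 and 6, and genes of the cell cycle for 5 and 0. A further 64 in cortex and 64 in outer medulla belong to none of these groups. These lists hold genes of Fig. 3, which the study chose as large changes on the same arrays, so the counts are not independent evidence and no test of them is given. Of the 100, 22 in cortex and 24 in outer medulla are genes of Fig. 3. Without them 8 of 78 are matrix genes and 2 are injury markers in cortex, and 16 of 76 and 2 in outer medulla. Leaving out the genes that the study showed lowers these counts by construction. Ms4a4a, a gene of macrophages, rose 6.20-fold in cortex and 13.61-fold in outer medulla, Gpnmb, found in macrophages and injured tubules, rose 4.77-fold and 12.84-fold, and the mannose receptor Mrc1 rose 4.75-fold and 8.73-fold. The plasma protease inhibitor A2m rose 2.14-fold in cortex and 9.45-fold in outer medulla, and Ccdc80, a matrix-associated protein, 2.35-fold and 8.1-fold. Among 37 measured cell cycle genes 29 were higher and 0 lower in cortex (35 and 0 when adjusted over the list alone), and 27 were higher and 1 lower in outer medulla (32 and 1 when adjusted over the list alone). Mki67, a marker of dividing cells, rose by 1.23 on the log2 scale in cortex (adjusted p = 0.0068) and by 1.31 in outer medulla (adjusted p = 0.0026), and it did not pass in cortex without replicate 2. Camera gave the cell cycle genes an adjusted p of 3.52e-19 in cortex and 1.74e-11 in outer medulla, against 0.227 and 0.306 with an estimated correlation. When replicate 1, 2 or 3 was left out, those called higher numbered 26, 6 and 10 in cortex and 22, 26 and 12 in outer medulla.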

Even so, these could be used as markers of renal congestion, since protein expressions of these genes were also elevated. KIM1 showed the highest expression in our model, and is thought to be the strongest predictor of worsening renal failure in patients with CHF^23^. 

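Havcr1, the gene of KIM1 (Entrez Gene 286934), had the largest rise of all genes called in each region. Its value went from 5.09 ± 0.62 (SD, n = 3) in the control cortex to 9.93 ± 0.89 in the congestive cortex and from 6.21 ± 0.90 to 11.22 ± 0.76 in outer medulla. These are rises of 28.7-fold and 32.3-fold, with log2 changes of 4.84 and 5.02 (standard error 0.29, adjusted p = 0.00018 and 3.4e-05 from limma, higher in 3 of 3 pairs in each region). The control values lie under the array median in cortex and near it in outer medulla, and signal over background is unknown, so the folds can be underestimates. The change did not differ detectably between the regions, with a difference of 0.17 (standard error 0.41, adjusted p = 0.90), which carries the same limit. Vimentin (Vim), which is expressed in dedifferentiated tubule cells and in stroma, rose 2.32-fold in cortex and 2.75-fold in outer medulla. The sodium phosphate cotransporter gene Slc34a2 rose 6.22-fold in cortex (adjusted p = 0.00043) and 2.90-fold in outer medulla (adjusted p = 0.0018).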

Other highly expressed molecules are also candidate markers of renal congestion although they may not be specific enough. Further investigation is necessary to determine the most effective molecular markers of renal congestion. Especially, pericyte damage markers should be noteworthy.

Pathway analysis revealed that focal adhesion pathways, which consist of extracellular matrix receptor interactions, receptor tyrosine kinases, and integrins, are primarily upregulated in congestive kidneys, as shown in Fig. 3e. Focal adhesion pathways cause cell proliferation, which is considered to be a major factor in renal fibrosis^24^. The PDGFR is one of the receptors in this pathway and has been reported to induce pericyte-myofibroblast transition in the kidney^25^. Together with the microscopic findings, we can suggest that pericyte detachment induced by physical stimulation activates PDGFR, which was the main factor in extracellular matrix expansion in this study.

### The ameliorating effect of decapsulation

Two beneficial effects of decapsulation have been previously described. One is the suppression of RIHP^26,27^, and the other is the improvement of renal tissue hypoxia^28^. Our results indicated that tubulointerstitial injury was dependent on RIHP. This is consistent with previous reports describing mechanical stimulation-induced fibrosis^29^. Although there is no evidence that decapsulation alters total blood flow^30^, hypoxia could be improved by amelioration of the microcirculation. The level of tubulointerstitial injury and most of the profibrotic markers were ameliorated only in the cortex, while contrastingly, pericyte-myofibroblast transition-related proteins, such as PDGFRs and TAGLN, were ameliorated mainly in the medulla. The different results between the cortex and medulla might be due to differences in the RIHP response to the decapsulation. One report has suggested that RIHP of the medulla was not reduced by decapsulation, despite reductions in the cortex^26^.

### Tubular injury in renal congestion

Several factors could be involved in the mechanism of tubular injury in our model. Firstly, reduced RBF may decrease GFR and urine flow. Urine flow induces primary cilium-dependent autophagy, which is required for homeostasis of kidney epithelial cells^31^. Urine flow in our model did not recover even after 3 days. Reduced RBF may also cause tubular hypoxia, especially in the proximal tubules and mTAL which require the most oxygen. Secondly, decreased expression of *Umod* could cause tubular injury. Mutations in *Umod* are reported to cause interstitial disease^32^, although the function of this molecule has not been fully clarified. In an experiment using an *Umod*-deficient mouse model, *Umod* was found to be involved in epithelial transport regulation^33^. Indeed, decreases in *Umod* expression were observed in the microarray analysis we conducted (Fig. 3c). 

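Umod (Entrez Gene 25128), the thick ascending limb gene for uromodulin, went from 11.86 ± 0.10 (SD, n = 3) in the control cortex to 10.00 ± 0.34 in the congestive cortex and from 13.03 ± 0.01 to 12.32 ± 0.12 in outer medulla. It fell by 1.85 in cortex (standard error 0.11, adjusted p = 0.00017 from limma, lower in 3 of 3 pairs) and by 0.71 in outer medulla (standard error 0.11, adjusted p = 0.0025, lower in 3 of 3 pairs). The fall was smaller in outer medulla, with a change higher by 1.14 on the log2 scale than in cortex (adjusted p = 0.015). This difference passed with no pair block and not without replicate 1, 2 or 3 (adjusted p of 0.19, 0.074 and 0.087). The value in control outer medulla lies near the highest values of the arrays, 13.4 to 13.5, where saturation could compress changes. The difference therefore cannot be read as a smaller effect of congestion there. Of 17 markers of the thick ascending limb, Umod included, 10 were lower and 2 higher in cortex (13 and 2 when adjusted over the list alone), and 10 were lower and 2 higher in outer medulla (11 and 2 when adjusted over the list alone). The list holds 6 genes that the study showed in Fig. 3 from the same arrays, so it is not independent evidence. Without them 4 of 11 were lower and 2 higher in cortex, and 6 lower and 1 higher in outer medulla. Tmem207 fell by 1.39 in cortex and 1.32 in outer medulla, Kcnj10, a basolateral potassium channel, by 1.16 and 1.15, and Ppp1r1a by 1.07 and 0.81. Of 20 markers of the distal convoluted and connecting tubule, 9 were lower and 0 higher in cortex (11 and 1 when adjusted over the list alone), and 7 were lower and 3 higher in outer medulla (9 and 4 when adjusted over the list alone). Without the genes of Fig. 3, 6 of 17 distal markers were lower and 0 higher in cortex, and 5 lower and 2 higher in outer medulla. In fits without replicate 1, 2 or 3 the distal markers called lower numbered 5, 3 and 6 in cortex and 3, 3 and 8 in outer medulla, where those called higher numbered 0, 3 and 1. The thick ascending limb markers numbered 8, 7 and 9 lower and 1, 1 and 1 higher in cortex, and 6, 9 and 8 lower and 0, 1 and 0 higher in outer medulla. Camera gave a downward shift of the thick ascending limb markers in cortex (adjusted p = 1.56e-07) and outer medulla (adjusted p = 0.000112) and of the distal markers in cortex (adjusted p = 5.18e-06), with 0.398 in outer medulla. Estimating the correlation gave 0.101 and 0.139 for the thick ascending limb and 0.213 and 0.804 for the distal markers. The 85 genes at least 4 times higher in control cortex than in control outer medulla, a set chosen after the data were seen, had median log2 changes of -0.26, -0.58 and 0.28 in the outer medulla of pairs 1, 2 and 3, and of -0.46, -0.71 and -0.45 in their cortex.

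**Figure D5:**
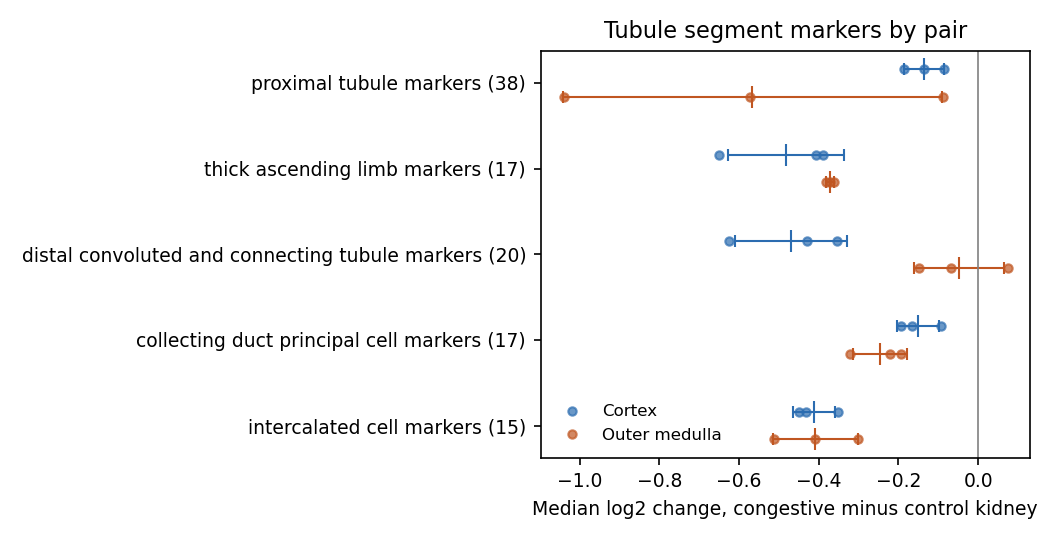
Median log2 change (congestive minus control kidney) of the markers of each tubule segment in each of 3 pairs, with the mean and SD of the pairs, in cortex and outer medulla; the number of genes measured is in parentheses. The thick ascending limb markers lie below 0 in every pair, and the proximal tubule markers spread widely in outer medulla, with an SD of 0.475.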

Thirdly, increases in RIHP could induce tubular compression^34^ and tubular injury. Expansion of the AQP2-positive collecting duct was observed in the congestive kidneys (Supplemental Fig. S4). Although the precise mechanisms have not been sufficiently described in the literature, intercalated cells of collecting ducts were detached after ischemia^35^, which could cause luminal expansion. Decapsulation could release the tubular compression, and decrease tubular injury.

### Podocyte injury in renal congestion

Podocyte injury and slit diaphragm disruption were observed in our model, resulting in albuminuria. Albuminuria has been reported in patients with CHF^36^. Rafiq *et al*. described that intrarenal angiotensin II is overexpressed in an aortic regurgitation-induced cardiac volume overload model, contributing to podocyte injury and albuminuria^37^. However, the renin-angiotensin-aldosterone system was not necessarily activated in our model (Supplemental Fig. S5). 

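Genes of the renin-angiotensin-aldosterone system showed no shared direction in the congestive kidneys. Of 11 measured genes, 2 were higher and 0 lower in cortex (2 and 1 when adjusted over the list alone), and 2 were higher and 4 lower in outer medulla (3 and 4 when adjusted over the list alone). Angiotensinogen (Agt) changed by -0.14 in cortex (adjusted p = 0.63) and fell by 0.78 in outer medulla (adjusted p = 0.011), from 8.43 ± 0.03 (SD, n = 3) to 7.65 ± 0.54. The angiotensin receptor gene Agtr1a rose by 1.16 in outer medulla (adjusted p = 0.00059), from 8.98 ± 0.11 to 10.15 ± 0.33, and changed by 0.35 in cortex (adjusted p = 0.12). Agtr1b rose by 0.90 in outer medulla (adjusted p = 0.0034) and changed by 0.10 in cortex (adjusted p = 0.71), while Agtr2 changed by 0.04 in cortex (adjusted p = 0.89) and by 0.0024 in outer medulla (adjusted p = 0.99). Angiotensin-converting enzyme (Ace) rose by 0.62 in cortex (adjusted p = 0.025) and fell by 0.45 in outer medulla (adjusted p = 0.046), a difference of -1.07 (adjusted p = 0.042). With no pair block neither these calls nor the difference (0.27) passed, and without replicate 1, 2 or 3 the difference had an adjusted p of 0.27, 0.18 and 0.061. Ace in cortex also did not pass without replicate 1, 2 or 3, and Ace in outer medulla did not pass without replicate 1 or 2 or after another quantile normalization. The mineralocorticoid receptor gene Nr3c2 fell by 0.49 in outer medulla (adjusted p = 0.0028). Camera gave the group an adjusted p of 0.946 in cortex and 0.916 in outer medulla, against 0.965 and 0.934 with an estimated correlation. The list had a median of -0.12 and a mean of 0.034 in cortex and of 0.0024 and 0.036 in outer medulla, while camera pointed downward in both regions. When replicate 1, 2 or 3 was left out, the genes called higher numbered 0, 0 and 0 in cortex and 1, 2 and 2 in outer medulla. The genes called lower in outer medulla numbered 1, 1 and 4. Without replicate 1 or 2, Agt did not pass in outer medulla, and without replicate 1 neither did Agtr1b.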

Other injuries and stresses, such as exposure to toxins or increases in intracapillary pressures, could be the cause of podocyte injury^38,39^.

### Mechanism of interstitial injury in renal congestion

We found luminal DVR expansion, but not much in peritubular capillaries. Additionally, pericyte loss was observed in the congestive kidneys together with extracellular matrix expansion. Based on this observation, we initially assumed that pericyte detachment triggered fibrogenesis. Detached pericytes are transdifferentiated into myofibroblasts and proliferate, causing fibrosis^17^. Pericytes surround the DVR and constrict it to maintain medullary hemodynamics^40^. Thus, regulation of medullary circulation could be altered by pericyte detachment, resulting in hypoxia in the surrounding tissue. Pericytes are reported to detach under stress^41^, and although the underlying mechanisms are unclear, hypoxia, reactive oxygen species, RIHP, and capillary expansion pressure are thought to act as compound triggers of pericyte detachment. We do not have enough data showing which possibility is the highest, however we hypothesized that hypoxia might be the key factor underlying damage. Pimonidazole was stained in the mTAL of congestive kidneys but not in the pericytes. Mori *et al*. previously demonstrated that superoxide is diffused from mTAL to pericytes^42^. Thus, one possible mechanism is that hypoxia of mTAL triggers superoxide production, which induces pericyte detachment.

The PDGF pathway is a representative pathway of pericyte-myofibroblast transition^17,43^. Activation of the PDGFRs is detected in ureteral obstruction or ischemia reperfusion mouse models, and causes fibrosis^25^. In this study, we observed increased expression of PDGFRs around the DVR, indicating the presence of pericyte-myofibroblast transition.

Although expansion of the DVR was observed in the present model, the DVR diameter does not expand when one increases renal perfusion pressure, which is another model that raises RIHP^44^. On the other hand, pericyte loss induces DVR expansion^45^. The literature suggests that pericyte detachment precedes expansion of the DVR in this model, but we cannot deny the possibility that expansion of the DVR occurs first.

Thus, with consideration to previous results, one novel finding of the current study is that pericytes play a key role in the pathogenesis of renal congestion.

### Limitations

Because of collateral circulation in this model, kidney injury started to recover within just 1 week (Supplemental Fig. S6). There are many reports of collateral generation induced by venous ligation^46,47^. IVCP elevation to around 20 mmHg decreased to around 10 mmHg after only 3 days. Thus, this model might not be suitable for long-term observation. Because of this short period, chronic fibrosis might not develop despite of highly expression of acute profibrotic markers. Laser doppler measurement of local blood flow is useful for change over time, but we cannot use it for direct comparison of absolute values. The little difference of the optical fiber position can cause big difference of the value. Therefore, we cannot compare renal blood flow between right and left directly. Moreover, almost all (58/59) genes in the electron transport chain pathway in the mitochondria were downregulated according to the microarray analysis, and mitophagosomes were observed in the congestive kidneys (Supplemental Fig. S7). These results imply that mitochondrial dysfunction was related to the pathogenesis of this model and further studies are required to elucidate its role. Additionally, because the heart and right kidney function in this model were almost normal, neuroendocrine system functions might be different from actual CHF. However, this is also an advantage of our model, because it enables the direct evaluation of renal congestion, independent of neurohormonal factors.

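In outer medulla 67 of 69 measured subunits of the oxidative phosphorylation complexes fell and 0 rose (69 and 0 when adjusted over the list alone), with a median log2 change of -0.52 ± 0.13 (SD of 3 pairs). In cortex 22 fell and 0 rose (64 and 0 when adjusted over the list alone), with a median of -0.30 ± 0.083. Medians of tubule cell markers were below 0 as well. In outer medulla they were -0.57 for the proximal tubule, -0.39 for the thick ascending limb, -0.41 for intercalated cells and -0.15 for the distal tubule. In cortex they were -0.11, -0.48, -0.44 and -0.44, respectively. The proximal tubule markers in cortex and the distal markers in outer medulla did not pass in camera (adjusted p = 0.249 and 0.398). The falls of the subunits are therefore not separated from a loss or dilution of tubule cells in outer medulla, nor from a loss of tubule cells other than proximal ones in cortex. Dilution in cortex is not excluded either, since only the smaller change of the proximal tubule markers speaks against it. The complex I genes Ndufv3 and Ndufb10 went from 9.79 ± 0.04 (SD, n = 3) to 8.79 ± 0.40 and from 8.86 ± 0.14 to 8.15 ± 0.10 in outer medulla, changes of -1.0 (adjusted p = 0.0018) and -0.71 (adjusted p = 0.00046). Ndufv3 is represented by 2 rows, and the dimmer row, which was not kept, fell by 0.25 in cortex and 0.21 in outer medulla. In cortex Ndufv3 fell by 0.62 (adjusted p = 0.028) and Ndufb10 by 0.50 (adjusted p = 0.0049). The call of Ndufv3 there was not kept without replicate 1, 2 or 3, and that of Ndufb10 not without replicate 2 or 3. The 3 measured subunits encoded by mitochondrial DNA gave 0 calls in either direction in cortex and in outer medulla from limma (0 when adjusted over the list alone, and 0 at an unadjusted p under 0.05), with medians of -0.04 and -0.02. Fry gave them an adjusted p of 0.292 and 0.493. They are 3 of 13 listed genes, and their array levels are not given here. If their values lie near the upper end of the arrays, where saturation could compress changes, a fall could be missed. The lack of a call does not show that they were unchanged. Of 21 enzymes of the citric acid cycle, which feed electrons to the chain, 7 were lower and 0 higher in cortex (15 and 0 when adjusted over the list alone), and 18 were lower and 0 higher in outer medulla (19 and 0 when adjusted over the list alone). Of 18 genes of mitochondrial biogenesis and mitophagy, 1 fell and 0 rose in cortex (1 and 0 when adjusted over the list alone), and 6 fell and 0 rose in outer medulla (7 and 0 when adjusted over the list alone). Pink1, which marks damaged mitochondria for removal, fell by 0.66 in cortex (adjusted p = 0.0077) and by 0.90 in outer medulla (adjusted p = 0.00092), and Ppargc1a, a regulator of mitochondrial biogenesis, fell by 0.48 in outer medulla (adjusted p = 0.0043). Camera gave a downward shift of the subunits (adjusted p = 1.62e-19 in cortex and 1.04e-27 in outer medulla), the citric acid cycle (4.45e-07 and 4.81e-11) and, in outer medulla, biogenesis and mitophagy (0.00324, and 0.145 in cortex), and gave 0.595 and 0.823 for the mitochondrially encoded subunits. The estimated correlation gave 0.247 and 0.212, 0.315 and 0.232, 0.584 and 0.256, and 0.803 and 0.933 for these groups in cortex and outer medulla. Without replicate 1, 2 or 3 the subunits that fell numbered 4, 0 and 1 in cortex and 38, 42 and 62 in outer medulla. The enzymes of the citric acid cycle that fell numbered 0, 0 and 0 in cortex and 10, 11 and 18 in outer medulla, and the genes of biogenesis and mitophagy that fell in outer medulla 2, 2 and 5.

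**Figure D6:**
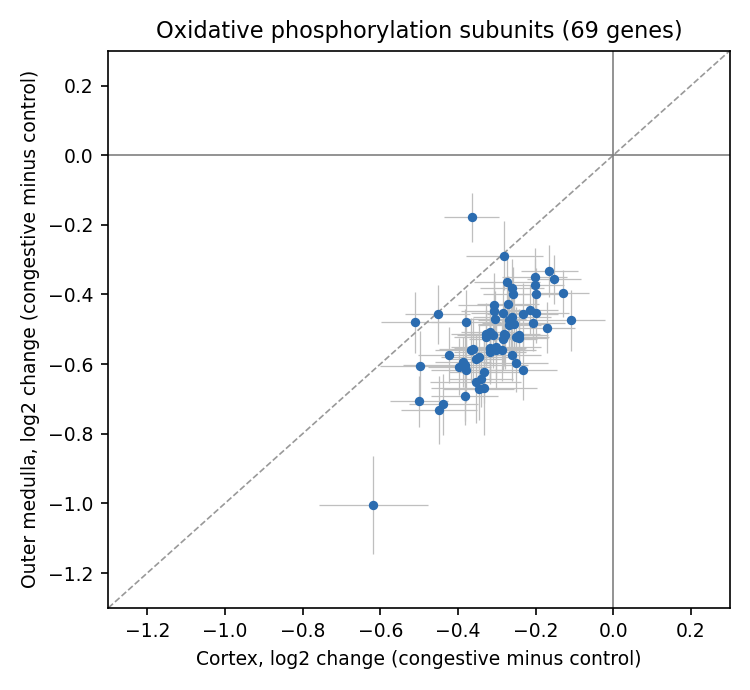
Log2 change (congestive minus control kidney) of each of 69 oxidative phosphorylation subunits in cortex on the x axis and outer medulla on the y axis, with standard errors; the dashed line marks equal change. All points lie below 0 in both regions, and the lowest, at -0.62 in cortex and -1.0 in outer medulla, is the brighter of 2 rows of Ndufv3, of which the dimmer fell by 0.25 and 0.21.

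**Figure D7:**
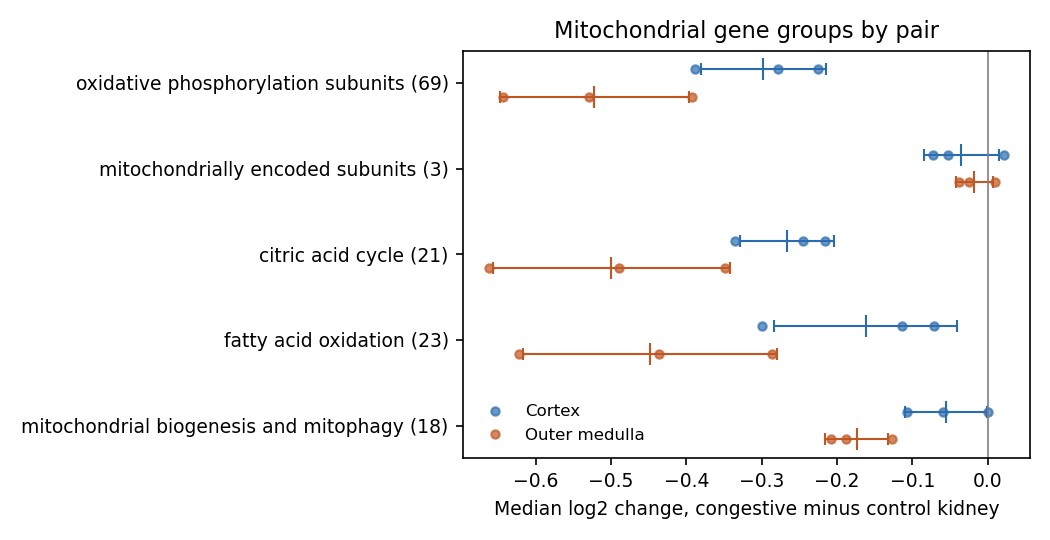
Median log2 change of the genes of each mitochondrial group in each of 3 pairs, with the mean and SD of the pairs, in cortex and outer medulla; the number of genes measured is in parentheses. The subunits lie below 0 in all 3 pairs of each region. The 3 mitochondrially encoded subunits, of 13 listed, lie near 0 with medians of -0.04 and -0.02, which does not show that they were unchanged.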

## Conclusion

As summarized in Fig. 7, an increase in IVCP induces a reduction of RBF together with RIHP. With compression of peritubular capillaries and tubules, hypoxia and physical stress induce pericyte detachment and podocyte injury, which could result in the extracellular matrix expansion and tubular injury.

**Figure 7:**
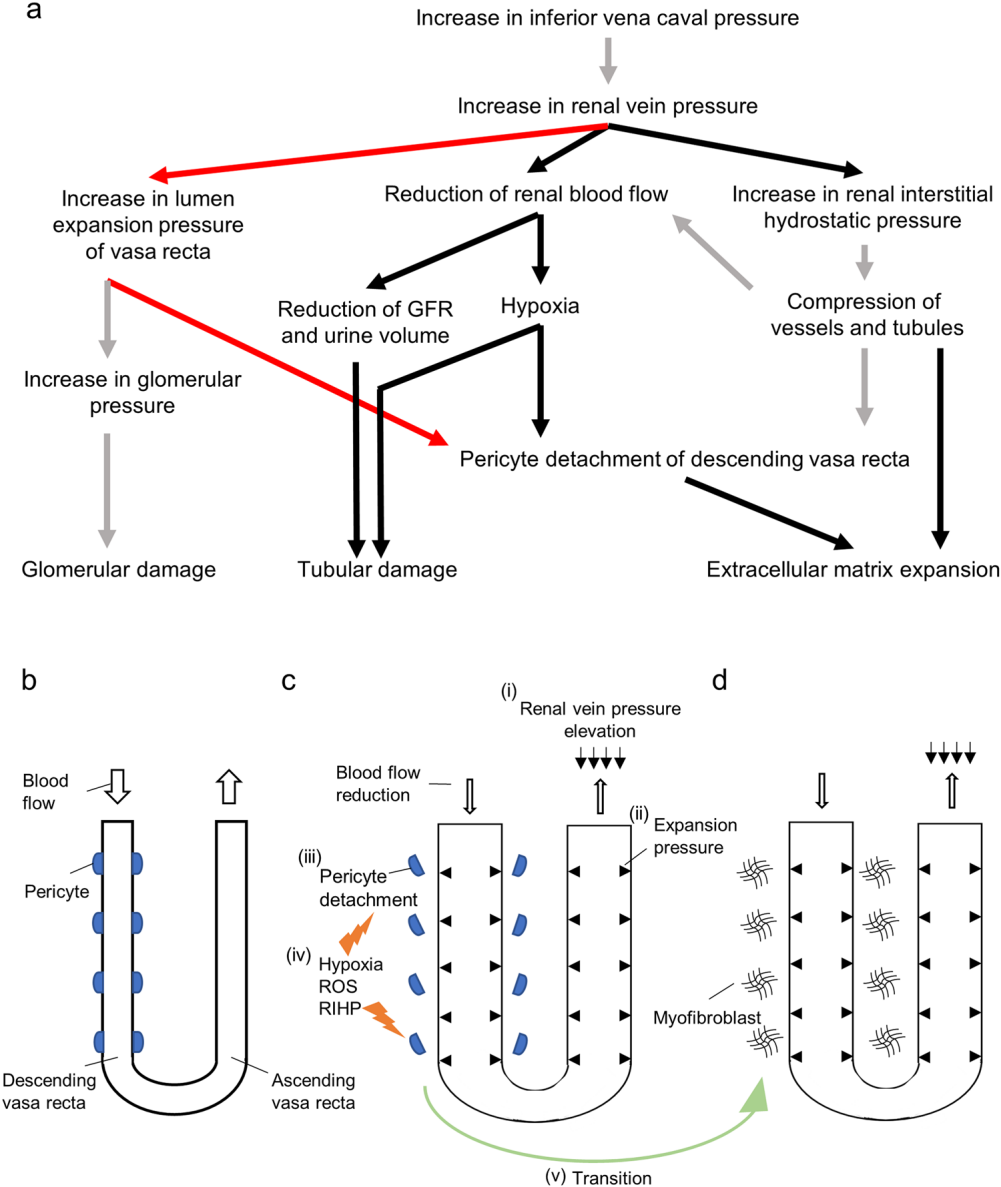
Proposed mechanism of renal injury on renal congestion. (**a**) Schema of the proposed mechanism of renal failure in this model. Pericyte detachment is caused by multiple factors, such as mechanical pressure, hypoxia, and reactive oxygen species. Pericyte detachment might be a trigger of pericyte myofibroblast transition and induce extracellular matrix expansion. Red arrow: demonstrated in the present study for the first time; black arrow: reproduced previous research; gray arrow: already demonstrated mechanisms. (**b**–**d**) show the schema of pericyte detachment and pericyte myofibroblast detachment transition. (**b**) Base state, (**c**) Renal vein pressure elevation induces blood flow reduction (i) and expansion pressure elevation (ii), which induces pericyte detachment (iii). Hypoxia, reactive oxygen species, and mechanical pressure (iv) induce pericyte myofibroblast transition (v).

## Methods

### Animals

All animal experiments were in accordance with the National Institutes of Health Guide for the Care and Use of Laboratory Animals, and were approved by the Tohoku University Animal Experiment Committee (registration number: 2017MdA-318). Male Sprague-Dawley rats (7- to 9-weeks old, 250–350 g, Japan SLC, Shizuoka, Japan) were housed in environmentally controlled rooms under a 12-h light/dark cycle. Rats had free access to a pelleted diet (Labo MR Stock, Nosan corporation, Yokohama, Japan) and water. Animal experiments were performed after at least 3 days of acclimation. Sample size was chosen based on previously published experiments performed under similar conditions^48–50^.

### Subacute phase IVC ligation for the biochemical and molecular analyses

All rats were anesthetized with ketamine (30 mg/kg body weight (bw), intramuscularly) and xylazin (2.0 mg/kg bw, intramuscularly) before surgery. After midline abdominal incision, the IVC between the two renal veins was carefully exposed using a cotton swab, and the intestines were covered with standard cotton gauze soaked in warm saline. The IVC between the renal veins was ligated and the abdominal wall and skin were closed using silk suture 3–0. No anatomical vein abnormalities were observed. After surgery, penicillin (300,000 U/kg bw, intramuscularly) and buprenorphine (0.05 mg/kg bw, subcutaneously) were administered, and the rats were monitored on a warm table until they recovered from the anesthesia. Sham-operated rats were treated similarly, but without ligation.

Three days after surgery, we measured the IVCP in the subacute phase and obtained plasma and urine under anesthesia for biochemical analyses (sham-operated group, n = 4; ligation group, n = 6). Rats were anesthetized with ketamine (20 mg/kg, intramuscularly) and inactin (50 mg/kg, intraperitoneally), and placed on temperature-controlled (37 °C) surgical tables. PE 240 catheters were inserted into the tracheas to maintain respiration. PE 50 catheters were inserted into the left femoral veins to measure IVCP, left cervical veins for infusion, and bilateral ureters to collect urine from each kidney. Venous blood was collected from the cervical vein catheters and centrifuged (16,060 g, 4 °C, 10 min). Saline containing 2.0% bovine serum albumin (BSA) was infused through the cervical vein catheter at 1.2 mL/100 g bw/h. The flow rate here was different from the flow rates in other acute experiments performed in this study so that we could obtain enough urine for biochemical examinations. The urine samples were collected separately from each kidney for 2 h. IVCP was measured for 30 min using the PowerLab system (AD Instruments, Sydney, Australia). Biochemical examinations of plasma and urine were performed at Nagahama Life Science Laboratory (Nagahama, Japan).

For molecular analysis, the renal tissues were removed under anesthesia and the rats were euthanized three days after surgery. Both kidneys were immediately sectioned and fixed with 10% neutral-buffered formalin for histological analyses, and then divided into the cortex and medulla for RNA and protein analyses. The RNA samples were stored in RNA Later (Invitrogen, Carlsbad, CA) and stored at −30 °C. The protein samples were snap frozen in liquid nitrogen and stored at−80 °C.

To attenuate RIHP elevations^44^, left renal capsulotomies were performed (since the right renal capsule was intact) 5 days before IVC ligation (Sham, n = 5; Decap, n = 7). Under anesthesia, incisions were made in the left abdomens to expose the left kidneys. Next, the left renal capsules in the decapsulation group were totally removed. The kidneys were then returned to the retroperitoneal space and the abdominal walls and skin were closed. Sham-operated rats were treated similarly, but without decapsulation.

### Acute phase IVC ligation for the physiological analysis of renal hemodynamics

#### Measurement of arterial blood pressure, inferior vena cava pressure, and glomerular filtration rate

Anesthesia and respirations were performed as above. PE 50 catheters were inserted into the left femoral artery to measure ABP, the bilateral femoral veins to measure IVCP, the left cervical vein for infusion, and bilateral ureters to collect urine from each kidney. Saline containing 2.0% BSA was infused at a rate of 1.0 mL/100 g bw/h. Upstream and downstream catheters to measure IVCP were maintained at the junctions of both renal veins and the vena cava. ABP and IVCP were measured using the PowerLab system. GFR was measured using inulin-fluoresceinyl isothiocyanate clearance as previously described^51^. To measure GFR, saline containing 2.0% BSA and 2.0 mg/mL inulin-fluoresceinyl isothiocyanate was infused at a rate of 1.0 mL/100 g bw/h. After the animals had rested for at least 1 h for equilibration, we measured ABP, PR, and IVCPs for 1 h and recorded these as baseline values. Next, the IVC between the renal veins was totally ligated with silk suture including the downstream IVCP catheter. ABP, PR, and IVCPs were continuously measured for 2 h, and 500 μL of blood was collected from the left femoral artery catheter before and after each experiment. Urine from each kidney (n = 5) was collected at 30-min intervals.

#### Measurement of renal cortical blood flow, medullary blood flow, and renal interstitial hydrostatic pressure

Anesthesia and respirations were performed as above. PE 50 catheters were inserted into the left femoral artery to measure ABP, the left cervical and right femoral veins for infusion, and the bladder to collect urine. Kidneys were isolated and placed in a plastic kidney cup to fix their positions. Optical fibers were inserted into the cortical or outer medullary regions of both kidneys, and renal CBF (n = 4) and MBF (n = 5) were measured using laser tissue (Doppler) flowmeters (OMEGAFLO, Omega Wave, Tokyo, Japan). Saline containing 2.0% BSA was infused from the cervical vein catheter at a rate of 1.0 mL/100 g bw/h. Saline was infused from the right femoral vein at a rate of 0.5 mL/h. After the animals had rested for at least 1 h for equilibration, we measured CBF and MBF for 1 h and recorded these as baseline values. Next, the IVC between the renal veins was clamped for 50 min using a micro-vascular clip (Fine Science Tools 18055–05, North Vancouver, Canada), and the clip was then removed. The CBF and MBF were continuously measured while clamped, and for 30 min after clamp removal. At the end of experiment, Nω-Nitro-L-arginine methyl ester hydrochloride (L-NAME) (6.0 mg/kg bw/h) was infused for 30 min intravenously as a positive control; L-NAME does not affect CBF but decreases MBF^40,48^. The data without L-NAME response were excluded from the analysis. After the experiment, the kidneys were hemisected, and the position of the optical fiber tip was confirmed. RIHP (n = 4) was measured as previously described^26^. The PE 50 was plugged using polyethylene matrix materials and filled with 10% heparinized saline. The catheters were implanted into the cortex. RIHP was measured using the PowerLab system.

### Renal hypoxia analysis

To evaluate hypoxic effects of renal congestion, we conducted immunohistochemical analyses using the Hypoxyprobe^TM^-1 kit (HP1-100, Hypoxyprobe, Inc., Burlington, MA) according to the manufacturer’s instructions. Under anesthesia, pimonidazole HCl (Hypoxyprobe^TM^-1, 60 mg/kg bw, n = 3) was administered intraperitoneally immediately following. IVC ligation between the renal veins. Two hours later, both kidneys were removed and fixed with 10% neutral-buffered formalin (Wako Pure Chemical Industries Ltd., Osaka, Japan).

### Microarray analysis

Total RNA from the renal cortex and medulla were extracted using ISOGEN (Nippon Gene, Tokyo, Japan). After purification by column chromatography, microarray assays and statistical analyses were performed using GeneChip^TM^ Rat Gene 2.0 ST Array (Affymetrix, CA) at Riken Genesis (Kanagawa, Japan) (n = 3). Pathway analyses were processed with Transcriptome Analysis Console version 4.0 software (TAC 4.0; Thermo Fisher Scientific, Waltham, MA).

### Quantification of RNA expression levels

Two µg of total RNA was used as a template for cDNA synthesis using SuperScript III First-Strand Synthesis SuperMix (Invitrogen). An aliquot of synthesized cDNA was used as a template for qPCR, using the CFX96 Touch Real-Time PCR Detection System (Bio-Rad, Hercules, CA). The target cDNAs were amplified with specific primers (Supplemental Table S6, purchased form Takara Bio, Otsu, Japan) using SYBR Premix Ex Taq reagents (Takara Bio). The relative mRNA expression levels were normalized by glyceraldehyde-3-phosphate dehydrogenase (GAPDH).

### Histological analysis

Formalin-fixed paraffin-embedded renal tissues were sliced into 2.0 μm-thick sections, then deparaffinized with xylene and hydrated with 100% ethanol. The antigens were retrieved by microwave heating for 5 min in 10 mmol/L citrate buffer for PDGFRs, TAGLN, VIM, KIM1, CNN1 and Aquaporin-2 (AQP2) staining or 5 mmol/L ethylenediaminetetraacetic acid buffer for DES and Nephrin (NPHS1). The antigens were reacted with antigen-specific antibodies (Supplemental Table S7) overnight at 4 °C. Sections were reacted with Histofine Simple Stain MAX PO (Nichirei, Tokyo, Japan) or fluorescent labeled secondary antibodies (Alexa Fluor 488 and Alexa Fluor 555, 1:500, Molecular Porbes, Eugene, OR) for 30 min at 37 °C. Immunostaining was developed using 3,3′-diaminobenzidine (Dojindo, Kumamoto, Japan), counterstained with hematoxylin, and photographed by a light microscope (BZ-9000, KEYENCE, Tokyo, Japan). Immunofluorescent sections were counterstained with Hoechst 33342 (Molecular probes) and observed by a TCS-SP8 confocal microscope (Leica Microsystems, Wetzlar, Germany).

### Transmission electron microscopy

In collecting samples for electron microscopy, perfusion-fixation of the kidneys with 4% paraformaldehyde was performed before nephrectomy. Renal tissues from IVC-ligated rats were cut into 2.0-mm^3^ pieces. Electron microscopy was then performed as previously reported^52^. The samples were fixed in 2.5% glutaraldehyde and 2.0% paraformaldehyde in 0.2 mol/L cacodylate buffer (pH 7.4), followed by post-fixation in 1.0% osmium tetroxide in 0.08 mol/L cacodylate buffer and 6.0% sucrose. After dehydrating with ethanol and propylene oxide, the tissues were mounted on epoxy resin (EPON812, DDSA, MNA, DMP-30; TAAB Laboratories, Berks, UK). The sections were cut into 90 nm-thick sections using a Leica EM UC6 (Leica Microsystems) and visualized with a JEM-1400 electron microscope (JEOL, Tokyo, Japan).

### Low-vacuum scanning electron microscopy

Low-vacuum scanning electron microscopy (LVSEM; Miniscope TM3030, Hitachi High-Technologies, Tokyo, Japan) was used to examine the structure of the outer medullary vasa recta. Four-μm sections were deparaffinized, dehydrated, and stained with a Pt-blue solution (TI-blue small kit, Nisshin EM, Tokyo, Japan) for 15 min as previously described^53^. After washing with distilled water, the sections were observed under LVSEM at an acceleration voltage of 15 kV and 30 Pa.

### Western blotting

The kidney tissues were homogenized in radioimmunoprecipitation assay buffer (Cell Signaling Technology, Danvers, MA) containing 1.0 mmol/L phenylmethylsulphonyl fluoride (Thermo Fisher Scientific) and protease inhibitor (Roche, Basel, Switzerland) for 10 sec on ice. After centrifugation (13,800 g, 4 °C, 10 min), the protein concentration of the supernatant was determined using the Bradford Protein Assay Kit (Bio-Rad). Samples were then heated at 95 °C in Laemmli sample buffer (Bio-Rad) and 2.5% mercaptoethanol, and 20-µg proteins were loaded per lane onto 4–20% Mini-PROTEAN TGX Precast gels (Bio-Rad). Following separation at 150 V, the proteins were transferred onto trans-blot turbo transfer pack membranes (Bio-Rad). The membranes were blocked using PVDF Blocking Reagent (Can Get Signal Kit, Toyobo, Osaka, Japan) for 1 h at room temperature. After 3 washes with Tris Buffered Saline with Tween 20 (TBST, Takara Bio), the membranes were incubated with antigen-specific antibodies (Supplemental Table S7) and diluted with Can Get Signal Solution 1 (Toyobo) at 4 °C overnight. Immunoreactive bands were visualized using a horseradish peroxidase conjugated secondary antibody (1:5,000, Santa-Cruz Biotechnology, Inc. Dallas, TX) diluted with Can Get Signal Solution 2 (Toyobo) and an enhanced chemiluminescence system (Thermo Fisher Scientific) using ChemiDoc MP (Bio-Rad). The relative expression level of each protein was normalized against α-tubulin (TUBA).

### Statistical analysis

Animal experiments and analyses were performed by different researchers blindly. Rats were randomly allocated to each group.

Continuous values are presented as the means ± standard error of the means (SEM). Statistical comparisons were made using a *t*-test for two-group comparisons, and analysis of variance (ANOVA) followed by Tukey’s post-hoc test for multiple between-group comparisons. Fisher’s exact test was used in the pathway analysis. A p < 0.05 was considered significant.

## Electronic supplementary material

Supplementary Infomation

## Data Availability

The data that support the findings of this study are available from the corresponding author upon reasonable request. Microarray data are available from GEO (GSE114031).

# Supplementary material for: Pathophysiological and molecular mechanisms involved in renal congestion in a novel rat model
**Source:** Sci Rep. 2018 Nov 14;8:16808. doi: 10.1038/s41598-018-35162-4
**Supplement:** Supplementary file 1 — Supplementary Infomation

SUPPLEMENTAL INFORMATION

Title: Pathophysiological and molecular mechanisms involved in renal congestion in a novel rat model.

Authors and affiliations:

Satoshi Shimada, M.D.¹, Takuo Hirose, Ph.D.^{1,2}, Chika Takahashi, B.S.², Emiko Sato, Ph.D.^{1,3}, Satoshi Kinugasa, M.D., Ph.D.^{1,2}, Yusuke Ohsaki, Ph.D.⁴, Kiyomi Kisu, B.S.¹, Hiroshi Sato, M.D., Ph.D.^{1,3}, Sadayoshi Ito, M.D., Ph.D.¹, and Takefumi Mori, M.D., Ph.D.^{1,2}

Division of Nephrology and Endocrinology,
Tohoku Medical and Pharmaceutical University

Supplemental Figure S1

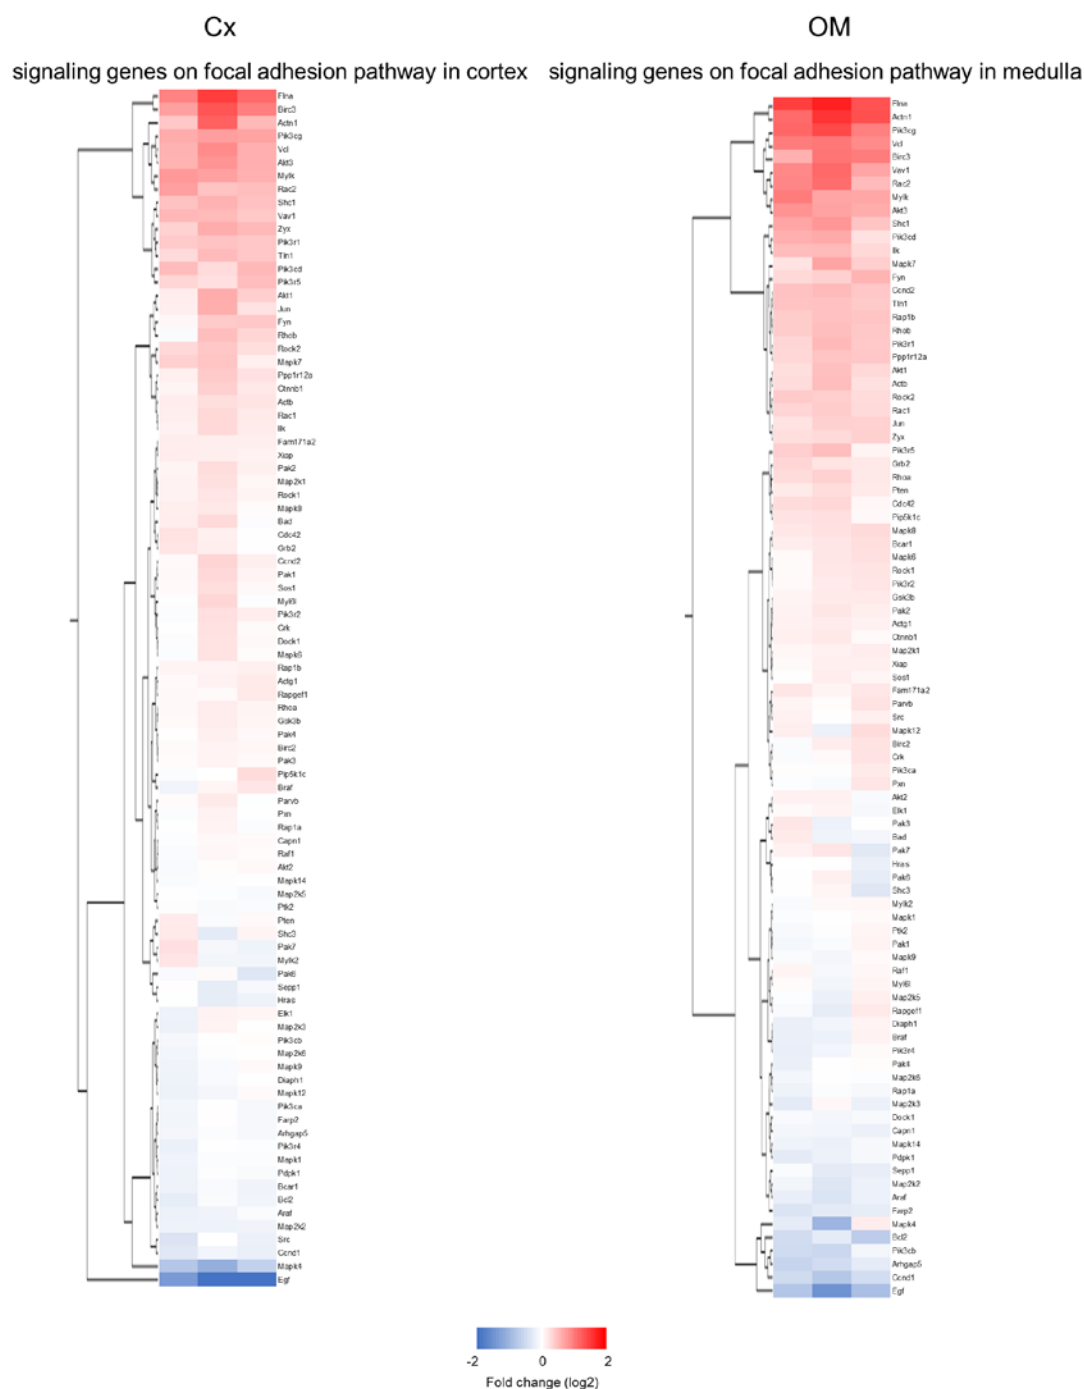

Supplemental Figure S1. Expression pattern of the focal adhesion pathway.

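On the arrays, 93 signaling genes of the focal adhesion pathway were measured. Of these, 16 were higher and 1 lower in cortex (23 and 2 when adjusted over the list alone), while 37 were higher and 5 lower in outer medulla (40 and 5 when adjusted over the list alone). The actin crosslinker Flna rose by 1.23 in cortex and 1.54 in outer medulla, the myosin light chain gene Myl9 by 1.17 and 1.87, and the protein kinase C gene Prkcb by 0.94 and 1.20. Actn1, which anchors actin at adhesions, rose by 0.74 and 1.38, and the apoptosis inhibitor Birc3 by 1.03 and 0.91. Each of these passed the threshold in limma in both regions. Camera gave an upward shift (adjusted p = 3.35e-05 in cortex and 1.01e-06 in outer medulla), against 0.259 and 0.232 with an estimated correlation. When replicate 1, 2 or 3 was left out, the genes called higher numbered 8, 6 and 9 in cortex and 20, 17 and 22 in outer medulla, and those called lower 0, 0 and 0 and 1, 2 and 3.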

Signaling genes on the focal adhesion pathway were extracted from microarray results. Receptor and ligand genes on the focal adhesion pathway are shown in Figure 3. Congestive kidney expression level relative to the control kidney in logarithm is shown. Each line represents each gene (3 individuals). Cx: cortex; OM: outer medulla.

Supplemental Figure S2

a Cx

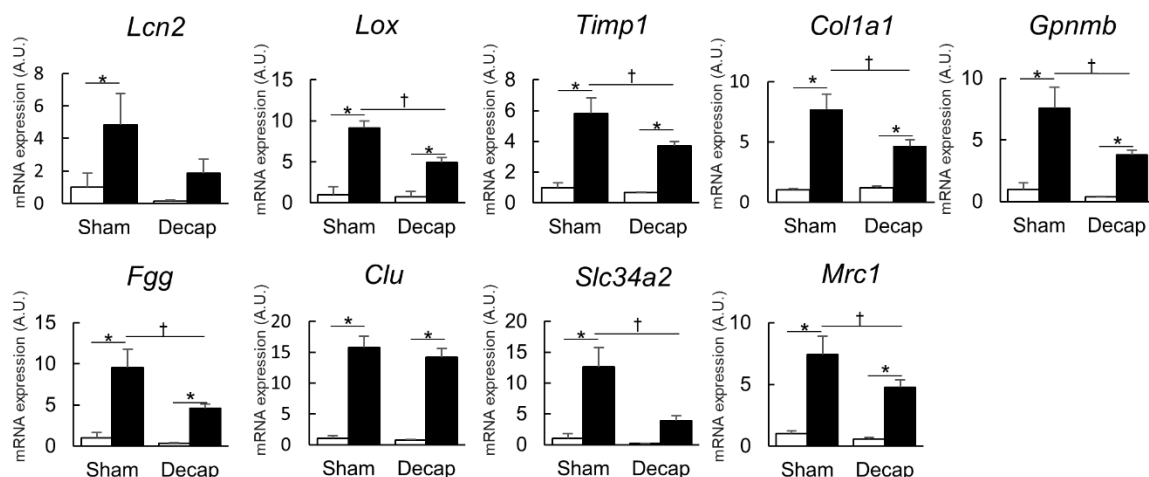

b OM

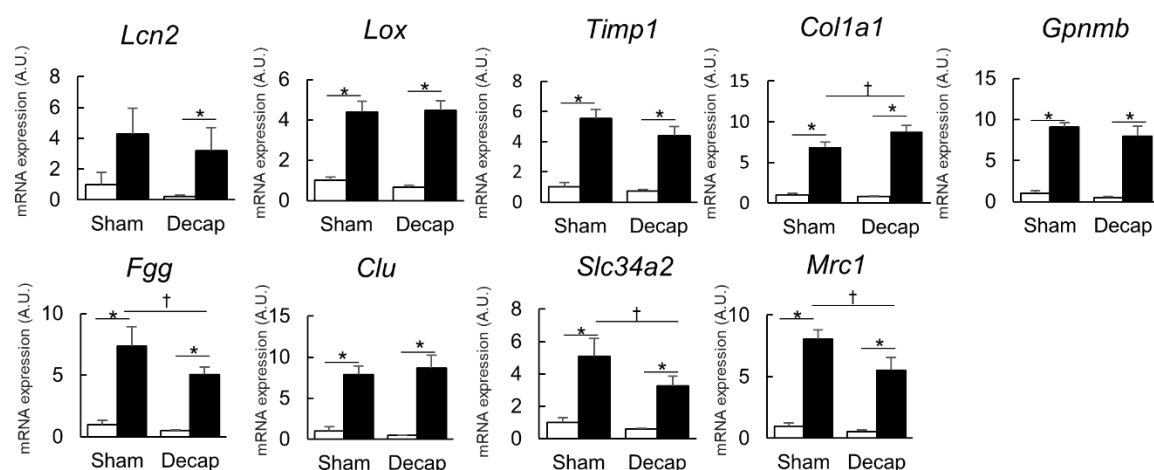

Supplemental Figure S2. qPCR of decapsulated IVC ligation model.

(a-b) qPCR of highly expressed genes in microarray analysis was performed for the left renal decapsulated IVC ligation model (Decap) and compared with sham IVC ligation model (Sham) in the cortex (a) and medulla (b). Sham n = 5, Decap n = 7. Data are presented as the means+SEM. *p < 0.05 versus the control kidneys, †p < 0.05 versus the sham-operated group; Tukey's test. □ indicates the control kidneys, ■ indicates the congestive kidneys. Cx: cortex; OM: outer medulla.

Supplemental Figure S3

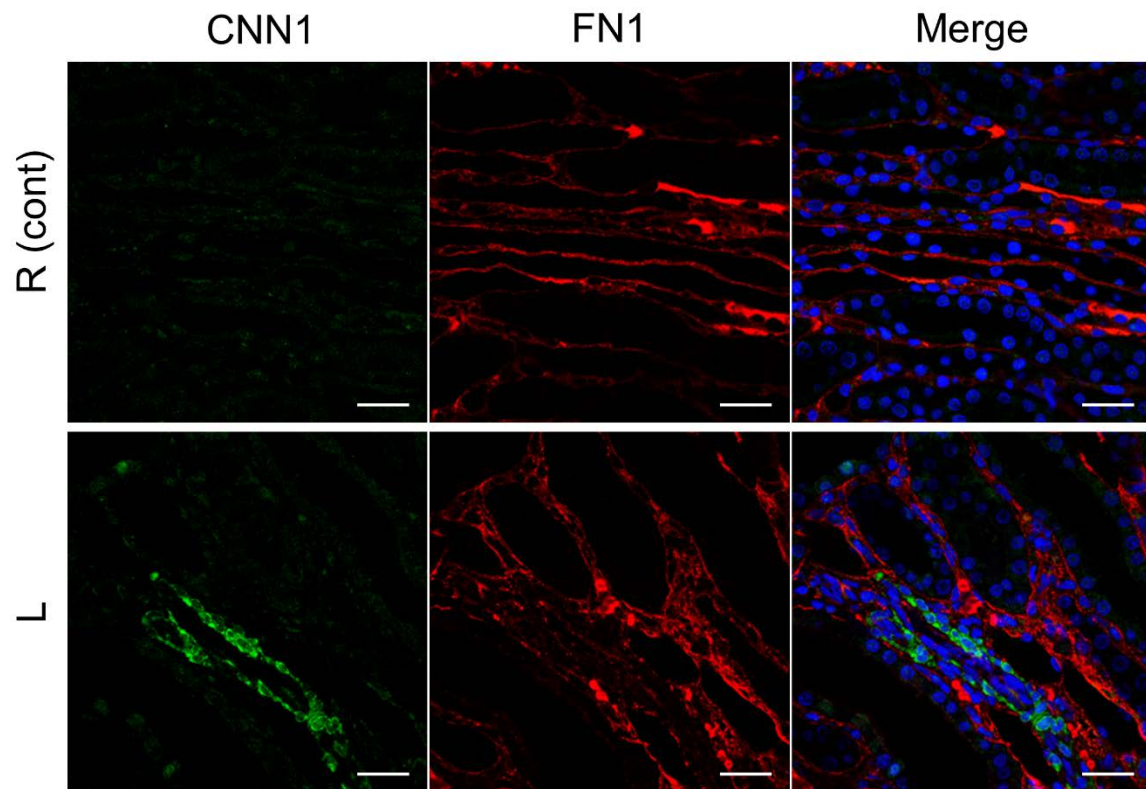

Supplemental Figure S3. Immunostaining of CNN1 and FN1.

CNN1 and FN1 costaining in the vasa recta. R (cont): control kidney; L: congestive kidney.

CNN1: Calponin, FN1: Fibronectin 1. Scale bar, 20 μm .

Supplemental Figure S4

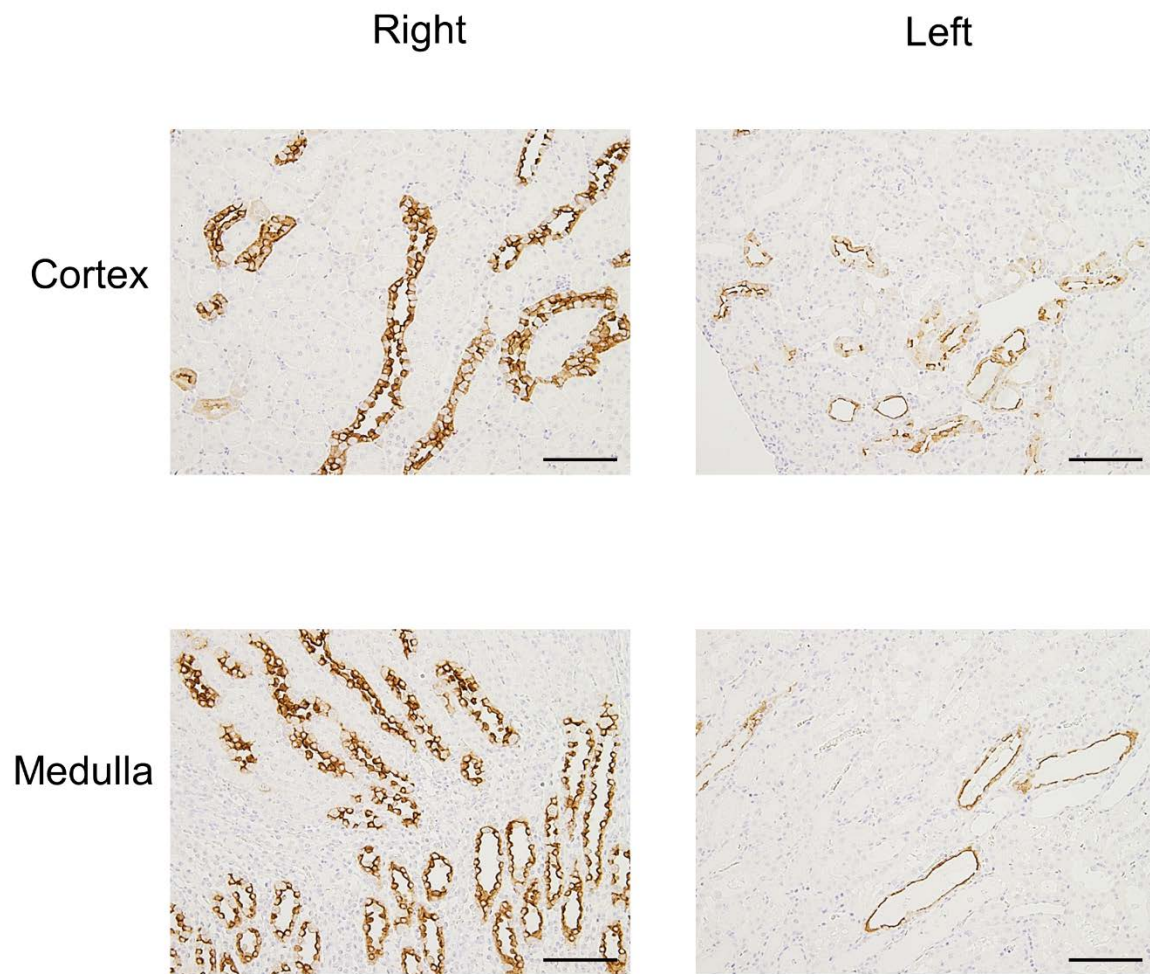

Supplemental Figure S4. Immunostaining of AQP2.

AQP2 staining in the cortex and medulla. Right: control kidney; Left: congestive kidney.

Scale bar, 100 μm .

Supplemental Figure S5

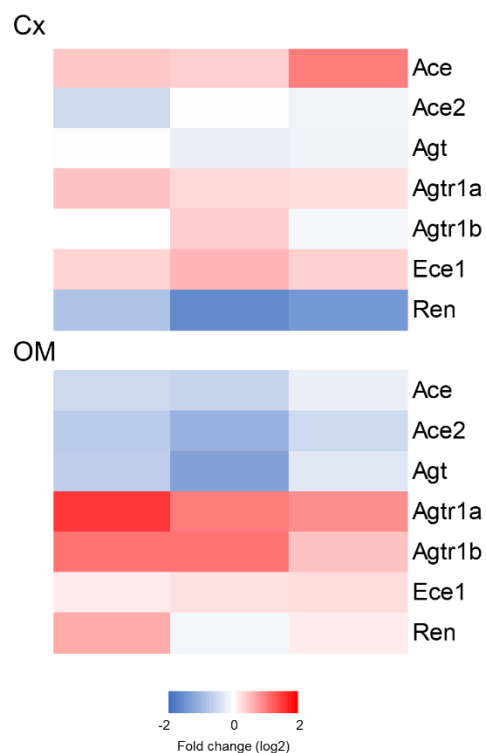

Supplemental Figure S5. Expression pattern of renin angiotensin aldosterone system.

Renin angiotensin aldosterone system-related genes were extracted from microarray results. The congestive kidney expression level relative to the control kidney in logarithm is shown. Each line represents each gene. Each column represents each individual ($n = 3$). Cx: cortex; OM: outer medulla.

Supplemental Figure S6

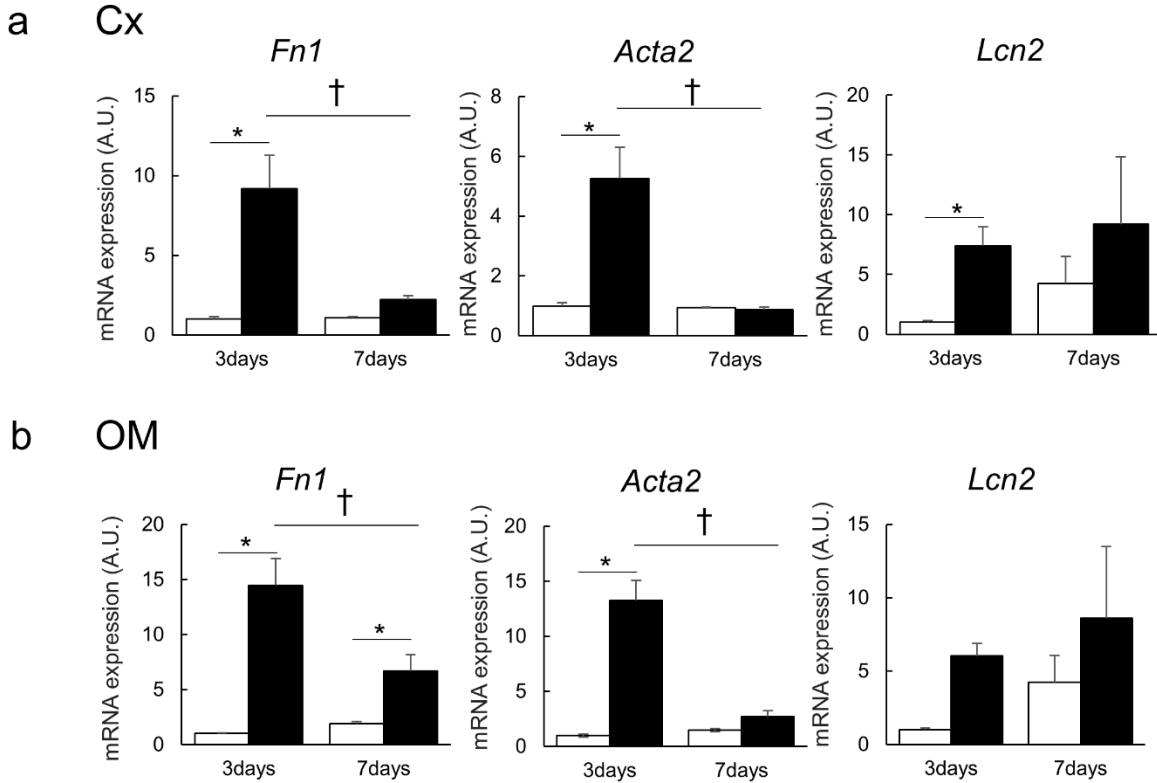

Supplemental Figure S6. qPCR of time course experiments.

(a-b) qPCR was performed for 7 days after IVC ligation and compared with result obtained 3 days after IVC ligation in the cortex (a) and medulla (b). $n = 6$. Data are presented as the means+SEM. * $p < 0.05$ versus the control kidneys, † $p < 0.05$ versus 3 days after operation; Tukey's test. □ indicates the control kidneys, ■ indicates the congestive kidneys. Cx: cortex; OM: outer medulla.

Supplemental Figure S7

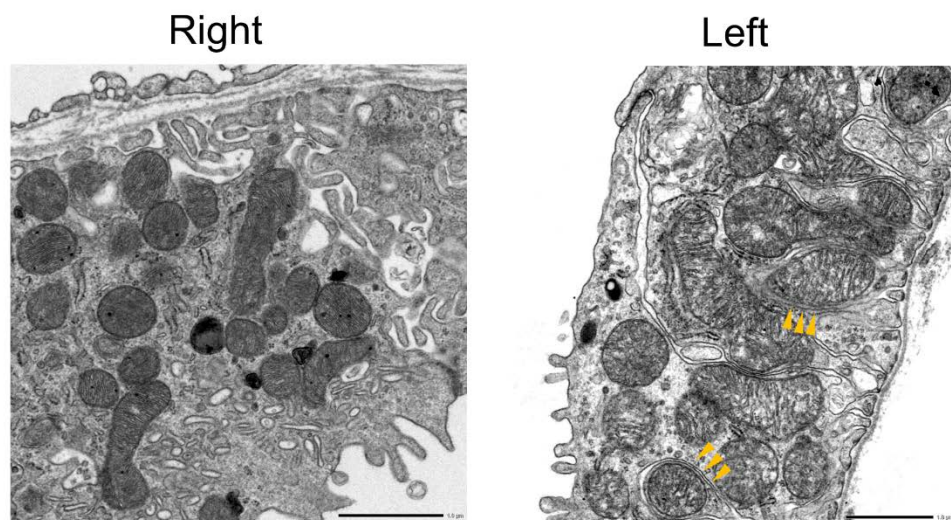

Supplemental Figure S7. Transmission Electron Microscopy on the collecting duct.

Arrowheads indicate mitophagosomes. Right: control kidney; Left: congestive kidney. Scale bar, 1.0 μm.

Supplemental Figure S8

Fig. 4B

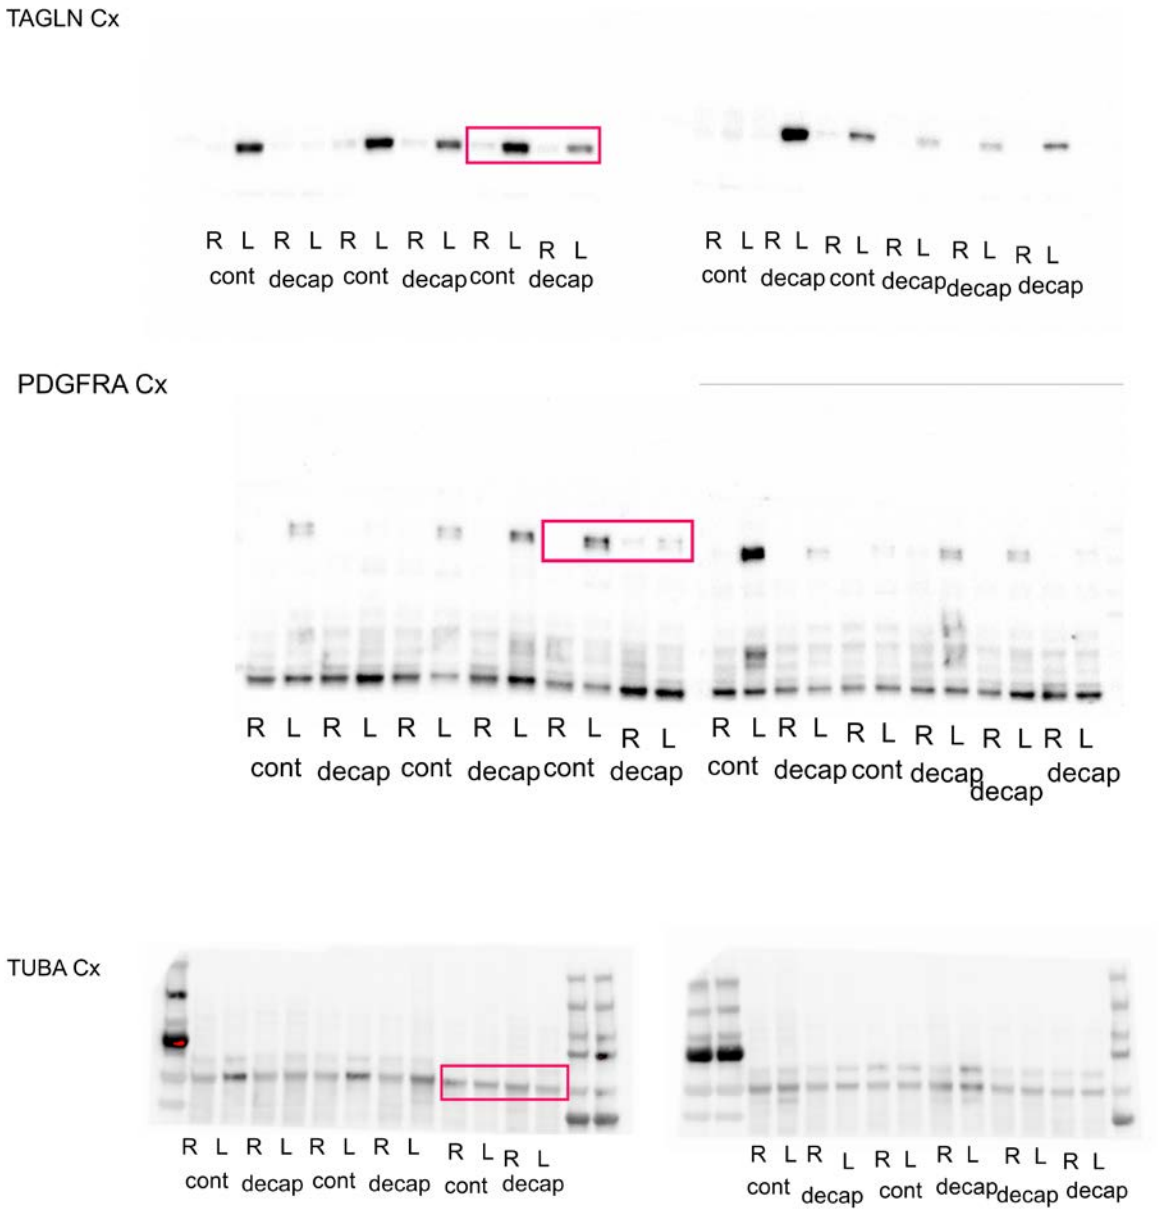

Supplemental Figure S8. Full-length blots of western blot analysis.

Supplemental Figure S8 (cont.)

Fig. 4B

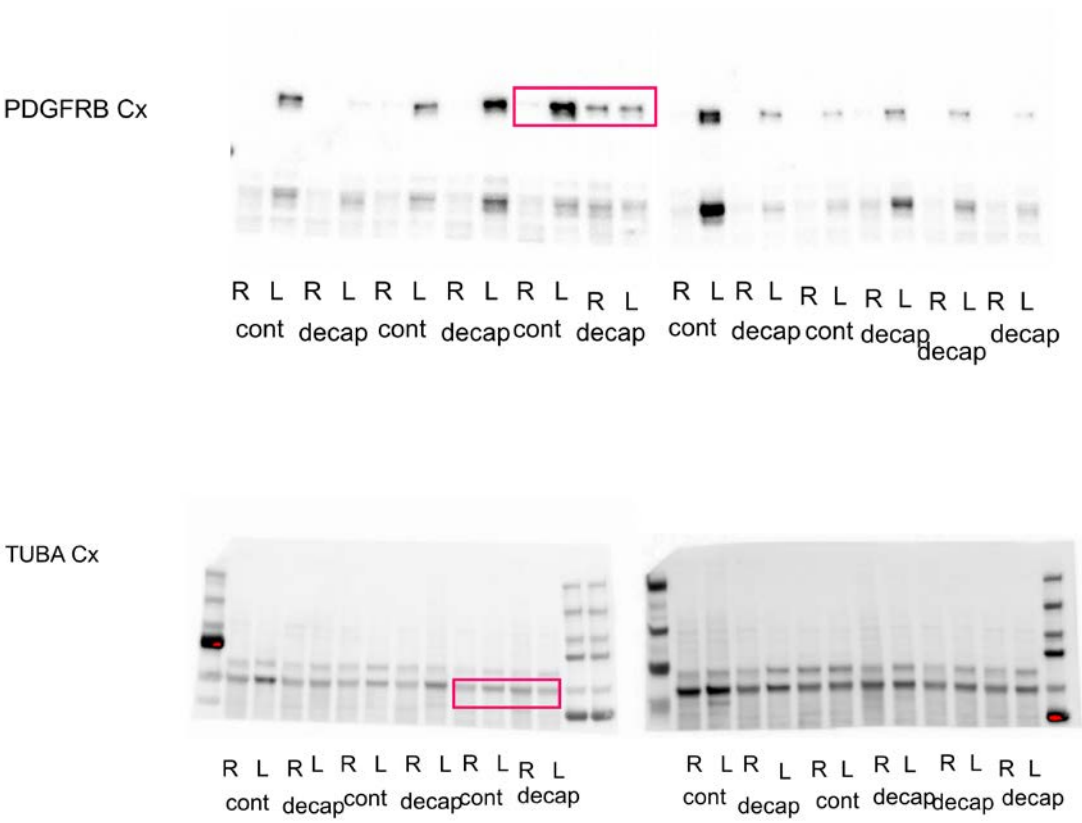

Supplemental Figure S8 (cont.)

Fig. 4B

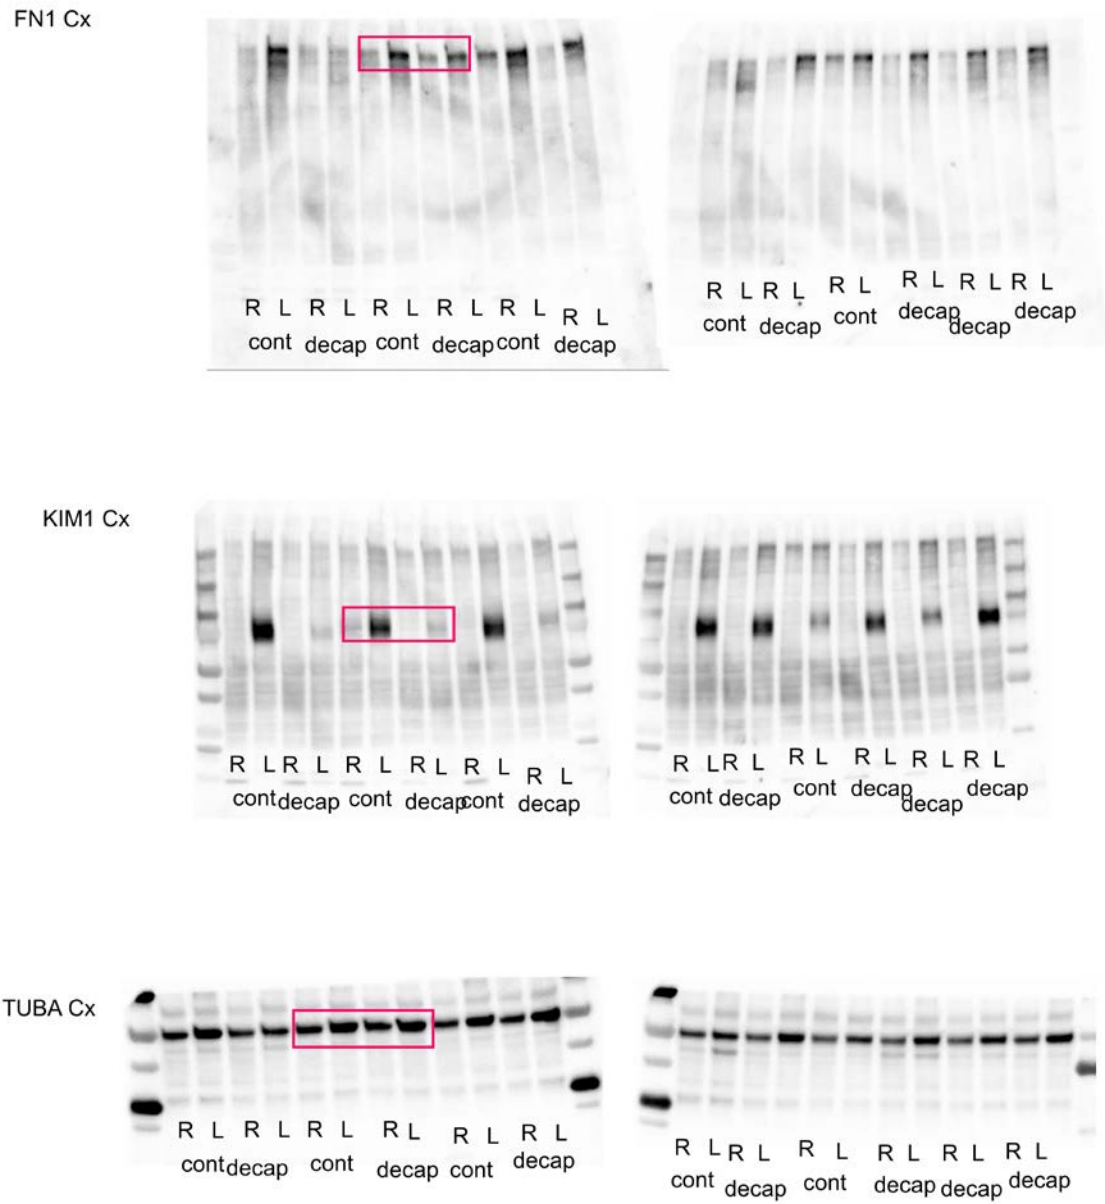

Supplemental Figure S8 (cont.)

Fig. 5B

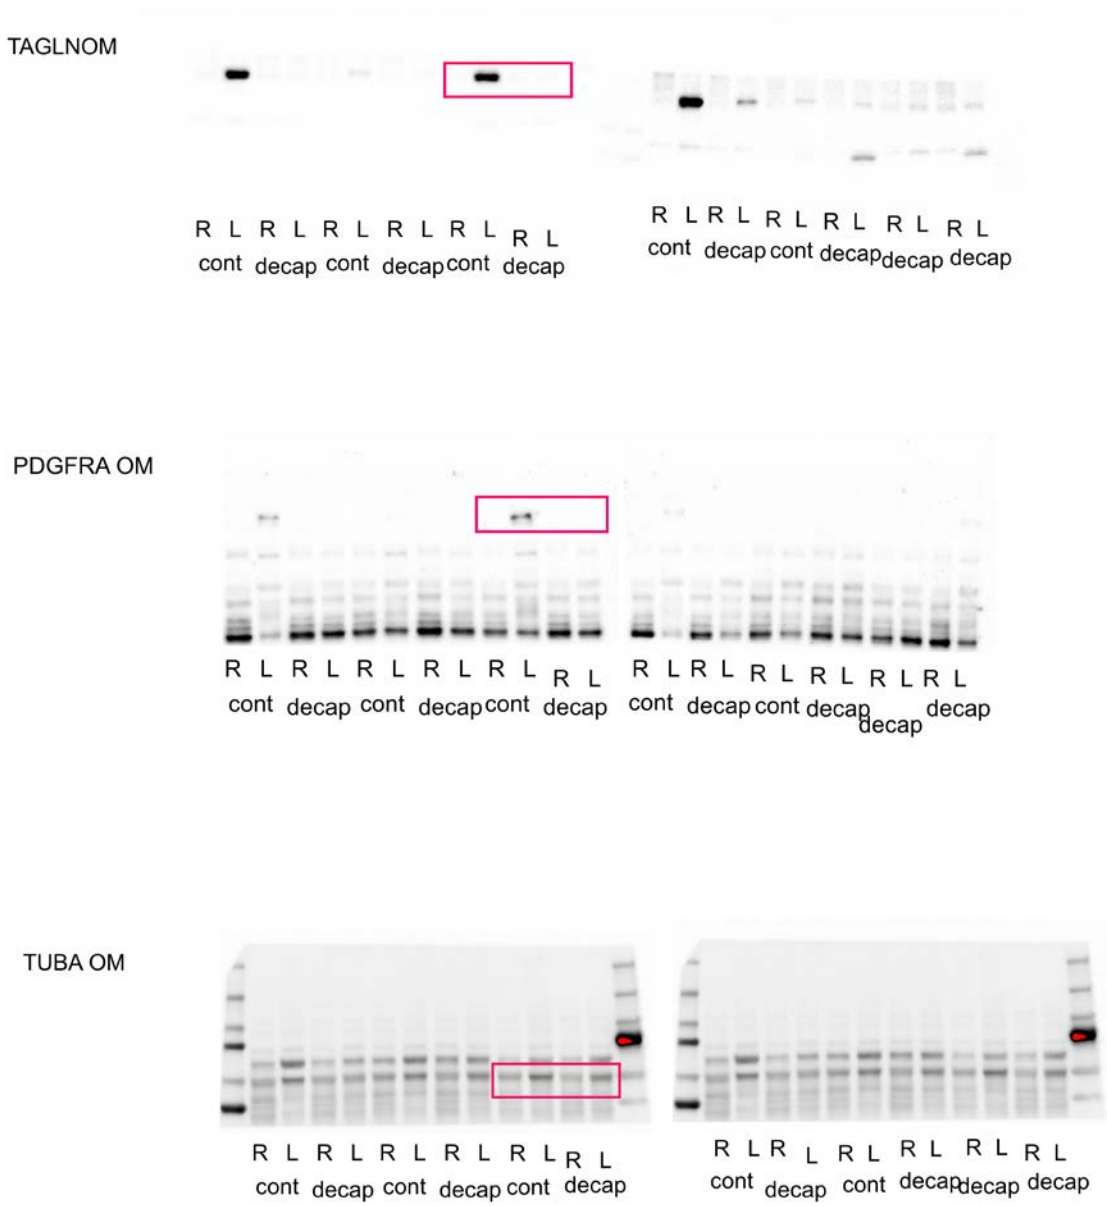

Fig. 5B

PDGFRB OM

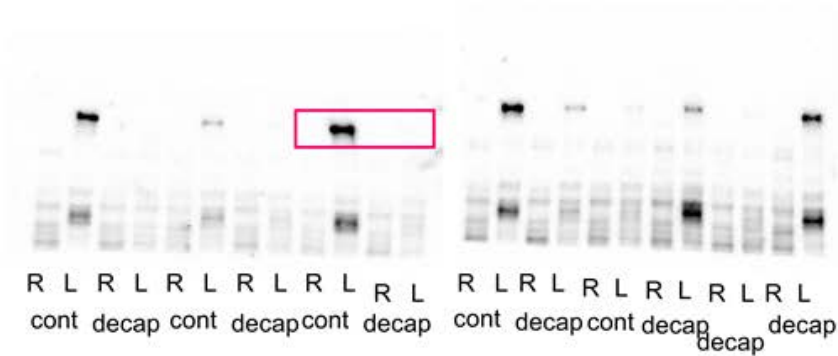

TUBA OM

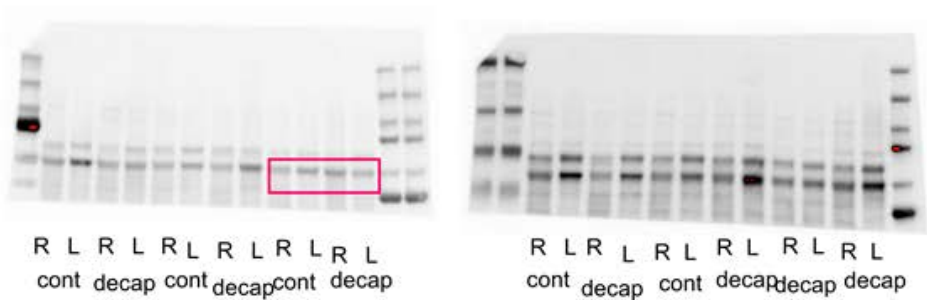

Fig. 5B

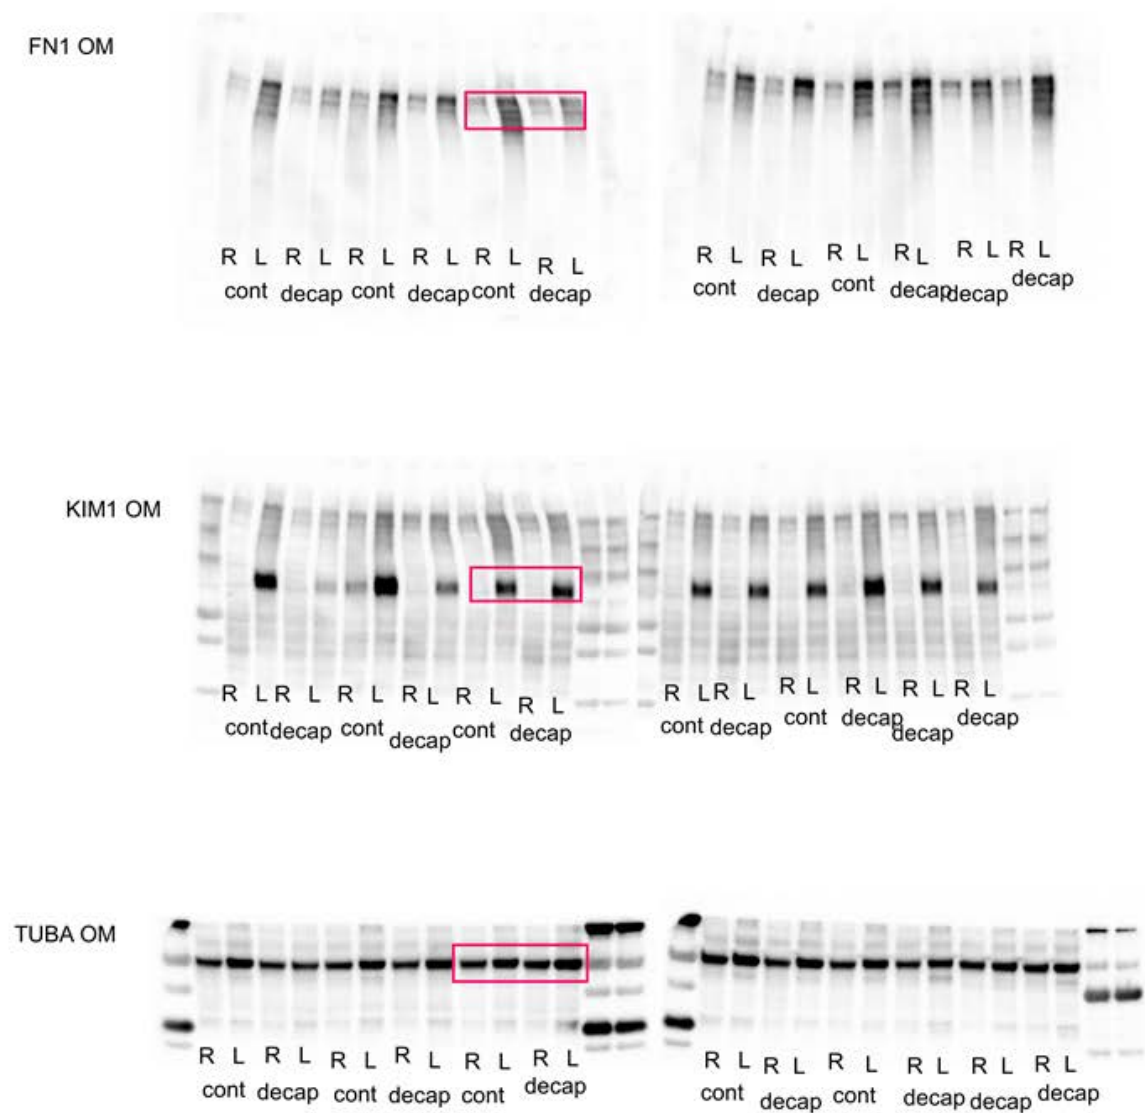

Supplemental Table S1. Biochemical analysis of chronic phase.

	sham		ligation	
Serum concentration				
TP (g/dL)	5.55±0.22		5.50±0.11	
Alb (g/dL)	3.33±0.11		3.25±0.04	
Cre (mg/dL)	0.25±0.01		0.33±0.02 *	
UN (mg/dL)	14.2±2.2		22.5±0.9 *	
Na (mEq/L)	144.6±1.7		143.1±1.4	
IP (mg/dL)	7.83±0.09		7.71±0.19	
	R	L	R	L
Urinary concentration				
UP (mg/dL)	101.0±17.1	110.4±20.4	183.5±31.7	157.4±37.1
Alb (µg/mL)	162.1±23.6	182.6±30.1	283.6±67.5	403.0±88.5 †
Cre (mg/dL)	44.3±13.5	41.6±8.6	75.6±17.7	33.0±6.8 †
UN (mg/dL)	1433±351	1408±311	2491±363	846±154 †
Na (mEq/L)	127±26.2	133.3±40.6	99.5±22.2	119±12.7
IP (mg/dL)	313.0±78.7	321.0±89.2	349.8±64.1	26.0±15.8 †‡
Urine cmponent total amount				
UP (µg/h)	596.9±98.2	618.8±146.9	710.0±91.0	296.4±34.1 †‡
Alb (µg/h)	97.2±14.8	103.3±23.4	104.5±15.9	78.1±8.3
Cre (µg/h)	212.1±31.6	192.4±18.2	292.1±43.7	62.8±8.0 †‡
UN (mg/h)	7.9±1.2	7.4±0.81	10.0±0.86	1.7±0.30 †‡
Na (µEq/h)	86.1±40.5	74.4±25.0	56.5±24.0	26.4±4.7
IP (µg/h)	1829±541	1652±337	1488±266	44.3±2.3 †‡
Creatinine correction				
UP (g/gCr)	2.70±0.48	2.89±0.67	2.67±0.51	5.22±0.97 †
Alb (g/gCr)	0.45±0.11	0.49±0.11	0.40±0.08	1.43±0.34 †‡

means±SEM. *p<0.05 versus sham operation group; by t-test. †p<0.05 versus control kidneys, ‡p<0.05 versus Sham group; by Tukey test. TP: total protein; Alb: Albumin; Cre: Creatinine; UN: Urine nitrogen; Na: sodium; IP: inorganic phosphorus; UP: Urinary protein.

Supplemental Table S2. Upregulated Gene Ontology terms in cortex.

GO ACCESSION	GO Term	p-value	corrected p-value	Count in	% Count in	Count in	% Count in Total
GO:0031012	extracellular matrix	5.51E-35	2.26E-30	48	21.2	380	2.0
GO:0005578	proteinaceous extracellular matrix	4.59E-30	9.42E-26	40	17.7	300	1.6
GO:0044420	extracellular matrix component	7.76E-24	1.06E-19	25	11.1	122	0.7
GO:0044421	extracellular region part	1.16E-22	1.19E-18	109	48.2	3628	19.5
GO:0005576	extracellular region	1.91E-21	1.57E-17	113	50.0	4003	21.5
GO:0005581	collagen trimer	5.00E-18	3.42E-14	17	7.5	69	0.4
GO:0005615	extracellular space	1.38E-17	8.08E-14	57	25.2	1322	7.1
GO:0043230	extracellular organelle	4.91E-16	2.52E-12	80	35.4	2619	14.1
GO:0030198	extracellular matrix organization	1.20E-15	5.49E-12	21	9.3	167	0.9
GO:0043062	extracellular structure organization	1.36E-15	5.59E-12	21	9.3	168	0.9
GO:1903561	extracellular vesicle	1.51E-15	5.63E-12	79	35.0	2614	14.0
GO:0005604	basement membrane	1.96E-15	6.69E-12	17	7.5	96	0.5
GO:0070062	extracellular exosome	3.93E-15	1.24E-11	78	34.5	2602	14.0
GO:0006950	response to stress	9.43E-15	2.76E-11	82	36.3	2875	15.4
GO:0031982	vesicle	7.63E-14	2.09E-10	93	41.2	3661	19.7
GO:0031988							
GO:0009605	response to external stimulus	5.95E-13	1.53E-09	61	27.0	1897	10.2
GO:0005539	glycosaminoglycan binding	6.49E-13	1.57E-09	19	8.4	179	1.0
GO:0022610	biological adhesion	9.05E-13	2.06E-09	34	15.0	659	3.5
GO:0009611	response to wounding	1.08E-12	2.34E-09	28	12.4	446	2.4
GO:0002245							
GO:0005201	extracellular matrix structural constituent	2.69E-12	5.53E-09	11	4.9	43	0.2

Supplemental Table S3. Downregulated Gene Ontology terms in cortex.

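A table of this kind counts how many genes of each Gene Ontology term lie among the genes called lower, and compares that share with the share of the term among all genes on the array. A term is therefore listed when a few of its genes are among those lower, whatever the other genes of the term do. The paper also lists terms of inflammation, whose gene sets were not used here. The list that follows is a different set of genes, so its direction is not that of those terms. Of 43 measured inflammatory cytokines, chemokines and their partners, 8 were higher and 2 lower in cortex (12 and 3 when adjusted over the list alone), and 14 were higher and 2 lower in outer medulla (14 and 2 when adjusted over the list alone). The chemokine gene Ccl6 rose by 1.67 in cortex (adjusted p = 0.00028) and by 2.10 in outer medulla (adjusted p = 3.4e-05), and fractalkine (Cx3cl1) by 0.71 (adjusted p = 0.0011) and 0.60 (adjusted p = 0.00099). The adhesion molecule gene Vcam1 rose by 0.65 in cortex (adjusted p = 0.0046) and 1.70 in outer medulla (adjusted p = 2.8e-05). Camera gave an upward shift in both regions (adjusted p = 0.00234 and 0.000138), against 0.172 and 0.140 with an estimated correlation. Those called higher in cortex numbered 5, 4 and 8 without replicate 1, 2 or 3, and those called lower 0, 0 and 0 in cortex and 0, 0 and 2 in outer medulla.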

GO ACCESSION	GO Term	p-value	corrected p-value	Count in	% Count in	Count in	% Count in Total
GO:0002675	positive regulation of acute inflammatory response	1.82E-05	0.19	3	11.5	37	0.20
GO:0045907	positive regulation of vasoconstriction	3.52E-05	0.19	3	11.5	46	0.25
GO:0005615	extracellular space	4.60E-05	0.19	9	34.6	1322	7.10
GO:0002673	regulation of acute inflammatory response	9.51E-05	0.21	3	11.5	64	0.34
GO:0044421	extracellular region part	9.89E-05	0.21	14	53.8	3628	19.48
GO:0035413	positive regulation of catenin import into nucleus	1.02E-04	0.21	2	7.7	11	0.06
GO:0008217	regulation of blood pressure	1.29E-04	0.22	4	15.4	189	1.01
GO:0070011	peptidase activity, acting on L-amino acid peptides	1.49E-04	0.22	6	23.1	603	3.24
GO:0019229	regulation of vasoconstriction	1.59E-04	0.22	3	11.5	76	0.41
GO:0045177	apical part of cell	1.80E-04	0.22	5	19.2	390	2.09
GO:0008233	peptidase activity	2.01E-04	0.22	6	23.1	637	3.42
GO:1903524	positive regulation of blood circulation	2.06E-04	0.22	3	11.5	83	0.45
GO:0042307	positive regulation of protein import into nucleus	2.98E-04	0.26	3	11.5	94	0.50
GO:0005576	extracellular region	2.98E-04	0.26	14	53.8	4003	21.49
GO:1904591	positive regulation of protein import	3.26E-04	0.26	3	11.5	97	0.52
GO:0044057	regulation of system process	3.74E-04	0.26	5	19.2	457	2.45
GO:0003073	regulation of systemic arterial blood pressure	3.78E-04	0.26	3	11.5	102	0.55
GO:0004175	endopeptidase activity	3.93E-04	0.26	5	19.2	462	2.48
GO:0016809							
GO:0050729	positive regulation of inflammatory response	4.01E-04	0.26	3	11.5	104	0.56
GO:0035412	regulation of catenin import into nucleus	4.66E-04	0.28	2	7.7	23	0.12

Supplemental Table S4. Upregulated Gene Ontology terms in medulla.

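Terms of defense and immunity stand in this table beside the terms of the extracellular matrix. On the arrays, 24 of 51 genes of complement and coagulation were higher and 4 lower in outer medulla (24 and 4 when adjusted over the list alone), and 17 were higher and 1 lower in cortex (18 and 4 when adjusted over the list alone). Without the genes of Fig. 3, 22 of 48 were higher and 4 lower in outer medulla, and 15 higher and 0 lower in cortex. The complement gene C7 rose by 1.90 in outer medulla (adjusted p = 4.4e-05), and the fibrinogen genes Fgb and Fgg rose by 2.08 (adjusted p = 0.00066) and 1.82 (adjusted p = 0.00026). Of 32 interferon response genes, 20 were higher and 0 lower in outer medulla (23 and 1 when adjusted over the list alone), and 18 were higher and 0 lower in cortex (24 and 1 when adjusted over the list alone). Among them, Ifitm1 rose by 1.61 in outer medulla (adjusted p = 5.1e-05) and Ifi27 by 1.17 (adjusted p = 0.00016). Cd68, a lysosomal protein of macrophages, rose by 1.96 in outer medulla (adjusted p = 0.00013). Markers of T and NK cells had 5 of 25 genes higher and 0 lower in outer medulla (5 and 0 when adjusted over the list alone) and 2 higher and 0 lower in cortex (2 and 0 when adjusted over the list alone). The largest of these was Cd4, which rat macrophages also express, at 1.72 (adjusted p = 2.6e-05). Of 12 markers of B and plasma cells, 3 were higher and 0 lower in outer medulla (3 and 0 when adjusted over the list alone) and 1 was higher and 0 lower in cortex (1 and 0 when adjusted over the list alone). Among 14 neutrophil markers 1, Csf3r, was higher by 0.41 in outer medulla (adjusted p = 0.0079) and 0 were lower (1 and 0 when adjusted over the list alone), a call not kept without replicate 1 or 2. In cortex limma called 0 (0 when adjusted over the list alone), with 1 lower at an unadjusted p under 0.05 and an adjusted p of 0.574 from fry. Among 9 mast cell markers 1, Kit, which intercalated cells also express, was higher by 0.35 in outer medulla (adjusted p = 0.036). It was not kept when adjusted over the list alone (0 and 0), without replicate 1, 2 or 3 or with arrays centred on their medians. In cortex limma called 0 mast cell markers (0 when adjusted over the list alone, and 0 at an unadjusted p under 0.05), with an adjusted p of 0.415 from fry. Camera gave adjusted p values in cortex and outer medulla of 7.64e-05 and 7.42e-07 for complement and coagulation (0.101 and 0.139 with an estimated correlation), 4.32e-12 and 1.09e-10 for the interferon response (0.101 and 0.140), and 0.203 and 0.00604 for T and NK cells (0.595 and 0.261). It gave 0.534 and 0.109 for B cells (0.777 and 0.396), 0.538 and 0.823 for neutrophils (0.80 and 0.933), and 0.397 and 0.791 for mast cells (0.666 and 0.892). The B cell markers in cortex had a median of -0.034 and a mean of 0.082, with an upward direction in camera, and the neutrophil markers in outer medulla -0.012 and 0.011, also upward. In fits without replicate 1, 2 or 3 the interferon response genes called higher in cortex numbered 8, 3 and 7, the T and NK cell markers higher in outer medulla 1, 1 and 3, and the complement and coagulation genes lower in outer medulla 2, 2 and 3.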

GO ACCESSION	GO Term	p-value	corrected p-value	Count in	% Count in	Count in	% Count in Total
GO:0031012	extracellular matrix	2.40E-44	1.31E-39	71	16.7	380	2.0
GO:0005578	proteinaceous extracellular matrix	6.09E-35	1.67E-30	56	13.2	300	1.6
GO:0005576	extracellular region	1.48E-32	2.03E-28	200	47.2	4003	21.5
GO:0044421	extracellular region part	1.13E-32	2.03E-28	189	44.6	3628	19.5
GO:0044420	extracellular matrix component	3.30E-25	3.62E-21	32	7.5	122	0.7
GO:0005615	extracellular space	8.63E-24	7.88E-20	94	22.2	1322	7.1
GO:0006950	response to stress	1.12E-22	8.78E-19	146	34.4	2875	15.4
GO:0005581	collagen trimer	1.77E-22	1.21E-18	24	5.7	69	0.4
GO:0009605	response to external stimulus	2.07E-22	1.26E-18	113	26.7	1897	10.2
GO:0009611	response to wounding	1.21E-21	6.63E-18	51	12.0	446	2.4
GO:0006952	defense response	4.75E-20	2.37E-16	74	17.5	983	5.3
GO:002217							
GO:0042829	immune system process	3.55E-19	1.62E-15	96	22.6	1594	8.6
GO:0022610	biological adhesion	6.43E-19	2.71E-15	58	13.7	659	3.5
GO:0044707	single-multicellular organism process	7.03E-19	2.75E-15	199	46.9	5036	27.0
GO:0048583	regulation of response to stimulus	1.17E-18	4.26E-15	144	34.0	3099	16.6
GO:0007155	cell adhesion	1.70E-18	5.73E-15	57	13.4	651	3.5
GO:0051239	regulation of multicellular organismal process	1.78E-18	5.73E-15	127	30.0	2561	13.8
GO:0009986	cell surface	5.51E-18	1.68E-14	62	14.6	780	4.2
GO:0009928							
GO:0009929	positive regulation of immune system process	1.02E-17	2.94E-14	58	13.7	699	3.8
GO:0002684	positive regulation of response to stimulus	1.28E-17	3.51E-14	96	22.6	1681	9.0
GO:0048584							

Supplemental Table S5. Downregulated Gene Ontology terms in medulla.

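The terms in this table concern oxidation, catabolism of small molecules and transport of organic anions. Of 23 measured genes of fatty acid oxidation, 18 were lower and 0 higher in outer medulla (22 and 0 when adjusted over the list alone), and 3 were lower and 1 higher in cortex (3 and 1 when adjusted over the list alone). Ehhadh, a peroxisomal enzyme, fell by 1.27 in outer medulla (adjusted p = 0.0009), Echs1 by 0.98 (adjusted p = 0.001) and Ppara, the transcription factor that regulates this pathway, by 0.96 (adjusted p = 0.00049). Of 27 transporters of organic anions and cations, 16 were lower and 2 higher in outer medulla (18 and 2 when adjusted over the list alone), and 1 was lower and 2 higher in cortex (1 and 2 when adjusted over the list alone). Without Fig. 3, 15 of 26 were lower and 2 higher in outer medulla. Slc22a13, a transporter of the proximal tubule, fell by 1.81 in outer medulla (adjusted p = 5.1e-05) and changed by 0.29 in cortex (adjusted p = 0.15), where its control value of 5.51 may leave little room for a fall. Slco4c1 changed by -1.22 in outer medulla (adjusted p = 0.0038) and Slc22a2 by -1.10 (adjusted p = 0.0026). Markers of the proximal tubule, where most of these genes are expressed, had 20 of 38 genes lower and 0 higher in outer medulla (23 and 1 when adjusted over the list alone), and in cortex limma called 0 in either direction (0 when adjusted over the list alone). Without Fig. 3, 19 of 37 were lower in outer medulla. At an unadjusted p under 0.05, 2 were higher and 3 lower in cortex, and fry gave an adjusted p of 0.754 there and 0.0669 in outer medulla. The medians of the proximal tubule markers in outer medulla differed between pairs, with an SD of 0.475, and 4, 8 and 31 of these markers were lower without replicate 1, 2 or 3. In the same settings 8, 7 and 15 of the fatty acid oxidation genes and 8, 10 and 19 of the transporters were lower in outer medulla. In cortex 0, 1 and 2 of the fatty acid oxidation genes were lower and 0, 1 and 0 higher. The transporters there numbered 1, 1 and 2 lower and 2, 1 and 1 higher. Camera gave adjusted p values of 0.0474 in cortex and 4.81e-11 in outer medulla for fatty acid oxidation, 0.617 and 6.29e-06 for the transporters, and 0.249 and 3.52e-08 for the proximal tubule markers. With the correlation estimated, these were 0.701 and 0.230, 0.923 and 0.345, and 0.856 and 0.410. The shift of fatty acid oxidation in cortex did not pass without replicate 1 or 2, in a model with no pair block, after another quantile normalization or by fry.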

GO ACCESSION	GO Term	p-value	corrected p-value	Count in	% Count in	Count in	% Count in Total
GO:0055114	oxidation-reduction process	3.13E-08	8.06E-04	23	18.3	897	4.8
GO:0016491	oxidoreductase activity	1.08E-07	9.54E-04	20	15.9	735	3.9
GO:0044282	small molecule catabolic process	1.11E-07	9.54E-04	12	9.5	246	1.3
GO:0005215	transporter activity	3.88E-07	1.37E-03	25	19.8	1199	6.4
GO:0015291							
GO:0015290	secondary active transmembrane transporter activity	5.11E-07	1.37E-03	11	8.7	232	1.2
GO:0015353							
GO:0015404	organic anion transport	5.15E-07	1.37E-03	13	10.3	339	1.8
GO:0015570	organic acid transport	5.34E-07	1.37E-03	11	8.7	233	1.3
GO:0015711	substrate-specific transporter activity	4.08E-07	1.37E-03	23	18.3	1035	5.6
GO:0022892	single-organism metabolic process	3.36E-07	1.37E-03	42	33.3	2845	15.3
GO:0044710	carboxylic acid transport	4.90E-07	1.37E-03	11	8.7	231	1.2
GO:0046942	ion transport	8.32E-07	1.95E-03	24	19.0	1163	6.2
GO:0006811	substrate-specific transmembrane transporter activity	1.36E-06	2.92E-03	20	15.9	863	4.6
GO:0022891	transmembrane transporter activity	1.50E-06	2.97E-03	21	16.7	949	5.1
GO:0022857							
GO:0005386	ion transmembrane transporter activity	1.80E-06	3.09E-03	19	15.1	800	4.3
GO:0015075	antiporter activity	1.75E-06	3.09E-03	7	5.6	85	0.5
GO:0015297							
GO:0015300	anion transport	2.05E-06	3.30E-03	14	11.1	447	2.4
GO:0006822	organic acid catabolic process	2.47E-06	3.34E-03	9	7.1	171	0.9
GO:0016054	oxoacid metabolic process	2.24E-06	3.34E-03	19	15.1	812	4.4
GO:0043436	carboxylic acid catabolic process	2.47E-06	3.34E-03	9	7.1	171	0.9
GO:0046395							

Supplemental Table S6. Primer information.

Symbol	primer set ID
<i>Acta2</i> (α -SMA)	RA060203
<i>Clu</i>	RA047380
<i>Colla1</i>	RA065609
<i>Colla2</i>	RA069679
<i>Col3a1</i>	RA063380
<i>Des</i>	RA058597
<i>Fgg</i>	RA045154
<i>Fn1</i>	RA055827
<i>Gapdh</i>	RA015380
<i>Gpnmb</i>	RA059101
<i>Havcr1</i> (<i>Kim1</i>)	RA057664
<i>Lcn2</i> (<i>Ngal</i>)	RA046649
<i>Lox</i>	RA047248
<i>Mmp2</i>	RA068619
<i>Mrc1</i>	RA071208
<i>Pdgfra</i>	RA059727
<i>Pdgfrb</i>	RA048695
<i>Slc34a2</i>	RA062011
<i>Spp1</i> (<i>Opn</i>)	RA017345
<i>Tagln</i> (<i>SM22</i>)	RA063024
<i>Timp1</i>	RA015383
<i>Vim</i>	RA050877

Supplemental Table S7. Antibody information.

Antigen	Company	Catalog number	Host	WB	IHC/IF
ACTA2 (α -SMA)	Dako	M0851	mouse		1: 200
AQP2	Sigma-Aldrich	A7310	rabbit		1: 3000 *
CNN1	Sigma-Aldrich	C2687	mouse		1: 1000 *
DES	Abcam	ab15200	rabbit		1: 200 †
FN1	Merck	F3648	rabbit	1: 1000	1: 400 *
KIM1	R&D system	AF3689	goat	1: 1000	1: 1250 *
NPHS1	PROGEN	GP-N2	guinea pig		1: 200 †
OPN	Santa Cruz	sc-10591	goat		1: 50
PDGFRA	Cell Signaling	3174s	rabbit	1: 1000	1: 500 *
PDGFRB	Abcam	ab32570	rabbit	1: 1000	1: 100 *
Pimonidazole	Hypoxypore	HP1-100	mouse		1: 50 *
TAGLN (SM22)	Abcam	ab14106	rabbit	1: 1000	1: 200 *
TUBA	Cell Signaling	3873	mouse	1: 1000	
VIM	Abcam	ab92547	rabbit		1: 1250 *

* The antigens which were retrieved by microwave heating for 5 min in 10 mmol/L citrate buffer.

† The antigens which were retrieved by microwave heating 5 min in 5 mmol/L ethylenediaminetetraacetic acid buffer.

How the deposited data were processed for this re-analysis (not part of the article)

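RNA from 3 congestive left kidneys and 3 control right kidneys was measured in each of cortex and outer medulla on 12 GeneChip Rat Gene 2.0 ST arrays, 3 days after ligation of the inferior vena cava between the renal veins. The deposited values are per transcript cluster, on a log2 scale, and normalized between arrays by the authors with Affymetrix Expression Console. The version, the summarization method and the log base are not given in the sources used here. The log2 scale follows from the fold changes printed in Fig. 3: for the 66 of 74 genes of that figure with a named row, the fold changes computed here differ from the printed values by at most 3.03%, with a median of 0.657%. No raw intensities were used here, so the normalization was not repeated from them, and signal over background per array is unknown. The qPCR, western blot, staining, blood flow and decapsulation experiments are not analysed here.

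All 12 sample columns were mapped to a region, a condition and a replicate number from their labels. For both arrays of replicate 3 in cortex the title gives number 3 and the source name number 2, and the title was used. Of 36685 rows, 18511 carry 1 gene symbol in the annotation used, 575 carry several and 17599 carry none, and rows of the last kinds gave no gene results. Where rows shared a symbol, the brightest over all arrays was kept, which removed 345 rows and left 18166 genes. The gene IDs of 18059 of these matched the reference table of rat genes, with 0 names changed. No genome coordinates were used. Of 291 genes with several rows, 0 had rows that moved in opposite directions by 1.5-fold in either region. Genes of the paper without a named row, among them Acta2, Tnc and Cnn1, are not analysed here.

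The main comparison was congestive minus control kidney in each region, with limma 3.58.1 in R 4.3.3. A linear model over the 12 arrays had 6 pair blocks and contrasts for cortex, for outer medulla and for the change in outer medulla minus the change in cortex. The spread was moderated with eBayes (4 residual and 3.96 prior degrees of freedom), and p values were adjusted by the method of Benjamini and Hochberg over the genes, with a threshold of 0.05 and no filter on dim genes. Pairs rest on the replicate numbers in the labels, on the paper's comparison of the kidneys within subjects and on the legend of Fig. 3e. As a check, arrays were centred on their condition, and the residuals of arrays with the same number were correlated across genes. This gave r of -0.0003, 0.137 and 0.344 in cortex and 0.169, 0.250 and 0.207 in outer medulla, so that the pairing of replicate 1 in cortex is not visible in the values. Results with no pair block are given among the alternatives. The methods of the paper divide both kidneys of a rat into cortex and medulla, so the regions share animals, and the model has no term for this. That a replicate number is the same animal in both regions is an inference from the labels. With the changes centred on their region, same-numbered changes in cortex and outer medulla correlated across genes with r of 0.268, 0.025 and 0.134. A fit of the difference between regions within each number is given among the alternatives. With 3 kidneys per group an exact permutation test that ignores the pairs cannot give a p under 0.1. One that keeps the pairs has fewer arrangements, since 4 of 10 groupings part all the pairs, and its limit is higher. The p values therefore come from the moderated model.

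Before the data were examined, 46 gene lists were written from general knowledge of kidney biology and of the pathways the paper names, with 1092 of their 1258 genes measured. The paper's figures had been seen by then, and some lists hold genes of Fig. 3, which the study chose on the same arrays. Where this is so, counts without these genes are given, while camera and fry were run on the full lists. Each list was reported as the number of members higher and lower, adjusted over all genes and over the list alone, and tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry, adjusted over the 46 lists. Camera compares a list with all other genes, while fry tests whether its genes move, on balance, in the same direction. Of the lists called with the preset correlation, 28 in cortex, 31 in outer medulla and 19 for the difference between regions, 0 passed with the estimated correlation, and 27, 30 and 0 passed with fry.

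The genes named are the 10 largest rises and 10 largest falls in each region among genes called and changed in the same direction in all 3 pairs, the genes the paper names in its text, figure legends, Fig. 3a-d, Supplemental Figs S1 and S5 or primers where a passage is about them, up to 4 members of each list with the largest changes among those called in a region, and the 5 largest differences between regions in each direction. The fold changes printed in Fig. 3a-d had been seen when this rule was written. Col4a3, Col4a4 and Per2 are outside the rule and were chosen after their values were seen. The model was tested on simulated data of the same size with 200 changed genes, where 9 of 202 calls were false, 89.6% of genes changed by 1.5-fold in cortex and 31.3% of differences between regions of that size were recovered, and the planted list was called with 0 of 45 other lists. The simulated genes varied independently of each other. The simulation therefore does not test the preset correlation on the real lists, where estimated correlations were as high as 0.61 (oxidative phosphorylation) and 0.85 (proximal tubule).

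The alternatives were set at the same time as the lists: no pair block, only the arrays of the region, eBayes with trend and robust options, only genes brighter than the median, all rows, the mean of the rows of a gene, quantile normalization again, arrays centred on their medians, arrayWeights, t-tests with and without pairs, a threshold of 2 times, and leaving out each replicate number. Leaving out replicates for the correlation between regions, and the fit that shares same-numbered animals between regions, were added after the data were seen. Figures were drawn from the tables of results.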

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

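The tests of dilution, of less or more cortical tissue and of less outer stripe for the proximal tubule and of podocyte markers not higher by 2 times in control cortex, singly and together, were chosen after the data were seen, whereas the tests of brightness, of cortical podocyte markers and of other groupings of the arrays were set before. The change differed between cortex and outer medulla for 294 genes (146 with a change higher in outer medulla and 148 lower) by the test of the difference in limma. Without replicate 1, 2 or 3 this count was 0, 9 and 43 (1881 without replicate 1 at an unadjusted p under 0.05), and with no pair block it was 149. Of 10 groupings of the pair differences into 3 against 3, 1 gives as many genes, the real one, and the highest of the others gives 0; these are too few for a share under 0.05, and they take the 6 pair differences as independent although the regions share kidneys. With the same-numbered animal shared between regions, an alternative chosen after seeing the data, 226 genes differed. Too few groupings are also there for the 2110 genes in cortex and the 4207 in outer medulla, each with 10 groupings, 1 that gives as many and a highest other of 0, of which 4 part all the pairs. Every other grouping mixes congestive with control arrays, or changes of both regions. The real differences then widen the spread and lower the number of calls, so the 0 of the other groupings is not evidence against chance.

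Among the genes named in the text, those whose change was higher in outer medulla than in cortex were, with the difference on the log2 scale, Syt10 (2.68), Gp2 (2.49), Guca2a (2.34), Fgf7 (2.22), Ptgs2 (2.18), A2m (2.14), Klk1c10 (2.05), Klk1c3 (2.04), Klk1c9 (1.97), Cdkn1c (1.90), Ccdc80 (1.79), Apobec1 (1.77), Angpt1 (1.67), Gabrp (1.59), Pltp (1.32), Gldc (1.26), Tlr12 (1.19), Umod (1.14), Ms4a4a (1.13), C1qtnf6 (1.12), Vcam1 (1.05), Loxl2 (1.05), Col1a1 (1.03), Ltbp1 (0.98), Pdgfrl (0.96), Tcf21 (0.91), C7 (0.91), Col12a1 (0.89), Mrc1 (0.88), Kirrel1 (0.87), Col1a2 (0.85), Itga9 (0.82), Ptpro (0.81), Pdgfra (0.75), Ier3 (0.72), Fbn1 (0.71) and Gpx1 (0.64). Those whose change was lower in outer medulla were Slc22a13 (-2.10), Cyp1a1 (-1.99), Spp1 (-1.87), Grpr (-1.85), Tmed6 (-1.84), Anxa13 (-1.81), Pkd2l2 (-1.76), Gc (-1.54), Tgfbi (-1.48), Inmt (-1.40), Cryab (-1.32), Or4d10 (-1.31), Ace (-1.07), Azgp1 (-1.05), Abcb1a (-1.01), Egr1 (-0.96), Vtcn1 (-0.95), Gstp1 (-0.92), Fxyd4 (-0.82), Eci1 (-0.82) and Serping1 (-0.78). Klk1c3, Klk1c9 and Klk1c10 had values of 3.12, 4.28 and 4.73 in control outer medulla, under the array medians, so these probes may leave little room for a fall there. Signal over background is unknown, and the kept row of Klk1c10 still changed by -0.73 there. The differences of these genes, and that of the kallikrein list, therefore cannot be read as a smaller effect of congestion in outer medulla. Slc22a13, Cyp1a1, Grpr, Anxa13, Pkd2l2, Gc and Or4d10 in turn had values of 5.51, 4.60, 5.03, 4.98, 5.64, 6.03 and 5.66 in control cortex, near or under the array medians. The same possible limit holds for their fall in cortex. At the other end, Umod at 13.03 in control outer medulla and Spp1 at 12.79 in congestive outer medulla and 12.63 in congestive cortex lie near the highest array values (13.4 to 13.5). Saturation, which was not measured, could compress changes there, so the differences of Umod and Spp1 cannot be read as a smaller effect either.

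By camera with the preset correlation, 19 gene lists differed between the regions, 12 upward and 7 downward. The adjusted p was 3.33e-11 to 0.0326, against 0.513 to 0.624 with an estimated correlation and at least 0.0591 with fry. Median differences in log2 change, outer medulla minus cortex, were 0.30 for collagens, 0.1 for matrix glycoproteins, 0.22 for matrix enzymes, 0.39 for stroma markers, 0.15 for focal adhesion ligands, 0.071 for ribosomal proteins, 0.39 for tissue kallikreins, 0.21 for distal tubule markers, 0.27 for podocyte markers, 0.36 for macrophage markers, 0.075 for inflammatory cytokines and 0.17 for complement and coagulation. They were -0.22 for oxidative phosphorylation, -0.22 for the citric acid cycle, -0.33 for fatty acid oxidation, -0.12 for mitochondrial biogenesis and mitophagy, -0.40 for proximal tubule markers, -0.25 for NFE2L2 targets and -0.53 for organic anion and cation transporters.

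In gene groups that the paper does not report as such from its arrays, the following median log2 changes came with a shift against other genes in camera with the preset correlation, and 0 of them with an estimated correlation. The paper mentions some of these cells and processes in its discussion, and its supplements list related terms of inflammation, immunity and organic anion transport. In cortex they were -0.28 for the citric acid cycle, -0.16 for fatty acid oxidation, -0.44 for distal tubule markers, -0.44 for intercalated cell markers, 0.89 for macrophage markers, 0.93 for the cell cycle, 0.17 for inflammatory cytokines, 0.18 for complement and coagulation, 0.38 for the interferon response and 0.32 for immediate early genes. In outer medulla they were -0.49 for the citric acid cycle, -0.47 for fatty acid oxidation, -0.57 for proximal tubule markers, -0.41 for intercalated cell markers, 1.26 for macrophage markers, 0.16 for T and NK cell markers, 0.77 for the cell cycle, 0.17 for inflammatory cytokines, 0.19 for complement and coagulation, 0.43 for the interferon response, -0.77 for organic anion and cation transporters and 0.14 for immediate early genes.

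Oxidative phosphorylation subunits were lower in the congestive kidneys of both regions. A trend with brightness left by the normalization would lower any bright genes, but in 10000 random lists of the same mean expression the 2.5th percentile of the median in outer medulla was -0.14, and the median of the subunits lay below it by a difference of -0.38 on the log2 scale, beyond its SD of 0.13 over the pairs. Dilution by RNA of cells that entered or multiplied would lower proximal tubule markers at least as much. In cortex the median of the subunits was below that of these markers by a difference of -0.16 ± 0.062 (SD of 3 pairs, lower in 3 of 3). That argues against dilution as the whole reason only if these markers gauge it. They are a single list whose genes moved together (estimated correlation 0.85), so dilution is not excluded in cortex. A loss of other tubule cells stays open in cortex, where the medians of the thick ascending limb markers (-0.48), the distal markers (-0.44) and the intercalated cell markers (-0.44) were below that of the subunits (-0.30). In outer medulla dilution and a loss of tubule cells stay open, since the subunits differed from the proximal tubule markers by 0.044 ± 0.35 (SD of 3 pairs). An effect of congestion on the expression of these subunits stays among the open explanations, as a hypothesis.

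Of 38 proximal tubule markers, 20 were lower and 0 higher in the congestive outer medulla. Without replicate 1, 2 or 3, those lower numbered 4, 8 and 31. The shift of the group did not pass in camera with an estimated correlation (adjusted p = 0.410) or by fry (0.0669). These falls could come from the tissue taken from the congestive outer medulla. Less cortical tissue in these pieces is argued against for the 5 markers at least 2 times higher in control outer medulla than in control cortex, which changed by a median of -0.94 ± 0.39 (SD of 3 pairs). The 4 podocyte markers higher in control cortex changed by a median of 0.38 ± 0.066 there, although Nphs1 (-0.03) and Wt1 (0.17) among them did not pass in limma. For the 17 markers at least 2 times higher in control cortex, the medians of -0.60, -1.34 and 0.33 in pairs 1, 2 and 3 (mean -0.54) leave less cortical tissue open. Less outer stripe remains open, since thick ascending limb markers changed by a difference of 0.11 ± 0.15 between outer medulla and cortex, and so does more cortical tissue as a reason for the fall of the 5 markers, since the 85 genes at least 4 times higher in control cortex changed by -0.19 ± 0.43 in outer medulla and the 105 genes at least 4 times higher in control outer medulla by -0.85 ± 0.16. The 85 genes also changed by -0.54 ± 0.15 in congestive cortex, so their fall does not tell tissue from an effect of congestion. An effect of congestion on the proximal tubule stays among the open explanations, and sets chosen by the control arrays share those arrays with the change.

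Of 16 podocyte markers, 7 were higher and 3 lower in the congestive outer medulla, a region without glomeruli. Camera gave an upward shift at the preset correlation (adjusted p = 0.00838) and not with an estimated one (0.256). More cortical tissue in the congestive pieces would raise the markers that are higher in control cortex. The median of these 4 genes rose above that of the other markers by 0.15 ± 0.10 (SD of 3 pairs), as that explanation predicts. Clic5 (0.67) and Ptpro (0.70) passed in limma, while Nphs1 (-0.03, adjusted p = 0.87) and Wt1 (0.17, adjusted p = 0.33) did not. The 4 genes were chosen by the control arrays, which are also the baseline of the change. This choice favours a rise, so the result does not decide the question. A mixture of outer medulla and cortex cannot exceed the higher of their levels. In each replicate number Tcf21, Cdkn1c and Kirrel1 in congestive outer medulla were above the control outer medulla array and both cortex arrays, the latter by a mean of 0.79 ± 0.20, 1.99 ± 0.60 and 0.34 ± 0.20 (SD of 3 numbers). This argues against more cortical tissue as the whole reason for the rise of these 3 genes, although for Kirrel1 the lowest of the outer medulla arrays was under the highest of all cortex arrays by a difference of -0.26. For Actn4 and Nes it stays open, since their levels did not exceed those of cortex (-0.019 ± 0.0081 and -0.46 ± 0.26). For the 12 markers together it also stays open. Their median changed by 0.23 ± 0.037, but 7 of them are higher in control cortex by less than 2 times, and 5 were called higher and 3 lower (Vegfa, Plce1 and Podxl). Tcf21 (1.93) and Cdkn1c (1.90) are also expressed in stroma. An effect of congestion stays among the open explanations, untested.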

How the results depend on the processing

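Of 335 results for named genes under 18 alternatives, and 10 differences between regions with the same-numbered animal shared, 4731 values kept their direction and their side of the threshold, 15 passed it only under the alternative, 1217 kept their direction and no longer passed, and 6 changed direction. For gene lists 574 values kept both and 125 no longer passed. Quantile normalization again and arrays centred on their medians changed the direction of 0 of the lists called, and the share of called genes that were higher in outer medulla went from 51.1% to 48.3% and 45.2%, respectively. The number of arrays sets what can be seen, and signal over background is unknown. Unless named, the cause was not tested.

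In cortex, where 2110 genes were called, all rows gave 1293, arrayWeights 4108, the t-test without pairing 4464 at p under 0.05 and 183 after adjustment, the t-test on the pairs 3479 and 0, a change of at least 2 times with adjusted p 268 and without a test 274. Leaving out a replicate gave 644 to 970, with fewer arrays. In outer medulla, where 4207 were called, the adjusted t-test gave 1040 without pairing and 1 on the pairs (4081 at p under 0.05), at least 2 times gave 573 with adjusted p and 576 without a test, and leaving out a replicate 1957 to 3260. For the difference between regions, with 294 genes, the model with no pair block gave 149, trend and robust options 785, genes brighter than the median 681, all rows 34, arrayWeights 1085, the t-test without pairing 2194 and 38 after adjustment, the t-test on pairs 2427 and 1, at least 2 times 127 with adjusted p and 167 without a test, and leaving out a replicate 0 to 43. Sharing the same-numbered animal between regions, an alternative chosen after seeing the data, gave 226 (101 higher and 125 lower in outer medulla). With no pair block, 1934 genes were called in cortex and 4055 in outer medulla. Only the arrays of a region give no value for the difference.

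For the lists, an estimated correlation gave 0 in cortex, 0 in outer medulla and 0 for the difference, and fry gave 0 for the difference and 30 and 33 in the regions. The correlation of changes between regions was 0.69, and 0.77 over genes called in either region, 0.78 over genes brighter than the median and 0.64 to 0.66 when a replicate was left out, an alternative chosen after seeing the data. Agtr1b in cortex, at 0.10, was -0.0025 with arrayWeights and -0.051 to 0.20 when a replicate was left out, negative without replicate 2. Agtr2 in cortex, at 0.04, was -0.11 to 0.26 when a replicate was left out, -0.11 without replicate 1 and -0.015 without replicate 3. Agtr2 in outer medulla, at 0.0024, was -0.030 with arrays centred on their medians and -0.18 to 0.093 when a replicate was left out, negative without replicate 1. These did not pass the threshold in any of the fits that gave the changed sign.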

Differences from the paper's values

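Table 1 of the paper states neither the region nor the threshold for a gene, and its pathways hold other genes than the lists used here, so each of its counts is set beside cortex, outer medulla and either region. For Focal Adhesion genes lower, the paper's value is 15, against 4 in cortex, 14 in outer medulla and 15 in either region. In cortex 0 of the 18 alternatives set before the data were examined came within 1.5 times of it, the nearest being 8 with arrayWeights.

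For Electron Transport Chain genes higher, the paper's value is 1, against 0 of the oxidative phosphorylation subunits in cortex, 0 in outer medulla and 0 in either region under limma, where all 69 subunits had negative changes, and 0 under every alternative, the t-tests at p under 0.05 included. For Electron Transport Chain genes lower, the paper's value is 58, against 22 in cortex, 67 in outer medulla and 68 in either region. The alternatives within 1.5 times in cortex were eBayes with trend and robust options (57), genes brighter than the median (52), arrayWeights (57) and the t-test at p under 0.05 without pairing (61) and on the pairs (43), and the others were not, with 37 for no pair block, 29 for quantile normalization again, 22 for the mean of rows, 19 for centred arrays, 15 for the arrays of the region, 3 for all rows, 4 and 0 for the adjusted t-tests, 0 for at least 2 times with or without a test and 0 to 4 for leaving out a replicate.

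For Oxidative phosphorylation genes lower, the paper's value is 36, against 22 in cortex, 67 in outer medulla and 68 in either region, from 69 measured subunits. In cortex no pair block (37), genes brighter than the median (52), quantile normalization again (29) and the t-test on the pairs at p under 0.05 (43) came within 1.5 times, and the others did not. In outer medulla the adjusted t-test without pairing (33) and leaving out replicate 1 (38) or replicate 2 (42) did, as they did in either region with 35, 39 and 42, and the others did not, from 0 for the adjusted t-test on the pairs to 69.

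For Cytoplasmic Ribosomal Proteins genes higher, the paper's value is 35, against 11 in cortex and 26 in outer medulla. In cortex eBayes with trend and robust options (29), genes brighter than the median (28) and the t-test without pairing at p under 0.05 (32) came within 1.5 times, and the others gave 0 to 23. For Cytoplasmic Ribosomal Proteins genes lower, the paper's value is 1, against 0 in cortex, 0 in outer medulla and 0 in either region under limma and under every alternative, t-tests at p under 0.05 included.

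The paper states that regulation of vasoconstriction decreased. Its terms in the supplement rest on a few genes among those lowered in cortex, and none has a corrected p under 0.05 there. The paper's gene set and threshold were not used here, so the directions are of different gene sets. The list used here mixes genes that constrict and genes that dilate vessels, so its direction does not measure vasoconstriction. Of 51 regulators of vasoconstriction measured here, 16 were higher and 3 lower in cortex and 18 higher and 6 lower in outer medulla, and the list was shifted upward by camera with the preset correlation and not with an estimated one (adjusted p of 0.172 and 0.180), while Klk1, Ptgs2 and Per2 were lower in cortex. Without replicate 1, 2 or 3 those higher numbered 8, 4 and 5 in cortex and 11, 12 and 16 in outer medulla. The paper states that ligands of the platelet derived growth factor receptors were highly expressed. Of 4 ligands measured here, Pdgfd was higher in both regions, and Pdgfa and Pdgfc were lower in outer medulla by the model with pair blocks, while both receptors were higher in both regions. The paper states that the highest rises were mainly of matrix and tubular injury markers. Among the 100 largest rises, 16 and 9 were such genes in cortex and 24 and 7 in outer medulla by the lists used here. On average, 100 genes drawn at random from those tested would hold 0.70 and 0.24. In each region 64 of the 100 were in none of the matrix, injury, macrophage and cell cycle lists. Without the genes of Fig. 3, which come from the same arrays, matrix and injury genes were 8 and 2 of 78 in cortex and 16 and 2 of 76 in outer medulla. Leaving out the genes that the study showed lowers these counts by construction. The lists are short and the paper gives no number of genes, so the counts do not contradict its statement. The fold changes of all 66 genes of Fig. 3 with a named row match the printed ones within 3.03%.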

Other observations

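Of 15 intercalated cell markers, 7 were lower and 0 higher in cortex (9 and 0 when adjusted over the list alone), and 8 were lower and 1 higher in outer medulla (9 and 1 when adjusted over the list alone). The anion exchanger Slc4a1, which intercalated cells share with red blood cells, fell by 0.94 in cortex (adjusted p = 0.00046) and by 1.03 in outer medulla (adjusted p = 0.0001), and the ammonium transporters Rhcg and Rhbg by 0.66 and 0.64 in cortex and by 0.78 and 0.75 in outer medulla. Of 17 principal cell markers, 5 were lower and 1 higher in cortex (8 and 2 when adjusted over the list alone), and 7 were lower and 2 higher in outer medulla (7 and 2 when adjusted over the list alone). The water channel gene Aqp2 fell by 0.56 in cortex (adjusted p = 0.017) and by 0.38 in outer medulla (adjusted p = 0.045), and neither passed in a model with no pair block or without replicate 2 or 3. The vasopressin receptor Avpr2 fell by 0.91 in outer medulla (adjusted p = 0.0029). Camera gave adjusted p values in cortex and outer medulla of 3.05e-07 and 5.64e-05 for the intercalated markers and 0.0372 and 0.0222 for the principal cell markers, against 0.101 and 0.139, and 0.193 and 0.180, with an estimated correlation. The principal cell shift in cortex did not pass with no pair block or without replicate 1, and in outer medulla it did not pass among genes brighter than the median. When replicate 1, 2 or 3 was left out, the intercalated markers lower in cortex numbered 5, 3 and 5, and the principal cell markers 2, 0 and 0 in cortex and 4, 5 and 4 in outer medulla. The principal cell markers higher numbered 2, 0 and 0 in cortex and 0, 0 and 0 in outer medulla, and the intercalated markers higher in outer medulla 0, 0 and 0. Rhcg in cortex did not pass without replicate 2.

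Desmin (Des) rose by 0.91 in outer medulla (adjusted p = 0.0034) and changed by 0.51 in cortex (adjusted p = 0.065, higher in 3 of 3 pairs). Of 16 podocyte markers, 2 were higher and 0 lower in cortex (3 and 2 when adjusted over the list alone), and 7 were higher and 3 lower in outer medulla (9 and 3 when adjusted over the list alone). Nephrin (Nphs1) changed by -0.26 in cortex (adjusted p = 0.073, lower in 3 of 3 pairs). Camera gave the podocyte markers an adjusted p of 0.534 in cortex and 0.00838 in outer medulla, and with an estimated correlation 0.777 and 0.256. Of 19 endothelial markers, 2 were higher and 0 lower in cortex (2 and 0 when adjusted over the list alone), and 1 was higher and 3 lower in outer medulla (1 and 3 when adjusted over the list alone), with an adjusted p of 0.544 and 0.916 from camera and 0.777 and 0.934 with an estimated correlation. In outer medulla their median was 0.014 and their mean -0.0035, and camera pointed downward. The endothelial markers lower there numbered 0, 0 and 2 without replicate 1, 2 or 3, and the podocyte markers lower there 1, 2 and 3. In cortex 1, 1 and 1 endothelial and 2, 1 and 3 podocyte markers were higher. The cadherin gene Cdh5 rose by 0.63 in cortex (adjusted p = 0.0012) and 0.46 in outer medulla (adjusted p = 0.0024), while the angiopoietin gene Angpt1 rose by 1.82 in outer medulla (adjusted p = 2.1e-05) and changed by 0.15 in cortex (adjusted p = 0.30).

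Genes of the response to hypoxia showed no shared direction at day 3. Of 33 measured, 4 were higher and 3 lower in cortex (5 and 3 when adjusted over the list alone), and 6 were higher and 7 lower in outer medulla (6 and 8 when adjusted over the list alone). Angptl4 rose by 1.48 in cortex (adjusted p = 0.020) and 1.38 in outer medulla (adjusted p = 0.014), with neither call kept without replicate 1, and Ankrd37 fell by 0.54 (adjusted p = 0.020) and 0.75 (adjusted p = 0.0024), the first not kept with no pair block or without replicate 2 or 3. Of 21 genes of superoxide production and removal, 3 were higher and 4 lower in cortex (4 and 8 when adjusted over the list alone), and 7 were higher and 8 lower in outer medulla (7 and 9 when adjusted over the list alone). Cybb, the oxidase subunit of phagocytes, rose by 1.07 (adjusted p = 0.00056) and 1.43 (adjusted p = 5.1e-05), whereas Nox4, the oxidase of tubules, changed by -0.70 in cortex (adjusted p = 0.12) and fell by 0.85 in outer medulla (adjusted p = 0.049), a call that was not kept with no pair block or without replicate 1 or 2. Camera gave adjusted p values in cortex and outer medulla of 0.468 and 0.322 for hypoxia and 0.211 and 0.918 for superoxide, and with an estimated correlation 0.777 and 0.664, and 0.595 and 0.952. The superoxide genes in outer medulla had a median of -0.12, a mean of 0.030 and a downward direction in camera. In fits without replicate 1, 2 or 3 the hypoxia genes numbered 1, 1 and 3 higher and 1, 0 and 1 lower in cortex, and 1, 3 and 5 higher and 3, 4 and 5 lower in outer medulla. The superoxide genes lower in cortex numbered 1, 0 and 1, and in outer medulla 4, 6 and 4 were higher and 2, 2 and 9 lower.

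Of 26 genes of the unfolded protein response, 2 were higher and 1 lower in cortex (2 and 1 when adjusted over the list alone) and 6 were higher and 1 lower in outer medulla (6 and 1 when adjusted over the list alone), with adjusted p of 0.39 and 0.322 from camera and 0.803 and 0.835 with an estimated correlation. Of 21 immediate early genes, 8 were higher and 0 lower in cortex (10 and 2 when adjusted over the list alone) and 5 were higher and 0 lower in outer medulla (7 and 0 when adjusted over the list alone), with 0.0014 and 0.01 from camera and 0.247 and 0.309 with an estimated correlation. Neither shift of the immediate early genes passed among genes brighter than the median, and those called higher numbered 3, 3 and 3 in cortex and 2, 5 and 4 in outer medulla without replicate 1, 2 or 3. Egr1 rose by 1.31 in cortex (adjusted p = 0.00046) and changed by 0.35 in outer medulla (adjusted p = 0.053), a difference of -0.96 (adjusted p = 0.029) that did not pass with no pair block (0.23) or without replicate 1, 2 or 3 (0.15, 0.22 and 0.095). Of 11 markers of the inner medulla and papilla, 4 were higher and 0 lower in cortex (4 and 0 when adjusted over the list alone) and 3 were higher and 3 lower in outer medulla (3 and 3 when adjusted over the list alone), with 0.0724 and 0.918 from camera and 0.255 and 0.934 with an estimated correlation. Their median in outer medulla was 0.017 and their mean -0.0031, and camera pointed downward. Without replicate 1, 2 or 3 those higher in cortex numbered 3, 1 and 2, and those in outer medulla 2, 1 and 2 higher and 1, 1 and 3 lower. The unfolded protein response genes numbered 0, 0 and 1 higher and 0, 0 and 0 lower in cortex, and 1, 2 and 1 higher in outer medulla. Of 6 genes of red blood cells, 1 was lower and 0 higher in cortex (2 and 0 when adjusted over the list alone), and 1 was lower and 0 higher in outer medulla (1 and 0 when adjusted over the list alone), with 0.13 and 0.0750 from camera and 0.259 and 0.232 with an estimated correlation. The gene called over all genes in each region was Slc4a1, which is also among the intercalated cell markers, and 6 of the 12 listed genes were measured.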
